# DMN-seq enriches DNA hypomethylated regions for biomarker discovery using 5-methylcytosine glycosylase

**DOI:** 10.1186/s13059-026-03991-6

**Published:** 2026-02-11

**Authors:** Yiding Wang, Yang Li, Chang Ye, Iryna Irkliyenko, Lu Gao, Marc Bissonnette, Qing Dai, Weixin Tang, Chuan He

**Keywords:** DNA 5-methylcystosine sequencing, DNA hypomethylation sequencing, Cancer detection, Biomarker discovery, Low-input DNA, Cell-free DNA

## Abstract

Various methods have been developed for 5-methylcytosine (5mC) sequencing; however, effective ways to enrich hypomethylated DNA regions have been limited. Here, we describe the DEMETER-assisted 5-Methylcytosine Nicking sequencing (DMN-seq) utilizing 5mC-specific glycosylase DEMETER to nick DNA at 5mC sites, enabling 5mC detection at the single-base resolution. Leveraging this nicking activity to deplete hypermethylated sites, we adapt DMN-seq to preferentially enrich and investigate hypomethylated regions in colorectal cancer samples. When applied to cell-free DNA as low as 0.1 ng, DMN-seq significantly expands the scope of cancer biomarkers by capturing hypomethylated regions, with high sensitivity and reproducibility even in low-input clinical samples.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-026-03991-6.

## Background

DNA 5-methylcytosine (5mC), methylation of the fifth position in cytosine, one of the most important epigenetic modifications conserved in various organisms [1], plays crucial roles in transcriptional regulation, chromatin organization, and genomic stability [2]. An extensive array of proteins, including DNA methyltransferases for installation and maintenance of 5mC marks, and ten-eleven translocation (TET) proteins for stepwise oxidation of 5mC to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxycytosine (5caC), facilitating dynamic turnover of 5mC. Coupled with thymine-DNA glycosylase (TDG) and enzymes in base excision repair (BER) pathway, 5mC can be converted back to cytosine (C) via the active demethylation pathway [3].

Various technologies developed to profile and detect 5mC [4] can be classified as mutation- or enrichment-based approaches (Additional file 1: Fig. S1a). As the gold standard for 5mC sequencing, bisulfite sequencing (BS-seq) distinguishes 5mC by chemically deaminating unmethylated cytosines [5]. However, harsh bisulfite conditions cause severe DNA damage. In addition, bisulfite-free enzymatic deamination methods, including Enzymatic Methyl-seq (EM-seq) [6, 7] and TET-assisted pyridine borane sequencing (TAPS) [8], utilize TET enzymes to induce base conversion and detect 5mC at the single-base level. Despite these innovations and reported successes in 5mC detection, there are limitations such as: (i) base conversion reduces read complexity and complicates mapping; (ii) incomplete conversion may generate false positives or DNA damage, limiting their applications to low input samples; and (iii) a lack of 5mC enrichment demands high sequencing depth and cost. On the other hand, enrichment-based methods, such as Methylated DNA Immunoprecipitation Sequencing (MeDIP-seq) [9, 10], selectively capture methylated DNA to reduce sequencing costs. However, they exhibit bias toward hypermethylated regions and lack single-base resolution, along with the issue of potential batch variations of 5mC antibodies. Moreover, the enrichment-based methods typically require a large amount of input materials and lack quantification accuracy.

To overcome these limitations of the current 5mC sequencing methods, we report here DEMETER-assisted 5-Methylcytosine Nicking sequencing (DMN-seq), an innovative approach that utilizes DNA glycosylase DEMETER (DME) to specifically nick DNA at 5mC sites. Originally found in plants, DME is a bifunctional DNA glycosylase that facilitates active 5mC removal [11, 12]. DME specifically excises 5mC via β- and δ-elimination in all sequence contexts to create an apurinic/apyrimidinic (AP) site through its glycosylase activity and nicks DNA with AP lyase activity [13]. Moreover, by cleaving only one strand of the target double-stranded DNA harboring symmetrically methylated sites [14], DME generates single-strand breaks (SSBs) specific to 5mC locations and proportional to 5mC density within a methylated region. Relying on these unique properties of DME, we devised DMN +, a unique experimental design for DMN-seq denoting capture of positive methylation signals. We show that DMN + enables 5mC detection at single-base resolution through employing designed adaptors that ligate only 5mC-containing fragments generated from the DME-mediated excision for subsequent sequencing. Based on the adaptor ligation position, the exact 5mC sites can be accurately mapped.

More interestingly, DMN-seq can enrich hypomethylated DNA regions through depletion of hypermethylated regions; we termed this modified experimental design DMN–, reflecting its focus on unmethylated or negative signals. Numerous 5mC biomarkers have been identified for diagnosis, prognosis, and treatment response in many cancer types, such as lung [15], breast [16], prostate [17], and colon [18, 19]. Most of these cancer-specific biomarkers tend to be promoter hypermethylation in tumor suppressor genes [20, 21], leaving hypomethylated regions, particularly promoters and enhancers for oncogenes, less investigated for mechanistic elucidations as well as their potential use as biomarkers. Global DNA hypomethylation is one of the earliest molecular events observed in early tumorigenesis [22, 23]. Through the demethylation and depression of regions such as repetitive elements, retrotransposons, and gene deserts, which comprise half of the human genome, DNA hypomethylation significantly drives the development of genome instability, a fundamental hallmark of carcinogenesis [24, 25]. Furthermore, DNA hypomethylation closely correlates with activation of cancer invasion and metastasis genes as well as drug resistance genes, contributing to tumor progression and treatment resistance [26, 27].

The enrichment of DNA hypomethylated regions using DMN–, thus, enables discovery of novel disease pathways as well as biomarkers in hypomethylated regions. We applied DMN– to genomic DNA (gDNA) from 6 sets of colorectal cancer (CRC) and adjacent healthy tissues and demonstrated its robustness in identifying 5mC sites at base resolution in hypomethylated DNA regions. We further applied DMN– to cell-free DNA (cfDNA) and demonstrated its high sensitivity and accuracy in detecting hypomethylated regions with inputs as low as 0.1 ng.

## Results

### DMN-seq detects DNA 5mC at single-base resolution

DME is known to nick 5mC on one of the target strands and generates a fragment containing a 5’-phosphate (5’-P). Based on this unique activity of DME, we designed adaptors and PCR primers to allow only DNA fragments with 5’-P to be ligated and amplified via PCR to construct sequencing libraries, specifically mapping the 5mC sites nicked by DME. As shown in the workflow of DMN +, the experimental design for DMN-seq to detect 5mC at single-base resolution (Fig. 1a), fragmented DNA is first ligated with customized adaptors compatible with next-generation sequencing (NGS) and attached with phosphorothioates at the end. The ligated DNA is then subjected to enzymatic digestion to remove un-ligated DNA fragments, excessive adaptors, and partially ligated DNA fragments containing 5’-P which may cause false positives. Successfully ligated DNA fragments should be protected from enzymatic digestion because of phosphorothioate modifications. After DME excision, only 5mC-containing DNA fragments should have one strand with an open 5’-P to be ligated to customized 5’-adaptors. Finally, indexing PCR is conducted using primers complementary to adaptors ligated only to 5mC-containing fragments, resulting in 5mC information being amplified and enriched in the library.

**Fig. 1:**
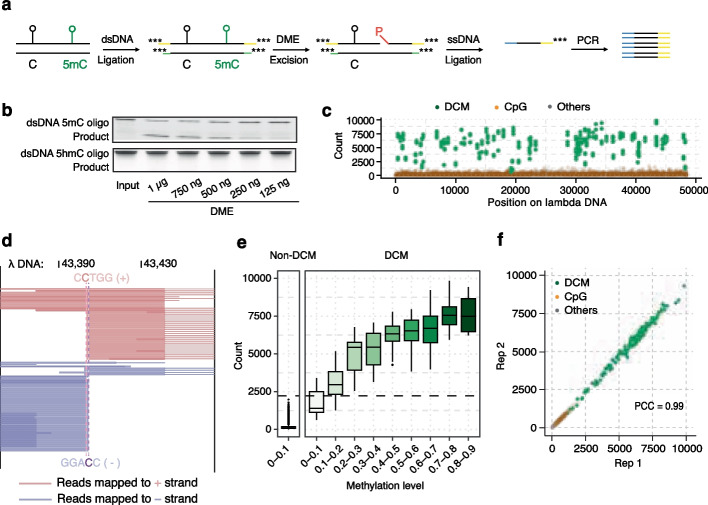
DMN-seq enables quantitative 5mC profiling at single-base resolution. **a** Schematic illustration of DMN-seq for methylated DNA enrichment. Fragmented DNAs are ligated to annealed double-stranded adaptors with 5’-phosphorothioate modifications, and subjected to sequential enzymatic treatments in order to remove all open 5’-phosphates on the remaining adapters. Subsequent treatment with DME specifically excises 5mC residues, generating new open 5’phospahtes available for ligation to customized single-stranded adaptors. Only 5mC-containing strands are amplified using primers complementary exclusively to adaptors ligated at 5mC excision sites, ensuring selective enrichment of methylation-specific fragments in the final sequencing library. **b** DNA excision efficiency of DME measured using 82 bp dsDNA oligo containing a single 5mC site and 82 bp dsDNA oligo containing a single 5hmC site. **c** Application of DMN-seq to partially methylated λ-DNA, in which all DCM motifs (CCTGG, green) are partially methylated at varying levels. The number of reads starting exactly at the 5mC sites was counted as the “enrichment intensity”. Unmethylated sites, shown for CpG (orange) and non-CpG (gray), represent the background noise level. **d** Example of reads spanning a pair of 5mC sites (positions 43,404 and 43,406) on λ-DNA. Pink and purple dashed lines highlight methylation sites on the positive and negative strands, respectively. **e** Distribution of enrichment intensity with the methylation levels at each site on DCM motif identified by UBS-seq in partially methylated λ-DNA samples. **f** Correlation of enrichment intensity between two technical replicates for each site in the partially methylated λ-DNA sample. Sites are colored by motif type. Pearson correlation coefficient (*R*) is 0.99

To test our experimental design, we first expressed DME and confirmed its enzymatic activity via a synthetic 82 bp dsDNA containing one 5mC site. As shown in Fig. 1b, DME excised DNA at the known 5mC site in a dose-dependent manner. Because many existing 5mC detection methods cannot distinguish between 5mC and 5hmC, leading to potential misinterpretation of data [28], we also evaluated DME's enzymatic activity on 5hmC. We used a synthetic 82 bp dsDNA oligo identical in sequence to the 82 bp 5mC dsDNA oligo but containing 5hmC in place of 5mC. DME exhibited no reactivity toward 5hmC regardless of enzyme input level, confirming its specificity for 5mC and underscoring a key advantage of DMN-seq in distinguishing 5mC from 5hmC (Fig. 1b). We then constructed sequencing libraries using partially methylated λ-DNA supplemented with two types of synthetic dsDNA oligos containing known 5mC sites as positive controls. The known 5mC sites in both synthetic spike-in oligos could be accurately detected via DMN + (Additional file 1: Fig. S2a-b). As λ-DNA is partially methylated at the DCM motif (internal C at CCAGG and CCTGG [29]), DMN + effectively distinguished all methylated DCM sites from non-DCM sites (Fig. 1c, d). We further generated a control library via Ultrafast Bisulfite Sequencing (UBS-seq) as the gold standard for the methylated sites and their methylation levels in λ-DNA. We observed a high correlation between results generated from DMN + and UBS-seq, confirming that DMN + accurately identified methylated sites across different methylation levels (Fig. 1e). Moreover, the high reproducibility between technical replicates verified the robustness of DMN + in 5mC detection (Fig. 1f). These results demonstrate the high accuracy of DMN + in quantitative 5mC profiling while minimizing false positives.

To further validate the detection efficiency of DMN +, we constructed libraries using mouse embryonic stem cell (mESC) gDNA supplemented with partially methylated λ-DNA and 200-bp synthetic DNA oligos as internal controls. Shallow sequencing of approximately 10 million reads highlighted robust enrichment and accurate detection of known 5mC sites in synthetic DNA oligos with minimal background noise (Additional file 1: Fig. S3a). All 5mC sites detected in λ-DNA also presented strong DCM motifs, further confirming the accuracy of DMN + (Additional file 1: Fig. S3b). Additionally, when the 5mC sites detected in mESC gDNA were analyzed, a high correlation was observed between replicates, confirming the reproducibility of DMN + (Additional file 1: Fig. S3c). By overlapping the results with those generated using BS-seq [28], DMN + again efficiently identified methylated sites at different methylation levels. Moreover, more than 97% of the detected 5mC sites were CpG motifs, which is comparable to that from BS-seq (Fig. 2a). Motif analysis further revealed a strong CpG signal at the detected sites and motif-independent cleavage at nearby sites (Fig. 2b). These results thus demonstrate that DMN + ensures a minimal false-positive rate even with shallow sequencing depth.

**Fig. 2:**
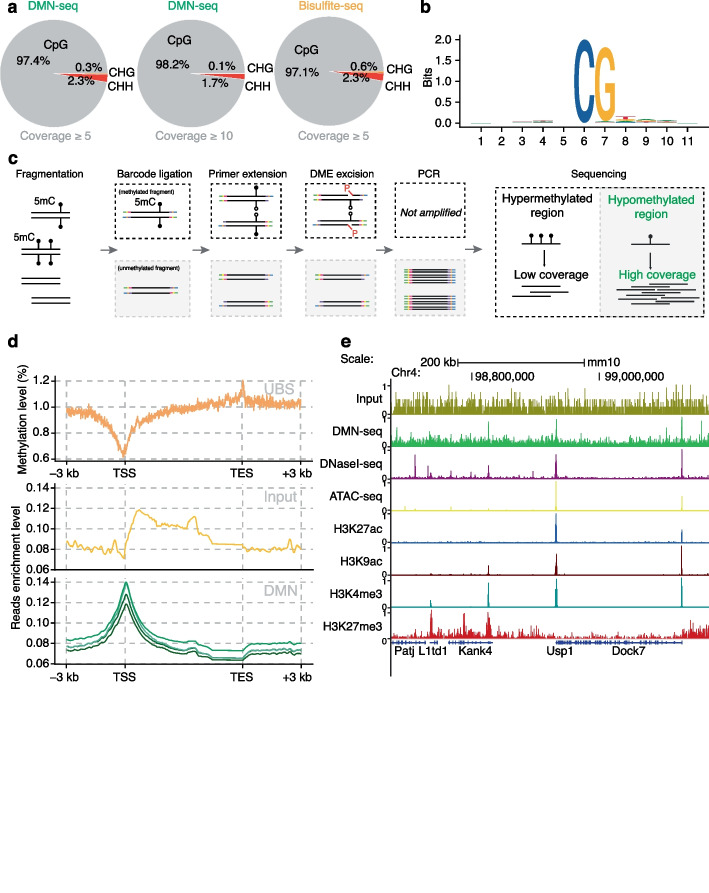
DMN-seq precisely targets methylated sites in mESCs genomic DNA and can be adapted for hypomethylation profiling. **a** CpG, CHG, and CHH sites detected by DMN-seq. At a signal coverage threshold ≥ 5, over 97% of detected 5mC sites correspond to CpG motifs, comparable to results obtained by bisulfite sequencing. **b** Consensus motif analysis for methylation sites identified by DMN-seq (*N* = 3937). **c** Schematic overview of DMN-seq for unmethylated DNA enrichment. Fragmented DNA samples ligated to individual unique barcodes allow the pooling of samples for subsequent primer extension and DME treatment. DME excision removes 5mC-containing fragments; their extended strands lacking P7 adaptors fail to amplify during the final PCR step using P5 and P7 primers, thereby enriching the sequencing library for unmethylated DNA. **d** Metagene analysis highlighting the enrichment of hypomethylated regions around transcription start sites (TSS) and transcription end sites (TES) in mESC. TSS hypomethylation is demonstrated by UBS-seq (top), whereas the input control sample does not exhibit enrichment at this region (middle). DMN-seq shows that the enrichment of methylation level at TSS ~ twofold higher than that at TES region (top), consistent with methylation level reported by UBS-seq (top). **e** Genomic snapshot illustrating DMN-seq read distribution alongside selected histone modifications, DNaseI-seq, and ATAC-seq data at a representative locus in the mESC genome. DMN-seq signals align closely with open chromatin regions and histone marks associated with enhancers and promoters,. (ENCODE data sources: DNaseI-seq ENCFF150FRY; ATAC-seq ENCFF450ZSN; H3K27ac ENCFF559BZQ; H3K9ac ENCFF165WXP; H3K4me3 ENCFF715DZB; H3K27me3 ENCFF335WEP)

### DMN-seq induces enrichment at hypomethylated regions

Given the inherent nature of DME in active DNA 5mC nicking, we reasoned that this activity could be used to detect hypomethylated DNA regions. Densely methylated regions would be subjected to multiple nicking by DME, leading to DNA fragmentation and depletion through size selection. We could in principle selectively detect 5mC sites at hypomethylated regions. With this in mind, we modified DMN-seq to deplete hypermethylated DNA regions and enrich hypomethylated DNA regions, thereby establishing the experimental design DMN–. As depicted in Fig. 2c, DNA is first ligated with unique barcodes, enabling pooling of different samples to simplify the workflow and minimize sample loss. Primer extension is then conducted on the pooled sample using only the primer complementary to the Illumina Read 2 sequence. This allows 5mC-containing strands to be excised through DME treatment, leaving their newly synthesized, complementary strands in the sample. Finally, primers complementary to P5 and P7 sequences were used for PCR. While C-containing fragments contain all the components required for exponential amplification, the complementary strands of the 5mC-containing strands lack P7 sequence. Thus, 5mC information is depleted in the final PCR, resulting in hypomethylated DNA enriched in the library.

To validate our design principle, we applied DMN– to mESC gDNA supplemented with the same internal controls. Compared with the untreated samples, all the DME-treated samples presented a minimal presence of 200 bp and a significant reduction in the number of methylated sites in λ-DNA (Additional file 1: Fig. S4a). These results suggest the high efficiency of DME treatment in depleting hypermethylated DNA while enriching hypomethylated DNA. The robustness of DMN– was further confirmed using mESC gDNA: compared with the UBS-treated sample, which served as a standard mESC methylome profile, the DME-treated samples demonstrated high enrichment of hypomethylated regions around the transcription start site (TSS) and removal of hypermethylated regions near the transcription end site (TES) (Fig. 2d). Furthermore, we compared the mESC methylation profile generated by DMN– with publicly available data from the UCSC genome browser, including ATAC-seq, DNaseI-seq, and ChIP-seq data for enhancer- and promoter-associated histone marks (H3K27ac and H3K4me3) (Fig. 2e). We observed strong overlap between regions enriched by DMN– and open chromatin regions mapped by these assays, verifying the accuracy and specificity of DMN– in enriching hypomethylated regions. We next benchmarked the performance of DMN– against Methylation-sensitive Restriction Enzyme digestion sequencing (MRE-seq) [30], another enrichment-based method for profiling unmethylated CpGs, and UBS-seq in mESC gDNA repetitive regions. DMN– exhibited higher mapping ratio in both genome-wide repetitive regions (Additional file 1: Fig. S5a) and LINE-1 elements (Additional file 1: Fig. S5b) compared to both MRE-seq and UBS-seq, with high reproducibility between duplicates. In regions flanking ± 2 kb of TSS, both MRE-seq and DMN– showed decreased enrichment with increasing 5mC levels, confirming their capacities to enrich unmethylated CpGs (Additional file 1: Fig. S5c). In particular, DMN– showed a steeper decline in enrichment as methylation increases, indicating higher specificity for truly unmethylated regions and greater efficiency in excluding partially or fully methylated DNA. These results further support the high resolution and specificity of DMN– for hypomethylation enrichment and detection.

### DMN-seq robustly maps hypomethylated regions in colorectal cancer

Colorectal cancer (CRC), the third most common malignant tumor in the world [31], has been studied extensively on diagnostic cfDNA methylation biomarkers [32, 33], including the FDA-approved *SEPT9* [18, 19] and *BMP3* [19], which are hypermethylated in the promoter regions for transcription silencing in cancerous tissues. However, global DNA hypomethylation was detected in the early stage of CRC [34], leading to demethylation of mobile genetic elements such as long interspersed nuclear element 1 (LINE-1) [35] that have been suggested for early-onset detection and progression monitoring of CRC [36–38]. Genome-wide cell-free DNA methylome profiling has verified the predictive and prognostic significance of hypomethylated LINE-1 as well as several hypomethylated genes in CRC [39–41]. Thus, exploring the clinical potential of hypomethylated regions as biomarkers for disease diagnosis, prognosis, and treatment response monitoring can be important.

We carried out a proof-of-concept study by applying DMN– to the gDNA of paired primary tumor tissues and adjacent normal-appearing colonic mucosa from 6 patients newly diagnosed with nonmetastatic CRC at the University of Chicago Medical Center (UCMC) (Additional file 1: Table S2). 

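DMN-seq libraries of gDNA covered 12 tissue samples, a primary tumor and normal-appearing mucosa from each of 6 patients. Every tissue sample had 1 DMN library, treated with the plant 5mC glycosylase DEMETER (DME), and 1 untreated input library, 24 libraries in all. DME excises 5mC and nicks the DNA, so by the design methylated fragments are lost. A higher DMN count is then read as a less methylated region relative to the rest of the same library. DMN signal over input also varied with the number of CpG sites. Across TSS regions, the tumor/healthy change of DMN signal ran with that of untreated input (Pearson's r = 0.701). A difference in DMN count is therefore not a measure of methylation alone. The authors trimmed the reads with Cutadapt 4.9, aligned them to hg38 with HISAT2 2.2.1, removed PCR duplicates with Picard 3.1.1 and counted them with featureCounts 2.0.8. The deposited gDNA values are fractional read counts per 2000 bp bin of the genome, and 1437511 of the 1544155 bins lie on the 22 autosomes, to which every comparison was limited. Counts were rounded to whole numbers before testing. The 54203 autosomal bins that overlap a 2000 bp region upstream of a RefSeq TSS by at least 1000 bp are called TSS regions. Autosomal counts per library ranged from 40278298 to 152174666 in healthy DMN libraries, from 41180923 to 142499377 in tumor DMN libraries, from 12614253 to 353464888 in healthy input libraries and from 38950415 to 316484113 in tumor input libraries. Tumor and healthy tissue were compared with the quasi-likelihood test of edgeR 4.0.16 with TMM factors, Benjamini-Hochberg adjustment and a threshold of 0.05, over all 6 pairs and over the 4 pairs that the paper also analysed on their own (Fig. 4b). In counts simulated from these libraries, the comparison of 6 pairs recovered 60 of 100 TSS regions changed by 1 on the log2 scale and 92 of 100 changed by 2, and called 4 unchanged regions. With 4 pairs, 37 and 86 of 100 were recovered and 8 unchanged regions were called. Each region was simulated independently, without shifts shared across regions, so these rates may not hold in the real libraries.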

Using data from Reduced Representation Bisulfite Sequencing (RRBS) conducted on the same samples as standards for methylation level, we demonstrated that DMN– effectively detected differentially methylated regions (DMRs) and recapitulates expected methylation patterns, with high DMN signal corresponding to low methylation and vice versa across both CRC tumor and healthy tissues (Additional file 1: Fig. S6a, b). 

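DMN signal over input varied with the CpG content of bins. CpG-poor bins gained DMN signal over input, with a median log2 DMN/input of 0.84 in the 39737 bins with 0 to 4 CpG sites per 2000 bp and 0.53 in the 274705 bins with 5 to 9. Bins of intermediate CpG number lost signal, down to a median of −1.02 in the 20086 bins with 60 to 79 CpG sites, of which 67.7% were lower in DMN than in input. The most CpG-rich bins, the range of dense CpG islands, gained signal again, with a median of 0.91 in the 3472 bins with 150 or more CpG sites, of which 73.1% were higher and 10.5% lower. Among bins of TSS regions 32.1% were higher and 25.9% lower, against 21.1% and 22.6% of all other bins. The CpG classes differ in GC content as well, from a median of 33.6% in the lowest to 66.4% in the highest. No fit of DMN against input took GC content out. By the paper's methods the treated samples also had more DNA than input (40 ng against 10 ng), a primer extension and a shared pool. The pattern therefore cannot be credited to DME alone. Of 1369497 autosomal bins tested over the 24 libraries, 294473 were higher in DMN and 311814 lower at an adjusted p under 0.05 from edgeR, and 627122 and 438040 with the tissue sample as a replicate block. Between tumor and healthy DMN libraries, the median log2 fold change ran from 0.34 in bins with 0 to 4 CpG sites to −0.38 in bins with 150 or more. It ran in the same way with GC content, from 0.34 in bins with up to 36% GC to −0.25 in bins above 50%. This trend did not hold in every pair. Within single pairs the slope of tumor/healthy DMN signal over GC content ran from −0.93 to 0.31, with a median of −0.10. It was below 0 in 4 pairs and not in the others (sign-flip permutation p = 0.34). These slopes were compared only after the results were seen. No single bin of 1310901 passed an adjusted p under 0.05 for tumor against healthy in edgeR, the only tool run on bins. At an unadjusted p under 0.05, 9559 bins were higher and 23890 lower in tumor. Together they are a share under 0.05 of the bins tested, no more than chance gives. With the patient pair as a replicate block 7841 were higher and 10975 lower, and with library size scaling 5790 and 18433. Of the bins with a higher DMN than input signal 484658 had a positive tumor/healthy log2 fold change and 257678 a negative one, and of those with a lower DMN signal 208721 and 359844. None passed both tests. Of 603907 bins that passed the first test, 17510 had an unadjusted p under 0.05 in the second, again a share under 0.05. Of these, 3998 were higher in DMN and in tumor, 4933 higher in DMN and lower in tumor, 481 lower in DMN and higher in tumor, and 8098 lower in both.

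**Figure D1:**
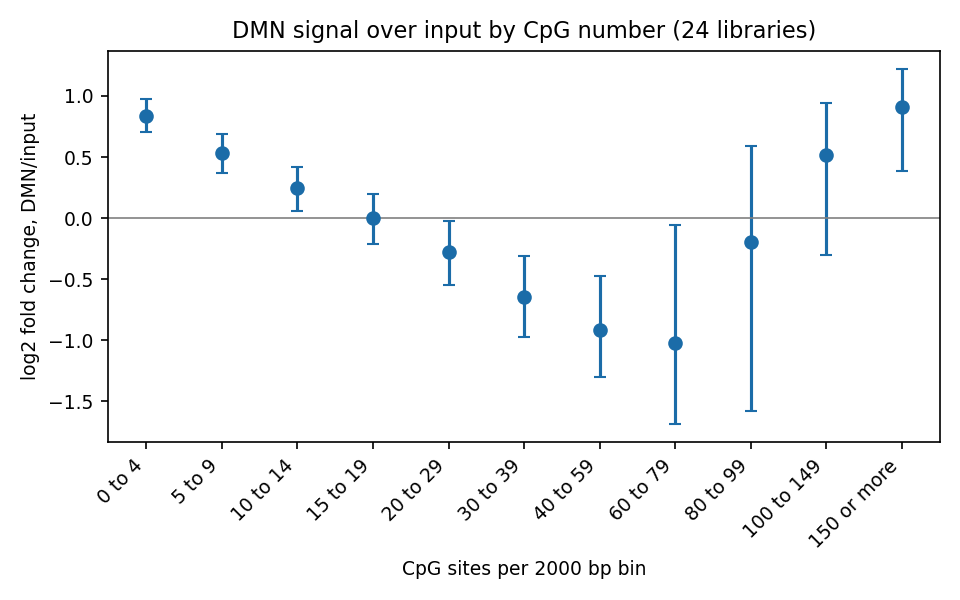
Median log2 DMN/input of 2000 bp autosomal bins by number of CpG sites per bin, over the 24 gDNA libraries, with bars from the lower to the upper quartile of bins. The median falls from 0.84 in bins with 0 to 4 CpG sites to −1.02 in bins with 60 to 79 and is 0.91 in bins with 150 or more.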

With an average of 55.2 million sequencing reads per sample, DMN– enabled robust detection of hypomethylated regions flanking 2 kb of each TSS, revealing a substantial enrichment of such regions in tumor compared to healthy tissues (Fig. 3a). By aligning DMN– data to ChIP-seq data for histone markers and transcriptional activators as well as ATAC-seq data, we observed high enrichment of hypomethylated regions detected in DME-treated samples in regions marked with active transcription and open chromatin (Fig. 3b). This verifies that DMN– preferentially enriches and detects hypomethylated regions. Additionally, we used the program HOMER [42] to identify sequence motifs enriched in hypomethylated regions detected in tumor and healthy tissues. For example, consistent with previous reports [43, 44], binding motifs of Nrf1, a known methylation-sensitive transcription factor (TF) that only binds to unmethylated DNA sequences [43, 45], were enriched in hypomethylated regions detected in both tissue types. Similarly, the binding motifs of ELF3, a prognostic biomarker in CRC [46], were also enriched in the consensus motifs of both groups (Fig. 3c**)**. As for TFs enriched in the detected CRC-specific motifs (Fig. 3d**)**, both EGR1 [47] and IKZF2 [48] have been found linked to disease progression with the potential of serving as CRC prognosis biomarker. These results further validate the capacity of DMN– in detecting functionally relevant hypomethylated regions in CRC, indicating its utility in uncovering novel cancer-associated biological pathways and biomarker candidates.

**Fig. 3:**
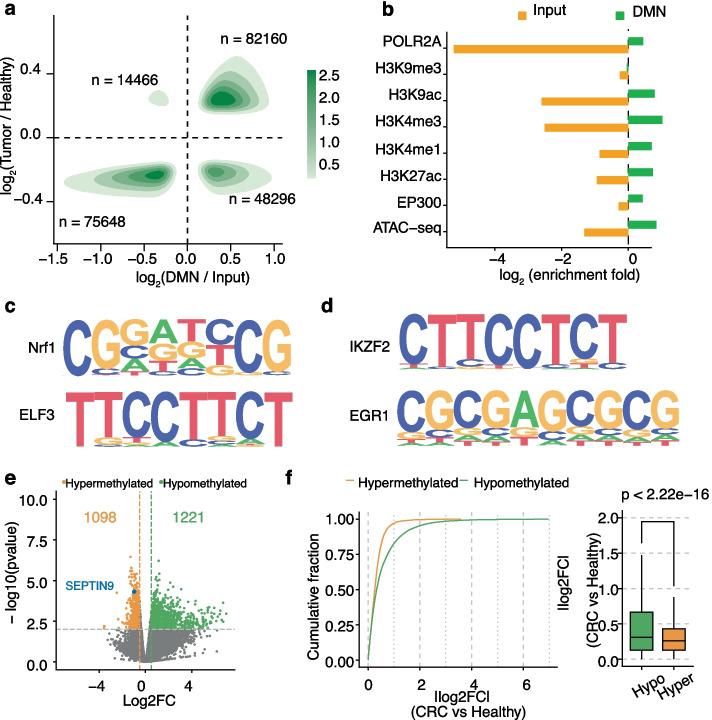
DMN-seq identifies hypomethylation pattern and tumor-specific motifs in CRC. **a** Scatter plot displaying hypomethylated regions (2000 bp segments) significantly enriched in CRC compared to healthy samples. **b** ENCODE ChIP-seq data for active histone markers (H3K4me3, H3K27ac) and transcription activators (EP300, POLR2A), along with ATAC-seq data, demonstrating enrichment of DMN-seq-detected hypomethylated regions (green) in actively transcribed and open chromatin regions, compared to input samples (yellow). DMN-seq peaks represent hypomethylated regions identified by comparing DME-treated samples to input, whereas input peaks represent hypermethylated regions identified in the inverse comparison. **c**, **d** Significant sequence motifs identified by HOMER motif searches within consensus motifs of healthy and CRC samples (**c**), and CRC-specific motifs (**d**). **e** Volcano plot illustrating differentially methylated regions within 2000 bp upstream of TSS in paired male samples. The red dot marks SEPTIN9, a known hypermethylation biomarker in CRC. **f** Distribution of the absolute log_2_ fold-change (log_2_FC) values comparing hypomethylated and hypermethylated regions in CRC samples, indicating significantly higher log_2_FC values in hypomethylated regions and reflecting abnormal upregulation of genes in CRC

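In the 4 pairs that the paper analysed on their own, TSS regions of several clustered gene families had higher DMN signal in tumor, while GC-rich regions of a developmental gene, a muscle gene and a hormone gene had lower signal. The region of IFNA17, a type I interferon gene, had a log2 fold change of 1.63 (standard error 0.62, higher in 3 of 4 pairs), that of PCDHB2, a clustered protocadherin, 1.02 (standard error 0.27), and that of KRTAP4-7, a hair keratin associated protein, 0.89 (standard error 0.18). Over all 6 pairs, the untreated input libraries had 0.66 at IFNA17, 0.55 at PCDHB2 and 0.32 at KRTAP4-7, where DMN libraries had 0.73, 0.67 and 0.56. On the other side, the region of HOXA5, a homeobox transcription factor, had a log2 fold change of −1.50 (standard error 0.34). TAGLN, which encodes the smooth muscle protein transgelin, had −1.07 (standard error 0.19), and CALCA, which encodes calcitonin, −0.72 (standard error 0.14). Over all 6 pairs, input libraries had −0.15 at HOXA5, −0.21 at TAGLN and −0.14 at CALCA, where DMN libraries had −1.27, −0.82 and −0.67. None of these, and none of the 53647 TSS regions tested, passed an adjusted p under 0.05 from edgeR, where the lowest adjusted p was 0.270. At an unadjusted p under 0.05, 4984 regions were higher and 3891 lower in tumor. DESeq2's Wald test put 376 regions higher and 224 lower past an adjusted p under 0.05, PCDHB2, KRTAP4-7, HOXA5, TAGLN and CALCA among them. At the lines drawn in Fig. 3e, an unadjusted p under 0.01 and an absolute log2 fold change over 0.5, edgeR placed 927 regions higher and 728 lower in tumor, and DESeq2 2173 and 1057. The direction rests on the scaling, since library size in place of TMM shifted the median of all regions to −0.37 and gave 463 higher and 3659 lower. With the patient pair as a replicate block 571 were higher and 564 lower, and with the input of the same tissue as reference 27 and 246.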

To assess the correlation of the detected DMRs with gene expression, we further identified 2,319 DMRs in the male group (Fig. 3e) and observed more hypomethylated regions (1,222) than hypermethylated ones (1,097) in tumors than in healthy tissues, alongside a significant reduction in average genomic methylation in CRC. These results are consistent with previous reports of CRC global hypomethylation [22, 49], a well-documented hallmark of CRC tumorigenesis due to chromosomal instability and proto-oncogene activation [24]. We next calculated the methylation percentage of the corresponding promoter regions for these DMRs (TSS + 2 kb). 

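In the same 4 pairs, most regions of several gene families shifted the same way, with AT-rich families higher and GC-rich ones lower (median GC content of the regions 34.4% to 42.2% and 54.6% to 55.0%). With TMM scaling, none of the lists passed limma's camera with an estimated correlation. All 17 type I interferon genes, which lie next to each other on chromosome 9, were higher in tumor, with a median log2 fold change of 1.10 (adjusted p = 3.9e-07 from limma's camera, adjusted p = 0.39 with an estimated correlation). Of 52 clustered protocadherins, cell adhesion genes of neurons, 47 were higher, with a median of 0.49 (adjusted p = 1.3e-09 from camera, 0.39 as the adjusted p with an estimated correlation). Keratin associated proteins had a median of 0.28, with 68 of 92 regions higher (adjusted p = 8.2e-05), and beta defensins, antimicrobial peptides of epithelia, a median of 0.35, with 30 of 37 higher (adjusted p = 3.0e-05). HOX genes fell, with 34 of 38 regions lower and a median of −0.24 (adjusted p = 2.8e-07). Housekeeping genes fell by less, with 21 of 24 lower and a median of −0.14 (adjusted p = 0.010). With the input of the same tissue as reference, camera's call was lost for interferons (median 0.15, 11 of 17 higher, adjusted p = 0.083), protocadherins (0.017, adjusted p = 0.0995), keratin associated proteins (0.043, adjusted p = 0.14) and housekeeping genes (−0.11, adjusted p = 0.37). It was kept for beta defensins (0.077, adjusted p = 0.018) and HOX genes (−0.21, adjusted p = 9.4e-05), both at adjusted p = 0.75 with an estimated correlation. This fit took the input libraries of a tissue as a group, without pairing them with the DMN libraries of the same samples. A paired fit was not run for lists, so whether the lost calls would hold in it is open. Without that reference and with an estimated correlation the adjusted p was 0.39 for each of these lists but housekeeping genes, where it was 0.52, so that no list held with TMM scaling. Leaving out 1 pair at a time gave medians of 0.53 to 1.36 for interferons, 0.30 to 0.66 for protocadherins, 0.13 to 0.31 for keratin associated proteins and 0.27 to 0.47 for beta defensins. It gave −0.35 to −0.16 for HOX genes and −0.27 to −0.084 for housekeeping genes, which alone lost camera's call (adjusted p = 0.0017 to 0.16, and at least 0.53 with an estimated correlation). In edgeR no single region of these lists passed over all regions, while DESeq2 put regions such as PCDHB2, KRTAP4-7 and HOXA5 past the threshold. Adjusted over the list alone in edgeR, 4 beta defensin regions and 1 keratin associated protein region were higher and 4 HOX regions were lower. With the patient pair as a replicate block these counts were 2, 0 and 4. Histone genes (median 0.06), germline genes (0.17), immune cell genes (0.03), colon epithelium genes (−0.12), stromal and endothelial genes (−0.07), liver genes (−0.06) and the genes that the paper names for regions (0.10) did not pass, with adjusted p from 0.19 to 0.65. Limma's fry, which tests a list by itself, found no list that moved one way on balance (lowest adjusted p = 0.18), and changes in either direction in HOX genes (adjusted p = 0.029), colon epithelium genes (adjusted p = 0.029) and beta defensins (adjusted p = 0.045). With the block HOX and colon epithelium genes still passed (adjusted p = 0.032 and 0.012) and beta defensins did not (adjusted p = 0.17), and leaving out any 1 pair ended all 3 calls (lowest adjusted p = 0.053). Library size scaling turned the medians of keratin associated proteins to −0.13 and of beta defensins to −0.04, while it moved the median of all genes to −0.38, and both lists stayed higher by camera (adjusted p = 9.0e-06 and 1.3e-05, and adjusted p = 0.18 and 0.021 with an estimated correlation). With a GC curve fitted to each library, a setting chosen after the data were seen, the median of all genes rose to 0.10. Against that level the HOX median was 0.020, with 15 of 38 regions lower (adjusted p = 0.056 from camera), the housekeeping median 0.11 and the colon epithelium median 0.15. HOX genes passed as lower with the block added (adjusted p = 0.042, and adjusted p = 0.73 with an estimated correlation) and with the GC curve of the input library (adjusted p = 9.0e-04, and adjusted p = 0.54 with an estimated correlation). With the GC curve of each library alone no list was higher past the threshold. Over all TSS regions, the median absolute log2 fold change was 0.271 in the 27385 regions higher in tumor and 0.204 in the 26262 lower ones. Within each pair the rises were larger in 4 of 4 pairs by 0.0533 ± 0.0591 (SD, n = 4; exact sign-flip permutation test over pairs, two-sided, p = 0.125, the smallest p that 4 pairs allow). With library size scaling this difference was −0.115 and the rises were larger in 1 of 4 pairs.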

Tumor gDNAs tend to harbor more hypomethylated promoters than hypomethylated promoters when compared with healthy controls (Fig. 3f), as a result of global chromosomal instability during CRC development.

Functional enrichment analysis of genes in hypomethylated regions in CRC revealed pathways known to be associated with CRC tumorigenesis (Fig. 4a), such as those related to transducer and activator of transcription (STAT) proteins. 

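In the DMN libraries, the 24 genes of the STAT and JAK list had TSS regions with both directions of change. In the 4 pairs 7 were higher and 17 lower in tumor, with a median log2 fold change of −0.11, which did not pass limma's camera (adjusted p = 0.16), and none passed when adjusted over the list alone. Over all 6 pairs the median was −0.06 (adjusted p = 0.37), with 10 regions higher and 14 lower. With a GC curve fitted to each library, a setting chosen after the data were seen, the median was 0.12 in the 4 pairs, close to the 0.10 of all genes in that setting (adjusted p = 0.21 from camera). Over 6 pairs it was 0.066, against 0.040 for all genes (adjusted p = 0.13). LIFR, the receptor of leukemia inhibitory factor, was higher in tumor in every pair, with a log2 fold change of 0.24 (standard error 0.10). JAK2, a kinase that phosphorylates STAT proteins, had −0.23 (standard error 0.14), and STAT4, a transcription factor of immune cells, −0.20 (standard error 0.13), neither past the threshold (adjusted p = 0.86 from edgeR for all 3 regions).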

STAT family proteins are phosphorylated and highly expressed in CRC tissues compared with adjacent normal mucosa [50, 51] because of their roles in the Janus kinase (JAK)-STAT pathway whose dysregulation has been widely reported in CRC to contribute to cancer cell proliferation and immune evasion [52, 53]. Moreover, pathways related to sensory perception were also enriched in hypomethylated regions in CRC. 

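Genes of chemical sensing were among the families with the largest shifts in DMN signal. Olfactory receptor genes, which encode odorant receptors and lie in large clusters, rose in tumor in the 4 pairs, with 365 of 391 TSS regions higher and a median log2 fold change of 0.66 (adjusted p = 1.0e-21 from limma's camera, adjusted p = 0.39 with an estimated correlation). Bitter taste receptor genes rose likewise, with 21 of 22 regions higher and a median of 0.69 (adjusted p = 3.0e-05, and adjusted p = 0.39 with an estimated correlation). These values are with TMM scaling. With library size scaling both lists passed camera with an estimated correlation. The region of OR5L2 had a log2 fold change of 0.68 and that of TAS2R39, a bitter taste receptor, 0.74. No region of either list passed over all regions or adjusted over the list alone in edgeR, and 134 olfactory receptor regions had an unadjusted p under 0.05, all higher. DESeq2 put regions such as OR2J2 past the threshold over all regions (adjusted p = 0.0095). The olfactory receptor median was 0.41 to 0.81 when 1 pair at a time was left out, with 40 to 218 regions at an unadjusted p under 0.05, camera's call kept and no call with an estimated correlation (lowest adjusted p = 0.34). The untreated input libraries of the 6 pairs shifted the same way, by a median of 0.13 for olfactory receptors (293 of 393 regions higher, adjusted p = 9.4e-05 from camera) and 0.20 for bitter taste receptors (22 of 23 higher, adjusted p = 3.0e-04), both lost with an estimated correlation (adjusted p = 0.48 and 0.44). With the input of the same tissue as reference, the olfactory receptor median in the 4 pairs was 0.20 (adjusted p = 3.1e-07 from camera, and adjusted p = 0.75 with an estimated correlation). The bitter taste receptor median was 0.16 in that setting, with 16 of 24 regions higher, and the call was lost (adjusted p = 0.14). DMN and input libraries of a sample were not paired in that fit. The TSS regions of olfactory receptors are AT-rich, with a median GC content of 37.2%, and with a GC curve fitted to each library, a setting chosen after the data were seen, the median was 0.24 (adjusted p = 0.056 from camera), above a median of 0.10 over all genes. The list passed with the patient pair as a replicate block added (adjusted p = 0.013, and adjusted p = 0.82 with an estimated correlation) and with the GC curve of the input library (adjusted p = 6.3e-08, and adjusted p = 0.54 with an estimated correlation).

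**Figure D2:**
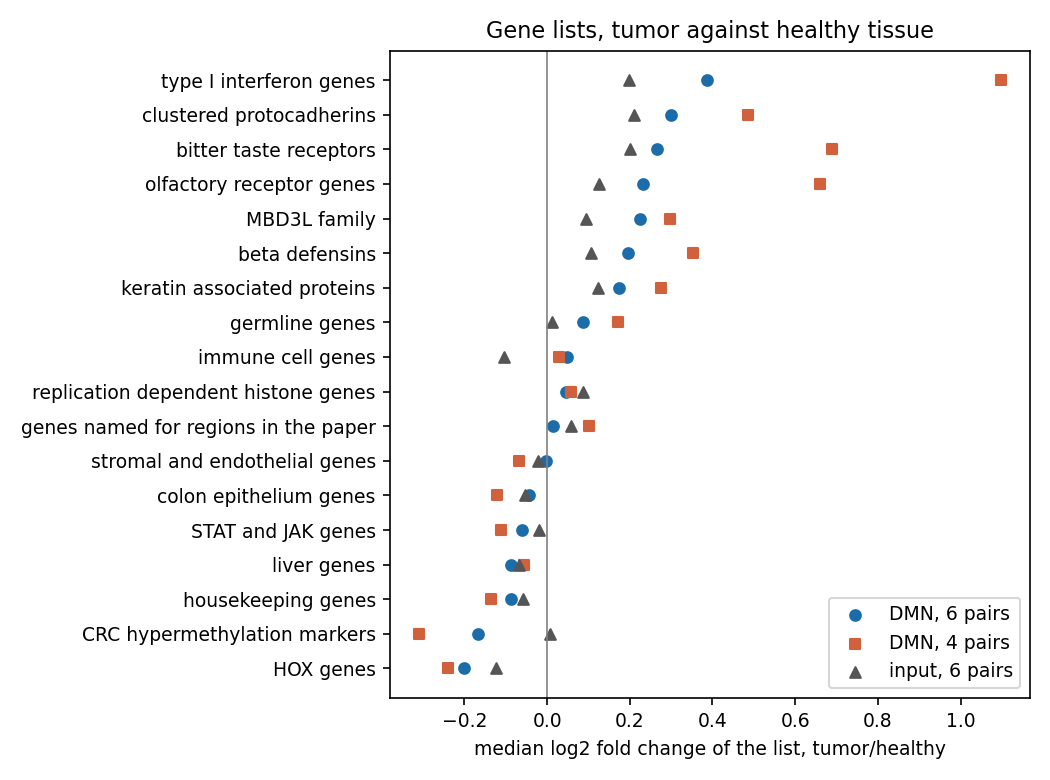
Median log2 fold change, tumor over healthy, of the TSS regions of each gene list, for DMN libraries of 6 pairs, DMN libraries of 4 pairs and input libraries of 6 pairs. Olfactory receptors have medians of 0.66 in DMN libraries of 4 pairs and 0.13 in input libraries of 6 pairs, with TMM scaling; with library size scaling the medians of MBD3L, beta defensin and keratin associated protein genes in the 4 pairs are below 0, and that of all genes is −0.38.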

Sensory perception pathways sense volatile organic compound (VOC) profile that may reflect alterations in metabolism caused by diet, gastrointestinal infection, or disease development in CRC [54, 55]. Various studies have shown significant differences in exhaled and fecal VOC profiles between CRC patients and healthy controls [56, 57]. The enrichment of sensory perception pathways revealed by DMN– further verified their upregulation in CRC. Notably, these results provide insights into hypomethylated genes, such as those associated with VOCs, as candidates as biomarkers for CRC diagnosis.

**Fig. 4:**
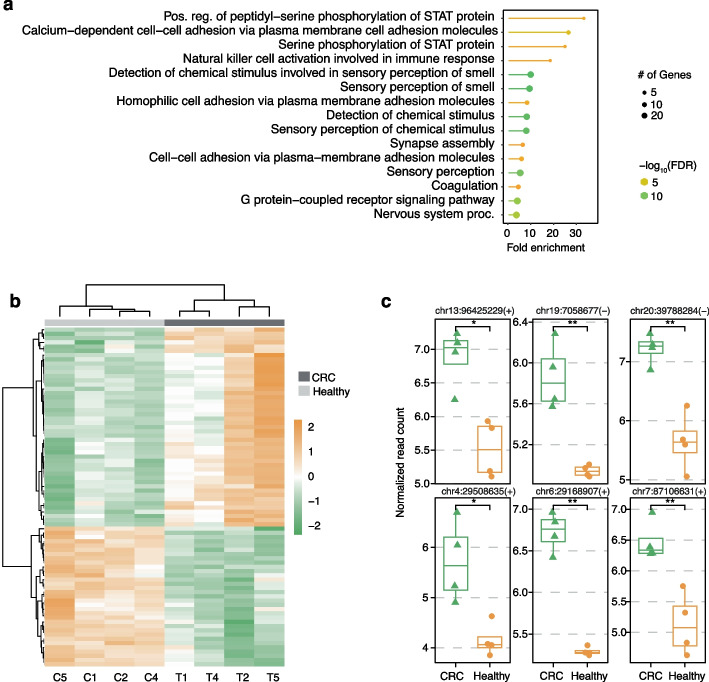
DMN-seq reveals global hypomethylation and potential hypomethylated biomarkers in CRC. **a** Gene ontology (GO) analysis illustrating biological processes enriched among genes associated with hypomethylated regions. **b** Heatmap depicting the most significantly differentially expressed regions identified in paired male samples. Regions exhibiting significant changes in normalized read counts (*p* < 0.0001) were proposed as putative CRC biomarkers. Normalized read counts (*n* = 80 regions) were scaled by z-score and clustered based on expression similarity. **c** Comparison of the top six differentially methylated regions between paired male CRC and healthy tissue samples. Genomic coordinates for each region are indicated. *P*-values (t-test) reflect the significance of methylation differences between tumor and healthy genomic DNA (gDNA)

We further analyzed the hypomethylated regions from paired male CRC and healthy samples (Fig. 4b) and uncovered additional hypomethylated loci as candidates for future validation (Fig. 4c). 

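At the 6 regions of Fig. 4c, DMN signal was higher in tumor in 4 of 4 pairs, with log2 fold changes from 0.51 at MBD3L3 to 1.84 at LOC124900885 and adjusted p = 0.27 from edgeR at each. DESeq2 put 3 of them past an adjusted p under 0.05, LOC105372613 (adjusted p = 8.3e-04), MIR4501 (adjusted p = 0.0042) and OR2J2 (adjusted p = 0.0095). LOC124900885 (adjusted p = 0.054), LOC124901689 (adjusted p = 0.084) and MBD3L3 (adjusted p = 0.14) did not pass in DESeq2. The paper chose these regions on the same libraries, so their direction is not independent evidence. Over all 6 pairs the log2 fold changes ran from 0.32 to 1.02, with 4 or 5 of 6 pairs higher and adjusted p = 0.86 from edgeR. The 6 regions are AT-rich, with 32.0% to 38.9% GC, and with a GC curve fitted to each library, a setting chosen after the data were seen, the log2 fold changes in the 4 pairs were 0.49 at MIR4501, 0.77 at LOC105372613, 0.56 at LOC124900885, 0.84 at OR2J2, 0.14 at LOC124901689 and 0.04 at MBD3L3. From the regions with higher DMN signal in tumor, the paper proposes hypomethylated loci as candidates for later study.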

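The TSS region of MBD3L3, a member of the MBD3-like family related to methyl-CpG binding proteins, lies on chromosome 19 of hg38 from 7058001 to 7060000. Its DMN signal was 1.41 ± 0.34 CPM (SD, n = 4) in tumor and 0.96 ± 0.15 CPM (SD, n = 4) in healthy tissue, with a standard error of 0.18 for the log2 fold change. All 6 measured regions of the MBD3L family were higher in tumor, with a median log2 fold change of 0.30 (adjusted p = 0.022 from limma's camera, adjusted p = 0.48 with an estimated correlation) that was −0.10 with library size scaling, above the −0.38 of all genes. The call was lost with that scaling (adjusted p = 0.23) and in some of the comparisons without 1 pair (median 0.18 to 0.41, adjusted p = 0.0033 to 0.13, and at least 0.46 with an estimated correlation). The MBD3L copies on chromosome 19 are nearly identical, and how reads that match several copies were counted was not tested, so the single members are uncertain.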

*MBD3L3* was identified as particularly noteworthy due to its known involvement in heterochromatin formation and pathogenesis of various cancers including CRC where it has been reported as a potential prognosis biomarker [58]. 

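The region of OR2J2, an olfactory receptor gene on chromosome 6 of hg38 (29168001 to 29170000), had 0.95 ± 0.17 CPM (SD, n = 4) in tumor and 0.45 ± 0.08 CPM (SD, n = 4) in healthy DMN libraries. Its log2 fold change was 1.08 (standard error 0.21) in the 4 pairs and 0.42 (standard error 0.26) in all 6. The untreated input libraries of the 6 pairs had a log2 fold change of 0.50 at the same region.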

Another significant gene, *OR2J2*, belongs to the olfactory receptor (OR) which has been investigated for its potential in both prognosis and alternative treatment for CRC [59]. 

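The other regions of Fig. 4c belong to 4 genes of differing kinds in the RefSeq annotation. MIR4501, a microRNA gene on chromosome 13 (region 96426001 to 96428000), had 1.37 ± 0.32 CPM in tumor and 0.56 ± 0.22 CPM in healthy tissue (SD, n = 4), a log2 fold change of 1.31 (standard error 0.28). LOC105372613, a long noncoding RNA gene on chromosome 20 (39788001 to 39790000), had 1.37 ± 0.22 and 0.55 ± 0.24 CPM (SD, n = 4), a log2 fold change of 1.37 (standard error 0.27). LOC124900885, a small nuclear RNA gene on chromosome 4 (29508001 to 29510000), had 0.55 ± 0.32 and 0.16 ± 0.13 CPM (SD, n = 4), with a standard error of 0.55 for its log2 fold change. LOC124901689, annotated as protein-coding, on chromosome 7 (87106001 to 87108000), had 1.03 ± 0.24 and 0.62 ± 0.15 CPM (SD, n = 4), a log2 fold change of 0.74 (standard error 0.22).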

The remaining hypomethylated loci predominantly reside within pseudogene regions, where hypomethylation may indicate genomic instability and leakage expression, contributing to CRC development and progression. Additionally, as the LINE-1 elements have been reported for its diagnostic and prognostic potential [40, 41], we further analyzed the hypomethylated regions that contain LINE-1 from all paired CRC and healthy samples (Additional file 1: Fig. S7a), and identified putative hypomethylated loci as candidates for future validation and further investigation (Additional file 1: Fig. S7b).

### DMN-seq demonstrates high detection sensitivity with input amounts as low as 0.1 ng

Methylation of cfDNA, which comprises small circulating DNA fragments of approximately 150 bp found in the bloodstream and other bodily fluids [60], has attracted extensive interest in recent years as a powerful noninvasive biomarker for cancer diagnosis, monitoring, and prognosis [61, 62]. However, only a limited amount of cfDNA, possibly less than 10 ng, can be obtained from standard blood test plasma samples, posing fundamental challenges for many methods to detect cfDNA methylation signatures accurately. 

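For plasma cfDNA, DMN libraries of 1 CRC patient and 1 healthy control were counted over 2000 bp regions upstream of each RefSeq TSS, with the authors' processing as for gDNA. The cfDNA values used here cover no input libraries, while the paper's methods name untreated cfDNA samples. The CRC patient had 2 libraries at 1 ng, 5 at 0.5 ng and 17 at 0.1 ng, and the control 2, 5 and 20. Libraries of a person are technical replicates of that person, so they carry no test of the disease. The deposited values are whole read counts for 196333 transcripts, of which 144902 share their region with another transcript and hold 0 in every library. Of the autosomal regions, 37447 had a count in any library and 24558 had a mean of at least 1 count per library and were kept. Autosomal counts per CRC library were 78629 to 132482 at 1 ng, 110535 to 191218 at 0.5 ng and 14898 to 64837 at 0.1 ng. Control libraries had 43661 to 53041 at 1 ng, 45406 to 91469 at 0.5 ng and 18769 to 98028 at 0.1 ng. At 0.1 ng, 36.0% of the values of kept regions were 0, and at 1 ng 13.7%. Counts were converted to log2 CPM with 10 CPM added.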

Considering the clinical significance of cfDNA methylation as well as the scarcity of clinically feasible cfDNA, we assessed the performance of DMN– through benchmark experiments with input amounts of 1 ng, 0.5 ng, and 0.1 ng of plasma cfDNA from one CRC patient and one healthy control from the same cohort recruited by UCMC. By comparing normalized sequencing coverage as a hypomethylation enrichment score for each input, we found a high correlation across all comparisons and high reproducibility even at 0.1 ng, suggesting the robustness and reliability of DMN– in low-input cfDNA methylation profiling (Fig. 5a).

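Across the kept TSS regions, DMN signal of the CRC patient ran in parallel between input amounts, with Pearson's r of 0.59 between 1 ng and 0.5 ng, 0.43 between 1 ng and 0.1 ng and 0.57 between 0.5 ng and 0.1 ng. In the control r was 0.26, 0.28 and 0.54 for the same comparisons. Regions are not independent replicates, so these values describe the libraries and carry no p. Between both people at one amount, r was 0.23 at 1 ng, 0.58 at 0.5 ng and 0.52 at 0.1 ng. At 1 ng it lay below each of the values within a person. At 0.5 ng it lay above each of them but the 0.59 of the CRC patient, and at 0.1 ng among them. Counts simulated from the pooled profile of all libraries, the same for both people, gave 0.32 at 1 ng, 0.64 at 0.5 ng and 0.67 at 0.1 ng. Keeping all regions with a count raised r within a person to 0.61 to 0.85, and an equal number of libraries and equal depth per amount lowered it to 0.066 to 0.14. Counts summed over the libraries of an amount before the log2, a setting chosen after the data were seen, gave 0.64 to 0.87 within a person and 0.85 to 0.92 for both people together. Between both people summed counts gave 0.59 at 1 ng, 0.86 at 0.5 ng and 0.88 at 0.1 ng.

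**Figure D3:**
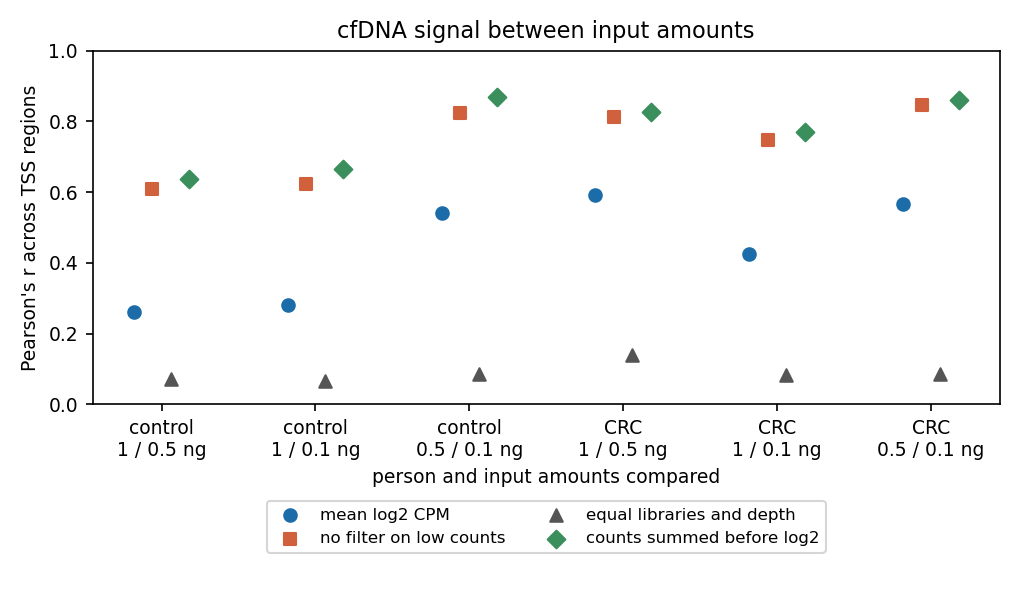
Pearson's r across TSS regions between cfDNA input amounts, per person, for the mean log2 CPM of kept regions, all regions with a count, equal libraries and depth, and counts summed before the log2. The lowest values, 0.066 to 0.14, are those at equal libraries and depth, and the highest within a person, 0.64 to 0.87, those of summed counts.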

**Fig. 5:**
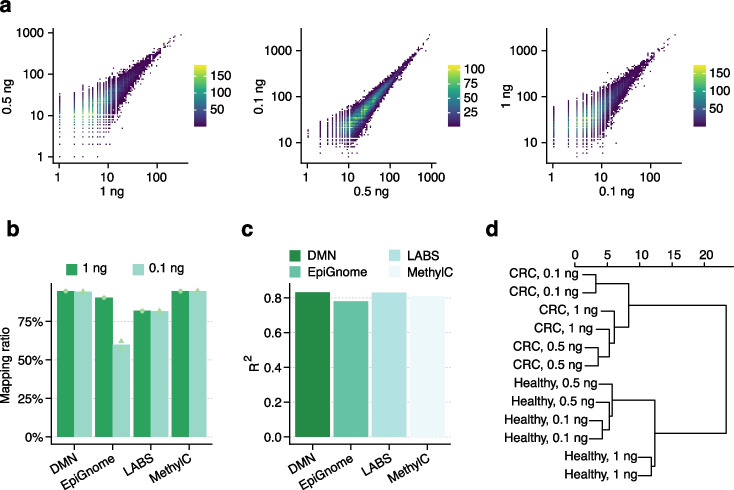
DMN-seq demonstrates high sensitivity with low-input cfDNA. **a** Scatter plot illustrating the similarity of DMN-seq signals at cfDNA input levels of 1 ng, 0.5 ng, and 0.1 ng. **b**, **c** Comparison of mapping ratios (**b**) and correlation coefficients (**c**) among DMN-seq, EpiGnome (Illumina TruSeq DNA methylation method), LABS-seq, and MethylC-seq. Correlation coefficients were calculated using the Pearson correlation based on the average methylation level in a 2000-bp sliding window across the genome, including only sites with depth ≥ 5 **d**, Cluster dendrogram indicating that clinical differences between CRC patients and healthy controls are greater than differences arising from input amounts

To further assess the performance of DMN– compared with existing methods known for their low-input application, we compared it with data generated from 1 ng and 0.1 ng of human cfDNA from the study of Cui et al. (2024) via three 5mC-seq methods: linear amplification-based bisulfite sequencing (LABS) [63], MethylC-seq [64] and EpiGnome (Illumina TruSeq DNA Methylation method). With an average of 17.3 million sequencing reads per sample, DMN– demonstrated a comparable mapping ratio across both input levels as did all three methods which have an average of 44.9 million reads per library (Fig. 5b) as well as genome-wide repeats and LINE-1 elements (Additional file 1: Fig. S8d-e). Comparing the normalized sequencing coverage between the two input levels, DMN– also exhibited a comparable correlation as all three methods did (Fig. 5c), verifying the detection sensitivity and potential clinical utility of DMN–. Additionally, by comparing CRC and healthy control samples, we observed more distinct separation based on disease status rather than input level, indicating that DMN– captures more significant biological variances than technical variances (Fig. 5d). Hence, these results validate the high sensitivity and robustness of DMN– in detecting true biological signals in input-limited clinical samples, reinforcing its potential as a novel approach for cancer detection and biomarker discovery.

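Between 1 ng and 0.1 ng of cfDNA, the squared correlation across the kept TSS regions was 0.181 in the CRC patient and 0.0791 in the control. With all regions with a count it was 0.559 and 0.388. Between single libraries, the median of r itself was, in the CRC patient, 0.295 at 1 ng, 0.444 at 0.5 ng and 0.0719 at 0.1 ng, and in the control 0.0919, 0.231 and 0.0672. In counts simulated with the pooled profile of all libraries and the depth of each, the r of 1 ng against 0.1 ng was 0.531 in the CRC patient and 0.407 in the control, above the observed r in both. The other comparisons within a person went the same way but for 1 ng against 0.5 ng in the CRC patient. There the simulated r was 0.553 and the observed r 0.591.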

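TSS regions of CRC hypermethylation markers and of colon epithelium genes had higher DMN counts in the CRC patient's cfDNA, and regions of keratin associated proteins and olfactory receptors lower ones. The median log2 ratio of CRC over control counts was 0.15 for the markers, with 29 of 36 regions higher, at percentile 99.9 of 10000 random lists of the same size and mean signal. It was 0.19 for colon epithelium genes (11 of 15 higher, percentile 98.3), −0.16 for keratin associated proteins (22 of 75 higher, percentile 0.020) and −0.07 for olfactory receptors (145 of 372 higher, percentile 1.88). Within classes of GC content, a setting chosen after the data were seen, the medians were 0.05, 0.13, −0.09 and −0.01. At ACTB, the actin gene, the CRC libraries held 84 counts, or 52.1 CPM (exact Poisson 95% interval 41.5 to 64.5, counting error only), and the control libraries 36 counts, or 32.3 CPM (22.6 to 44.7). Of the 6 regions of Fig. 4c, 5 were lower in the CRC patient's cfDNA, with log2 ratios of −0.63 to −0.19 on 26 to 49 counts per person, and MBD3L3 was higher, at 0.15, where tumor tissue was higher at all 6. The Poisson intervals of the 2 people overlapped at each of the 6 regions, even at MIR4501 (29.4 to 54.0 CPM in the control, 18.8 to 35.2 in the CRC patient). Counting error alone may therefore give these directions. These are values of 1 person each, so they compare these libraries and not CRC with health. Over all 51 libraries, the person accounted for 2.59% of the squared distances between libraries (permutation p = 0.00296, 100000 permutations) and the input amount for 4.34% (permutation p = 0.209). Permuted labels gave a mean of 2.00% and 4.00%. With libraries thinned to 14898 counts, the person accounted for 2.25% and the input amount for 4.21%, both at p = 1e-05, the smallest that the permutations can give. The paper reports a clearer separation by disease status than by input level. It takes this as a sign that biological differences weigh more than technical ones.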

## Discussion

Increasing interest in the biological and clinical significance of 5mC has driven rapid development of various 5mC-seq methods which, however, have various limitations such as high sequencing costs and limited single-base resolution, restricting clinical use. To address this, we developed DMN-seq utilizing the DNA glycosylase DME which specifically excises 5mC to produce single-strand breaks proportional to methylation density. Combined with optimized high-throughput sequencing, DMN+, the unique experimental design of DMN-seq, allows accurate, quantitative, and single-base 5mC detection while reducing sequencing costs through selective methylated DNA enrichment, highlighting its advantages as a novel 5mC sequencing method.

While DMN + provides a cost-effective strategy for quantitative 5mC mapping through methylation enrichment, DMN–, the alternative design of DMN-seq applied to profile the underexplored hypomethylated regions through depletion of hypermethylation regions presents a critical advancement. As global hypomethylation is typically reflected in regions with high sequence similarities, bisulfite-based methods which are typically used to characterize hypermethylated regions further reduce sequence diversity and cause mapping inaccuracies. DMN–, in contrast, addresses this by selectively enriching hypomethylated DNA. While technologies such as MRE-seq, mTAG-seq [65], and ACTIVE-seq [66], were also designed to enrich unmethylated CpG and, in principle, should be effective for detecting unmethylated sites especially in genomic repetitive regions, DMN– showed superior performance in higher mapping ratios across genome-wide repeats and LINE-1 and greater specificity for truly unmethylated DNA than MRE-seq. Additionaly, unlike mTAG-seq and ACTIVE-seq that rely on engineered methyltransferases to label unmethylated CpGs which may be influenced by sequence context and cause nonunifomred CpG enrichment, DMN– utilizes the glycosylase DME that has been validated to cleave 5mC sites in a motif-independent manner. Furthermore, mTAG-seq and ACTIVE-seq enrich for DNA fragments containing at least one unmethylated CpG but may retain internal 5mC sites that are indistinguishable from unmethylated C. In contrast, DMN– introduces cleavage at all 5mC sites, removing methylated fragments and enriching only for DNA truly depleted of 5mC. Therefore, DMN– enables more specific detection of unmethylated regions with minimum risk of misinterpreting methylated sites.

We thus successfully applied DMN– in CRC gDNA to investigate DNA global hypomethylation and enrichment of upregulated, CRC-associated pathways. Importantly, DMN– identified statistically significant hypomethylated loci as potential clinical biomarkers, highlighting its utility for cancer biomarker discovery. Additionally, we also identified regions that were significantly hypomethylated in normal colon tissue, suggesting that these regions are hypermethylated in CRC tumors. Further analysis of these regions validated known hypermethylated biomarkers for CRC, such as the FDA-approved *SEPT9*. These highlight the potential of DMN– to capture both hypo- and hypermethylated signatures.

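Regions of the CRC hypermethylation markers had lower DMN signal in tumor. Over all 6 pairs, 38 of 48 marker regions were lower, with a median log2 fold change of −0.17 (adjusted p = 4.1e-04 from limma's camera, adjusted p = 0.36 with an estimated correlation), and in the 4 pairs 35 of 48, with a median of −0.31 (adjusted p = 1.1e-04, and adjusted p = 0.39 with an estimated correlation). Adjusted over the list alone, 1 region was higher and 2 were lower in the 4 pairs and none in the 6. With the patient pair as a replicate block none passed in either. With library size scaling, where all genes had a median of −0.18, the median over 6 pairs was −0.37, with 43 of 48 regions lower (adjusted p = 8.8e-04 from camera, and adjusted p = 0.79 with an estimated correlation). With a GC curve fitted to each library, a setting chosen after the data were seen, the medians were −0.050 over 6 pairs (31 of 48 lower, adjusted p = 0.0053 from camera, and adjusted p = 0.46 with an estimated correlation) and −0.063 in the 4 pairs (29 of 48 lower, adjusted p = 0.0023, and adjusted p = 0.69 with an estimated correlation), below the 0.040 and 0.10 of all genes. The medians were −0.28 to −0.084 over 6 pairs and −0.37 to −0.23 in the 4 pairs when 1 pair at a time was left out. The input libraries had a median of 0.01 for the list (adjusted p = 0.95 from camera), and with the input of the same tissue as reference it was −0.09 over 6 pairs (adjusted p = 0.0027, and adjusted p = 0.92 with an estimated correlation) and −0.34 in the 4 pairs (adjusted p = 2.9e-05, and adjusted p = 0.75 with an estimated correlation). SEPTIN9, the current symbol of SEPT9, has several TSS regions. The region tested, that with the highest mean count, is CpG-rich and lies on chromosome 17 of hg38 from 77450001 to 77452000. Its log2 fold change was −0.20 (standard error 0.22) over 6 pairs and −0.55 (standard error 0.25, adjusted p = 0.30 from edgeR) in the 4 pairs, where 1 of 4 pairs was higher, and −0.15 in the 4 pairs with the GC curves. C9orf50, a blood test marker, had −0.49 (standard error 0.18) over 6 pairs, NEUROG1, a neuronal transcription factor, −0.39 (standard error 0.16) and SOX17, an endoderm transcription factor, −0.30 (standard error 0.12). None of them passed an adjusted p under 0.05 from edgeR.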

Lastly, DMN– efficiently profiled hypomethylation signatures in cfDNA with inputs as low as 0.1 ng, further demonstrating its high sensitivity and reliability for large-scale comprehensive methylome analysis in clinical settings. The high mapping ratio and accuracy of DMN– also make it an ideal method to validate and quantify known biomarkers when coupled with targeted amplification methods [67]. This approach would further reduce the cost and barriers associated with the clinical applications.

## Conclusions

DMN-seq provides a novel and effective method to detect 5mC at single-base resolution with reduced sequencing cost. It also presents a highly sensitive and robust approach to differentiate hypomethylated regions in tumor gDNA and low-input cfDNA, creating new avenues to discover and investigate hypomethylated regions as biomarkers for cancer and other disease detection and management.

## Methods

### Protein expression and purification

PLM 302 DMEΔN677ΔIDRI::lnk was expressed and purified following the procedure described in Mok et al*.* (2010) [14]. In brief, the DME construct was transformed into the *E. coli* Rosetta2 (DE3) strain (Novagen). The expressed DME protein was first purified through a 5-mL HisTrap FF column (GE Healthcare), from which the collected fractions were digested with 15 U (7.5 µl) of PreScission Protease (GE Healthcare). The digested fractions were then purified through a 5-mL HiTrap Heparin HP column (GE Healthcare). The final gel filtration was performed on a HiLoad 16/600 Superdex 200-pg column (GE Healthcare).

### Protein reactivity test on 5mC and 5hmC

100 ng of 82 bp dsDNA 5mC oligo and 82 bp dsDNA 5hmC oligo (IDT, Additional file 1: Table S1), respectively, were treated in 1 × DME reaction buffer (80 mM Tris–HCl, pH 8, 200 mM NaCl, 200 mM EDTA, 1 mM dithiothreitol (DTT), 400 μg/mL BSA) and a reaction volume of 30 µl with 0, 125, 250, 500, 750 and 1000 ng of DME, and the treatment reaction was carried out at 37 °C for 2 h. After purification with a DNA Clean & Concentrate kit (Zymo Research), the oligos were eluted in 20 µl of water and mixed with 20 µl of Novex 2 × Tris–borate-EDTA (TBE)-Urea Sample Buffer (Invitrogen) to run on 10% Novex TBE-Urea Gel (Invitrogen) at constant 180 V for 80 min. The gel was stained with 2 µl of SYBR Gold Nucleic Acid Gel Stain (Invitrogen) in 25 ml of TBE buffer at room temperature for 15 min. The gel was then imaged using the ChemiDoc MP imaging system (Bio-Rad) at the University of Chicago BioPhysics Core Facility.

### mESC culture and gDNA extraction

The mESC cell line ES-E14TG2a was purchased from ATCC and grown on gelatin-coated plates in complete DMEM (Invitrogen Cat. No. 11995) supplemented with 15% vol/vol FBS (Gibco), 1% penicillin/streptomycin (Gibco), 1.25 × nucleoside (MilliporeSigma), 62.5 mM 2-mercaptoethanol (Thermo Fisher Scientific), 1.25 × nonessential amino acids (Gibco), 104 U/ml leukemia inhibitory factor (LIF) (MilliporeSigma), 0.289 mg per 500 ml of PD0325901 (STEMCELL Technologies), 0.83 mg per 500 ml of CHIR99021 (STEMCELL Technologies), and 5 mg ml − 1 Plasmocin Prophylactic (Invitrogen). The cells were cultured at 37 °C with 5.0% CO2 and passaged every 2 days. Authentication and mycoplasma contamination testing were performed within the lab to confirm cell identity and purity. After the cells were harvested via centrifugation for 3 min at 1000 × *g*, gDNA was extracted with a PureLink Genomic DNA Mini Kit (Invitrogen) following the manufacturer’s protocol.

### CRC patient recruitment and collection of tissue and plasma samples

Patient samples and unidentified data were supplied under The University of Chicago protocol (IRB#10–209-A). The protocol involves data and sample collection from newly diagnosed patients with nonmetastatic colorectal cancer and noncancer controls undergoing colonoscopies that are negative at the University of Chicago Medical Center (UCMC). Blood from patients with CRC was collected prior to surgical operation via EDTA-containing vials and processed within six hours for plasma. Biopsies of primary tumors and adjacent normal-appearing colonic mucosa were also collected and stored in RNA*later* solution (Thermo Fisher). Plasma and tissues in RNA*later* were stored at −80 °C before gDNA and cfDNA extraction. gDNA was extracted via an AllPrep DNA/RNA/miRNA Universal Kit (Cat. No. 80244) following the manufacturer’s protocol. In brief, the tissue was removed from the RNAlater solution for lysis and homogenization, and the DNA was collected by transferring the lysate through an AllPrep DNA Mini spin column (Qiagen). cfDNA was extracted from 1 mL of plasma via QIAamp Circulating Nucleic Acid Kit (Qiagen) following the instructions of the protocol.

### Library preparation

#### Library preparation starting with λ-DNA and mESC gDNA for methylated DNA enrichment in DMN+ 

200 ng of λ-DNA (NEB) or mESC gDNA supplemented with 0.1% (w:w) λ-DNA were fragmented with NEBNext dsDNA Fragmentase at 37 °C for 20 min and purified with a DNA Clean & Concentrate Kit (Zymo Research). Fragmented λ-DNA was added with a 1% (w:w) 200 bp dsDNA oligo (IDT, Additional file 1: Table S1) and a 1% (w:w) 164 bp dsDNA oligo as spike-ins (IDT, Additional file 1: Table S1). The fragmented mESC gDNA/λ-DNA mixture was supplemented with 0.01% (w:w) 200 bp dsDNA oligo and 0.01% (w:w) 164 bp dsDNA oligo as spike-ins. The DNA mixture or cfDNA was then added to reagents from the NEBNext Ultra II End Repair/dA-Tailing Module (NEB) and incubated sequentially at 20 °C for 30 min and 65 °C for 30 min. Using the NEBNext Ultra II Ligation Module (NEB), 1/4 of the DNA mixture or 5 ng of cfDNA, which serves as the UBS-seq control samples, was ligated with 15 µM methylated NEBNext adaptor (NEB), while the rest was ligated with 15 µM customized DME dsDNA adaptor with phosphorothioate modifications (IDT, Additional file 1: Table S1) at 20 °C for 15 min. The ligated DNA samples were purified with 1.0 × AMPure XP beads and eluted in H_2_O.

The UBS-seq sample was subjected to UBS-1 conditions and desulphonated via DNA Methylation-Gold Kit (Zymo Research) following the UBS-seq procedure [68]. The other DNA mixture sample was split into ¼ as an untreated input sample to proceed directly to PCR and ¾ as a DME treatment sample. All the DME-treated samples were subjected to a series of enzyme digestions with endonuclease IV (NEB), lambda exonuclease (NEB), exonuclease III (NEB), and quick CIP (NEB) following the manufacturer’s protocols to remove fragments that were not successfully ligated to the DME dsDNA ligator and/or contained 5’-P, resulting in false positives. After purification with 1.0 × AMPure XP beads, the DME treatment sample from λ-DNA or mESC gDNA was divided into 3 equal parts of 50 ng as 3 technical replicates. Subsequently, in 1 × DME reaction buffer (80 mM Tris–HCl, pH 8, 200 mM NaCl, 200 mM EDTA, 1 mM dithiothreitol (DTT), 400 μg/mL BSA) and a reaction volume of 30 µl, 50 ng samples were treated with 400 ng of DME, and the treatment reaction was carried out at 37 °C for 2 h. After purification with a DNA Clean & Concentrate kit (Zymo Research), each replicate was treated with endonuclease IV (NEB) and exonuclease III (NEB), sequentially, following the manufacturer’s protocols and heat denatured at 95 °C for 5 min to remove the fragments generated from DME excision that did not contain 5’-P.

5mC-containing fragments with 5’-P in each replicate were then ligated to a customized DME ssDNA adaptor (IDT, Additional file 1: Table S1) via the terminal deoxyribonucleotidyl transferase-assisted adenylate connector-mediated ssDNA (TACS) ligation method following the procedure described by Miura et al. [69]. Briefly, each DNA sample was heat denatured in a 23 μl reaction mixture containing 10 μl of 2.5 × TACS reaction buffer (125 mM HEPES–KOH, pH 7.5; 12.5 mM MgCl_2_; 1.25% (v/v) Triton-X100; 50% (w/v) polyethylene glycol (PEG) 8000); and 1 μl of 10 mM ATP and 5 μM DME ssDNA adaptor at 95 °C for 3 min. The mixture was then supplemented with 1 µl of 100 U/μl CircLigase II ssDNA ligase (Biosearch Technologies) and sequentially incubated at 37 °C for 30 min, 65 °C for 1 h and 95 °C for 5 min. After purification with 1.2 × Ampure Beads, DME-treated triplicates were amplified via customized DME P5 primer (IDT, Additional file 1: Table S1) and P7 primers from NEBNext Multiplex Oligos for Illumina (NEB) in NEBNext Ultra II Q5 Master Mix (NEB). The NEBNext Universal PCR Primer for Illumina and P7 primers NEBNext Multiplex Oligos for Illumina (NEB) were used to amplify the untreated input sample in NEBNext Ultra II Q5 Master Mix (NEB), and the UBS-seq sample was amplified in KAPA HiFi Uracil + DNA polymerase (Roche). Finally, all the libraries were cleaned with 2 rounds of 0.9X AMPure XP beads, and their quality was examined via a high-sensitivity fragment analyzer at the University of Chicago Genomics Core Facility. λ-DNA libraries were sequenced at PE150 on the Illumina NextSeq 1000/2000 platform at the University of Chicago Single-Cell Immunophenotyping Core, and mESC gDNA libraries were sequenced with the Illumina NovaSeqX platform.

#### Library preparation starting with mESC gDNA, CRC tissue gDNA, adjacent healthy tissue gDNA, and CRC patient and healthy control cfDNA for unmethylated DNA enrichment in DMN–

A total of 10 ng of gDNA from mESC and CRC patient cohort tumor tissue and adjacent healthy colon tissue was used as the untreated sample, whereas 40 ng was used as the DME-treated sample. Three technical replicates were used for mESCs, while 1 was used for CRC cohort gDNA. All gDNA samples were prepared, fragmented, and end-repaired in the same way as those used for methylated DNA enrichment. 1 ng, 0.5 ng., and 0.1 ng of cfDNA from CRC patients and healthy controls was used as the untreated sample, whereas 2 technical replicates of the same input level were used as DME-treated samples. The cfDNA samples were directly end-repaired without fragmentation. All DNA samples were then ligated to individual NEXTFLEX Unique Dual Index Barcodes (Revvity) following the recommended concentration on the basis of the input amount. After 0.8 × Ampure bead purification, all the DME-treated samples were pooled on the basis of DNA type and concentration, *i.e.,* 40 ng of mESC samples were pooled together, 40 ng of CRC and healthy gDNA samples were pooled together, and cfDNA duplicates were pooled at each input level. All pooled samples were primer extended using R2 primer (IDT, Additional file 1: Table S1) and Q5 Hot Start High-Fidelity 2X Master Mix (NEB) and cleaned with 1.2 × Ampure beads. DME treatment was conducted as described previously, followed by heat denaturation at 95 °C for 5 min and 0.8 × Ampure bead purification. All the DME-treated and untreated samples were then amplified in Q5 Hot Start High-Fidelity 2X Master Mix (NEB) and NEXTFLEX® Primer Mix 2.0 (Revvity). Finally, all the libraries were cleaned with 2 rounds of 0.8 × AMPure XP beads, and their quality was examined via a high-sensitivity fragment analyzer at the University of Chicago Genomics Core Facility. All libraries were then sequenced at PE150 with the Illumina NovaSeqX platform at the University of Chicago Genomics Core Facility.

#### Library preparation starting with CRC tissue gDNA and adjacent healthy tissue gDNA using RRBS method

RRBS libraries were processed using Zymo-seq RRBS Library Kit (Zymo Research) following the manufacturer’s protocol. Briefly, DNA was digested with MspI for 4 h, followed by adapter ligation, bisulfite conversion, and index‑primer amplification. All the libraries were cleaned with 2 rounds of 0.8 × AMPure XP beads, and their quality was examined via a high-sensitivity fragment analyzer at the University of Chicago Genomics Core Facility. All libraries were then sequenced at PE100 using NovaSeqX platform at the University of Chicago Genomics Core Facility.

## NGS data processing and analysis

### DMN-seq of methylated DNA enrichment in DMN + 

After trimming the TruSeq sequencing adapters from the 3′ ends of read 1 and read 2 via the Cutadapt (v4.9) tool, low-quality, short reads or reads without 3 consecutive A from the beginning were filtered out. The clean reads were then aligned to the spike-in sequences (164 bp and 200 bp synthetic dsDNA spike-ins in Additional file 1: Table S1 and λ-DNA in GenBank J02459.1) and reference genomes (mouse reference mm10 for mESC samples) via HISAT2 (v2.2.1). The sorted mapped reads in the mESC samples were then processed to remove PCR duplicates via the Picard tool (3.1.1). Finally, the number of signals was calculated by counting the number of starts of reads at each genomic site.

### DMN-seq of unmethylated DNA enrichment in DMN–

After trimming the TruSeq sequencing adapters from the 3′ ends of read 1 and read 2 via the Cutadapt (v4.9) tool, low-quality and short reads were filtered out. The clean reads were then aligned to the spike-in sequences (the 164 bp and 200 bp synthetic dsDNA spike-ins in Additional file 1: Table S1 and λ-DNA in GenBank J02459.1) and reference genomes (mouse reference mm10 for mESC samples; human hg38 for cfDNA samples and CRC samples) via HISAT2 (v2.2.1). The sorted mapped reads in the mESC, cfDNA and CRC samples were then processed to remove PCR duplicates via the Picard tool (3.1.1). Finally, the reads were summed via the featureCounts (v2.0.8) tool for each TSS upstream 2000 bp region downloaded from the UCSC genome browser.

### RRBS analysis of CRC tissue gDNA and cfDNA

After trimming the TruSeq sequencing adapters from the 3′ ends of read 1 and read 2 via the Cutadapt (v4.9) tool, low-quality and short reads were filtered out. The clean reads were then aligned to the human hg38 reference genome via HISAT3N (v2.2.1-3n-0.0.3) with the ‘–no-splice-alignment' argument. The sorted mapped reads in the cfDNA and CRC samples were then processed to remove PCR duplicates via the Picard tool. Finally, the number of converted and unconverted reads at all C sites was counted using the hisat-3n-table command, and the methylation ratio was calculated as the number of unconverted reads divided by total coverage.

## Supplementary Information

Additional file 1: DMN-seq Supplementary Figures. Fig. S1. Detailed schematics of DMN-seq for methylated and unmethylated DNA enrichment. Fig. S2. Validation of DMN-seq for unmethylated DNA enrichment in spike-ins. Fig. S3. Validation of DMN-seq for 5mC detection in mESC gDNA. Fig. S4. Validation of DMN-seq for hypomethylation profiling in spike-ins and genomic DNAs. Fig. S5. Comparison of DMN-seq and MRE-seq by mapped ratio in the genome-wide repetitive region and hypomethylation enrichment. Fig. S6. Application of DMN-seq for hypomethylation profiling in CRC tumor and healthy tissue. Fig. S7. Application of DMN-seq for LINE-1 region biomarker identification in CRC tumor and healthy tissue. Fig. S8. Application of DMN-seq in ultralow-input cfDNA. Table S1. Synthetic dsDNA oligo sequence information. Table S2. Demographic and clinical information of the recruited CRC patients.

## Data Availability

Sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession codes GSE309434 [70], GSE312185 [71], and GSE 312186 [72]. Previously published sequencing data that was reanalyzed here is available under accession code GSE186007 [73]. Mapping and analysis scripts are available at GitHub repository under MIT license (https://github.com/yangli04/DMN-seq) [74] and Zenodo (https://doi.org/10.5281/zenodo.17211282) [75].

# Supplementary material for: DMN-seq enriches DNA hypomethylated regions for biomarker discovery using 5-methylcytosine glycosylase
**Source:** Genome Biol. 2026 Feb 11;27:139. doi: 10.1186/s13059-026-03991-6
**Supplement:** Supplementary file 1 — Additional file 1: DMN-seq Supplementary Figures. Fig. S1. Detailed schematics of DMN-seq for methylated and unmethylated DNA enrichment. Fig. S2. Validation of DMN-seq for unmethylated DNA enrichment in spike-ins. Fig. S3. Validation of DMN-seq for 5mC detection in mESC gDNA. Fig. S4. Validation of DMN-seq for hypomethylation profiling in spike-ins and genomic DNAs. Fig. S5. Comparison of DMN-seq and MRE-seq by mapped ratio in the genome-wide repetitive region and hypomethylation enrichment. Fig. S6. Application of DMN-seq for hypomethylation profiling in CRC tumor and healthy tissue. Fig. S7. Application of DMN-seq for LINE-1 region biomarker identification in CRC tumor and healthy tissue. Fig. S8. Application of DMN-seq in ultralow-input cfDNA. Table S1. Synthetic dsDNA oligo sequence information. Table S2. Demographic and clinical information of the recruited CRC patients.

**Supplementary Figures**

**DMN-seq enriches DNA hypomethylated regions for biomarker discovery using 5-methylcytosine glycosylase**

Yiding Wang^1,2,#^, Yang Li^2,3,#^, Chang Ye^2,4,#^, Iryna Irkliyenko^5^, Lu Gao^4,6^, Marc Bissonnette^6^, Qing Dai^2,4^, Weixin Tang^4^, Chuan He^2,4,7,8,*^

^#^These authors contributed equally.

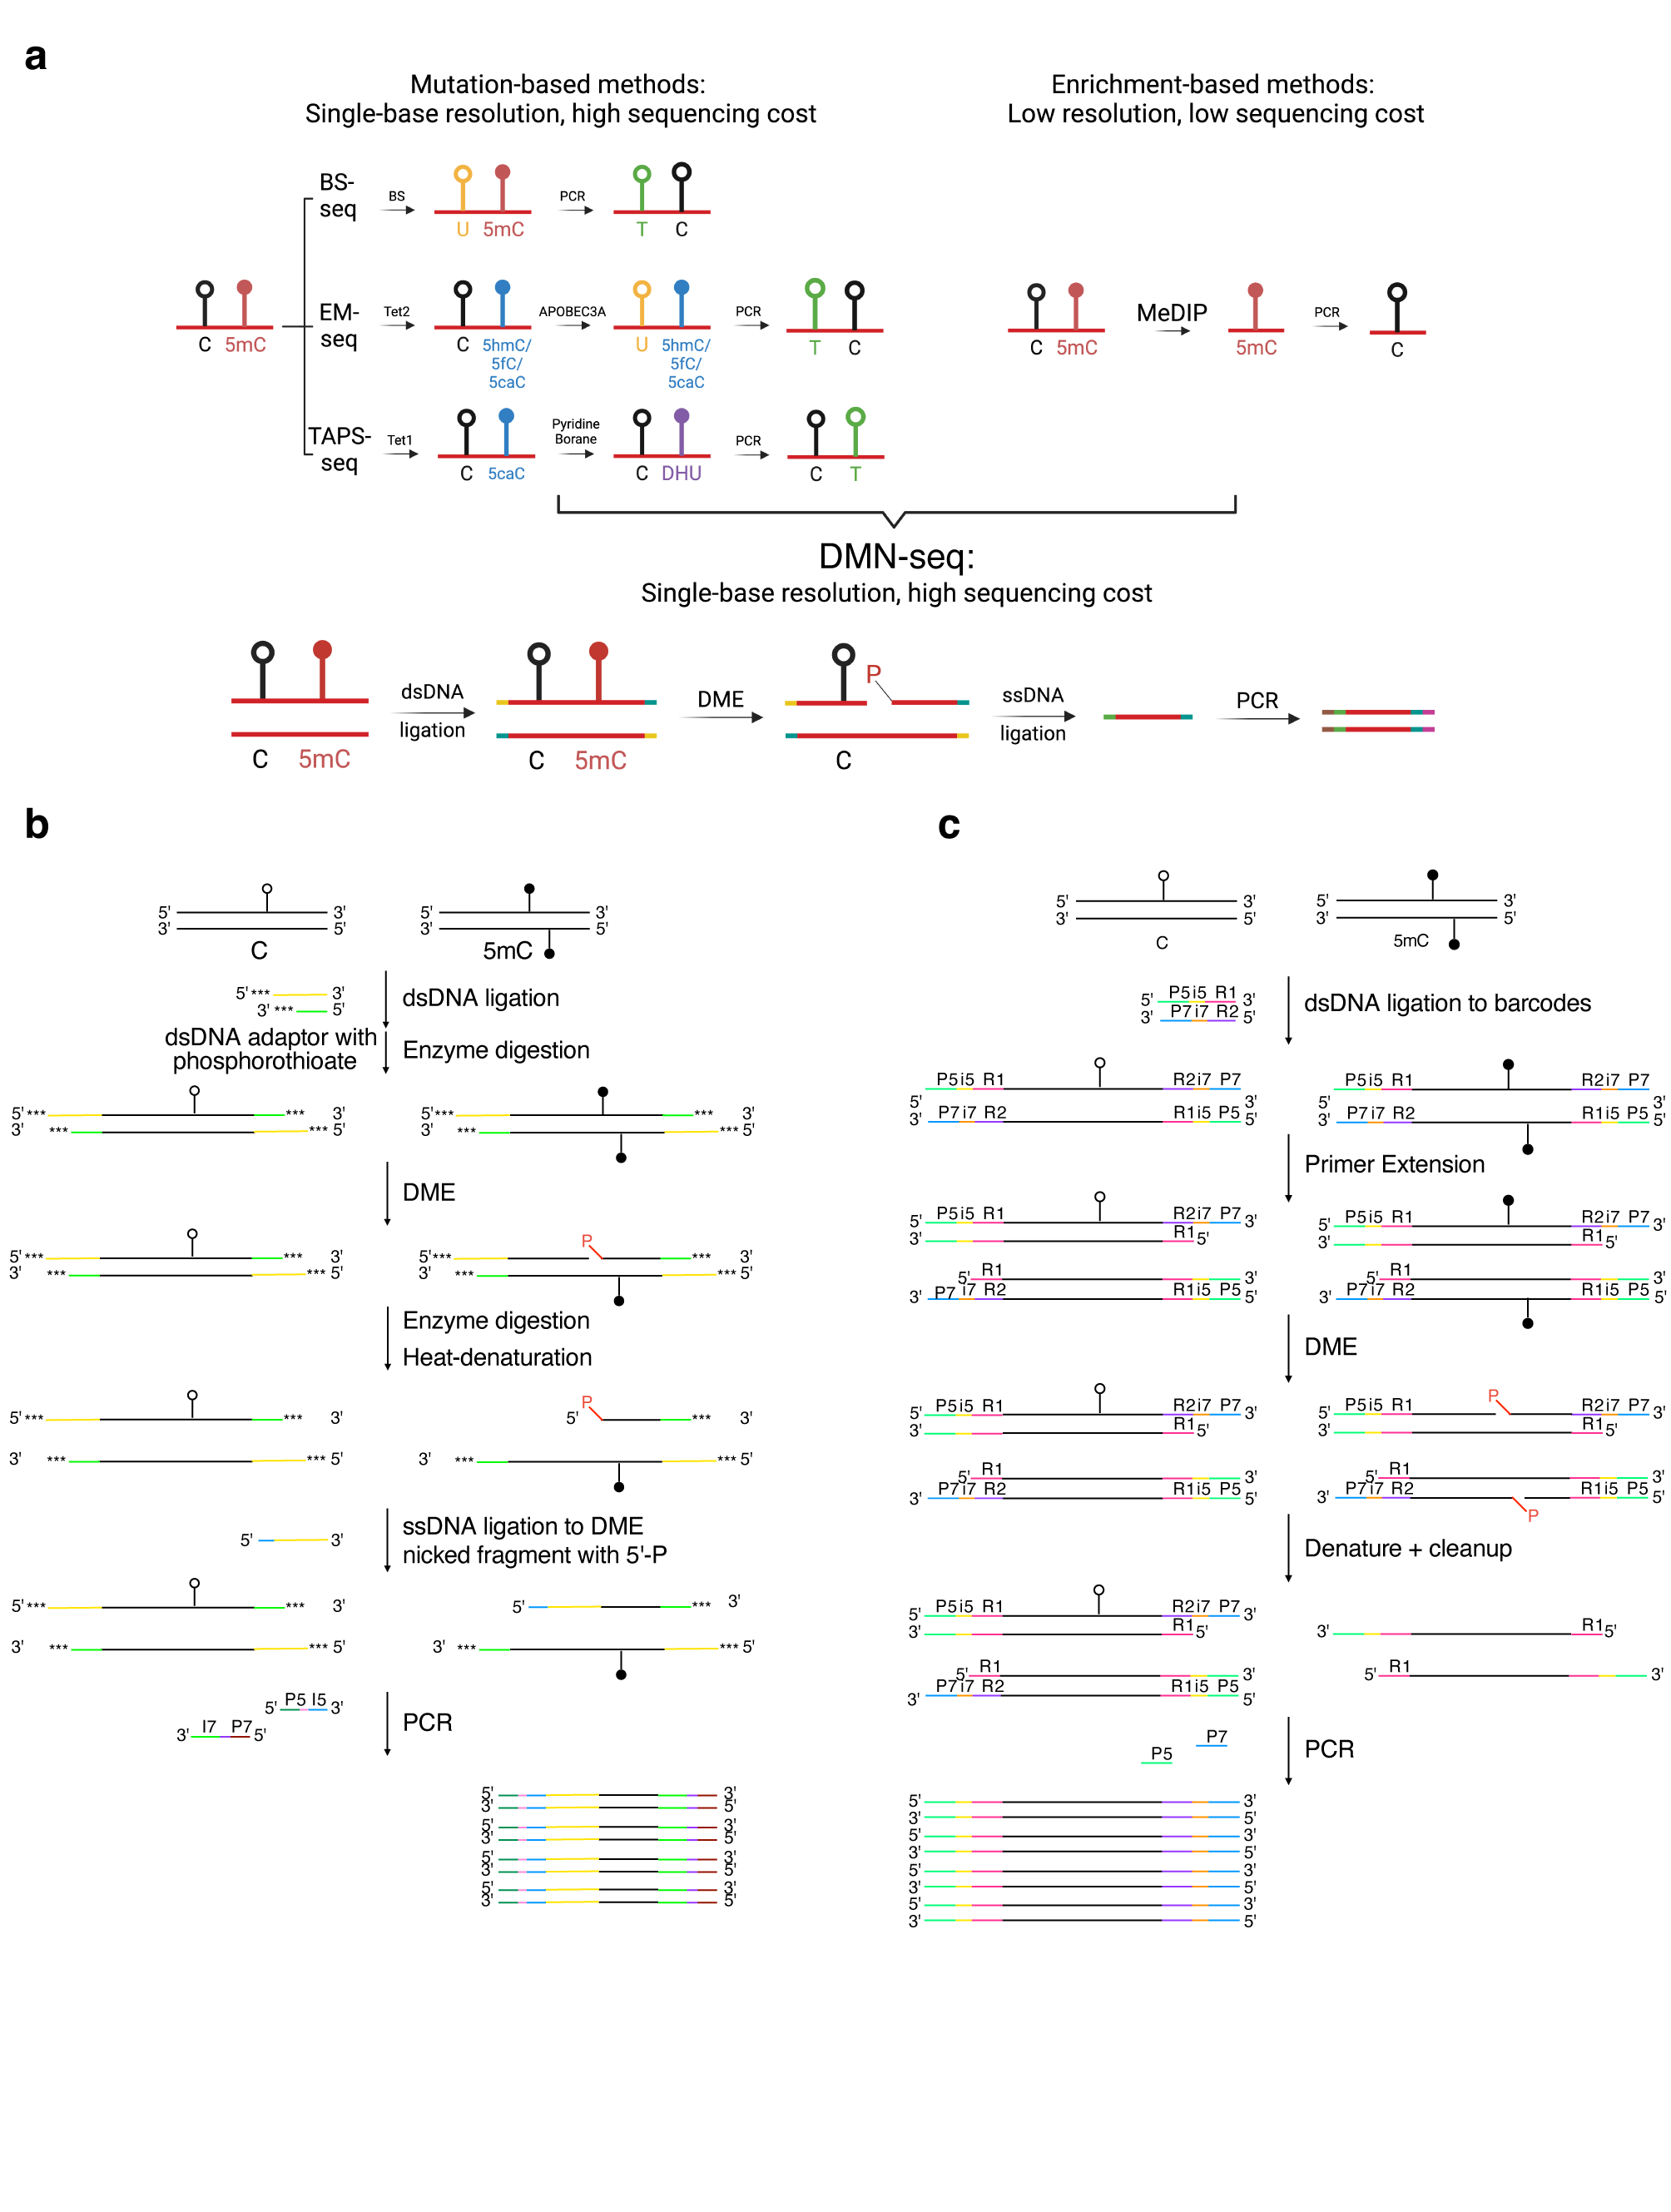

**Fig. S1. Detailed schematics of DMN-seq for methylated and unmethylated DNA enrichment.** **a**, Comparison of DMN-seq with established 5mC-seq methods including BS-seq, EM-seq, TAPS-seq, and MeDIP. **b**, Detailed schematic of DMN-seq for methylated DNA enrichment. **c**, Detailed schematic of DMN-seq for unmethylated DNA enrichment.

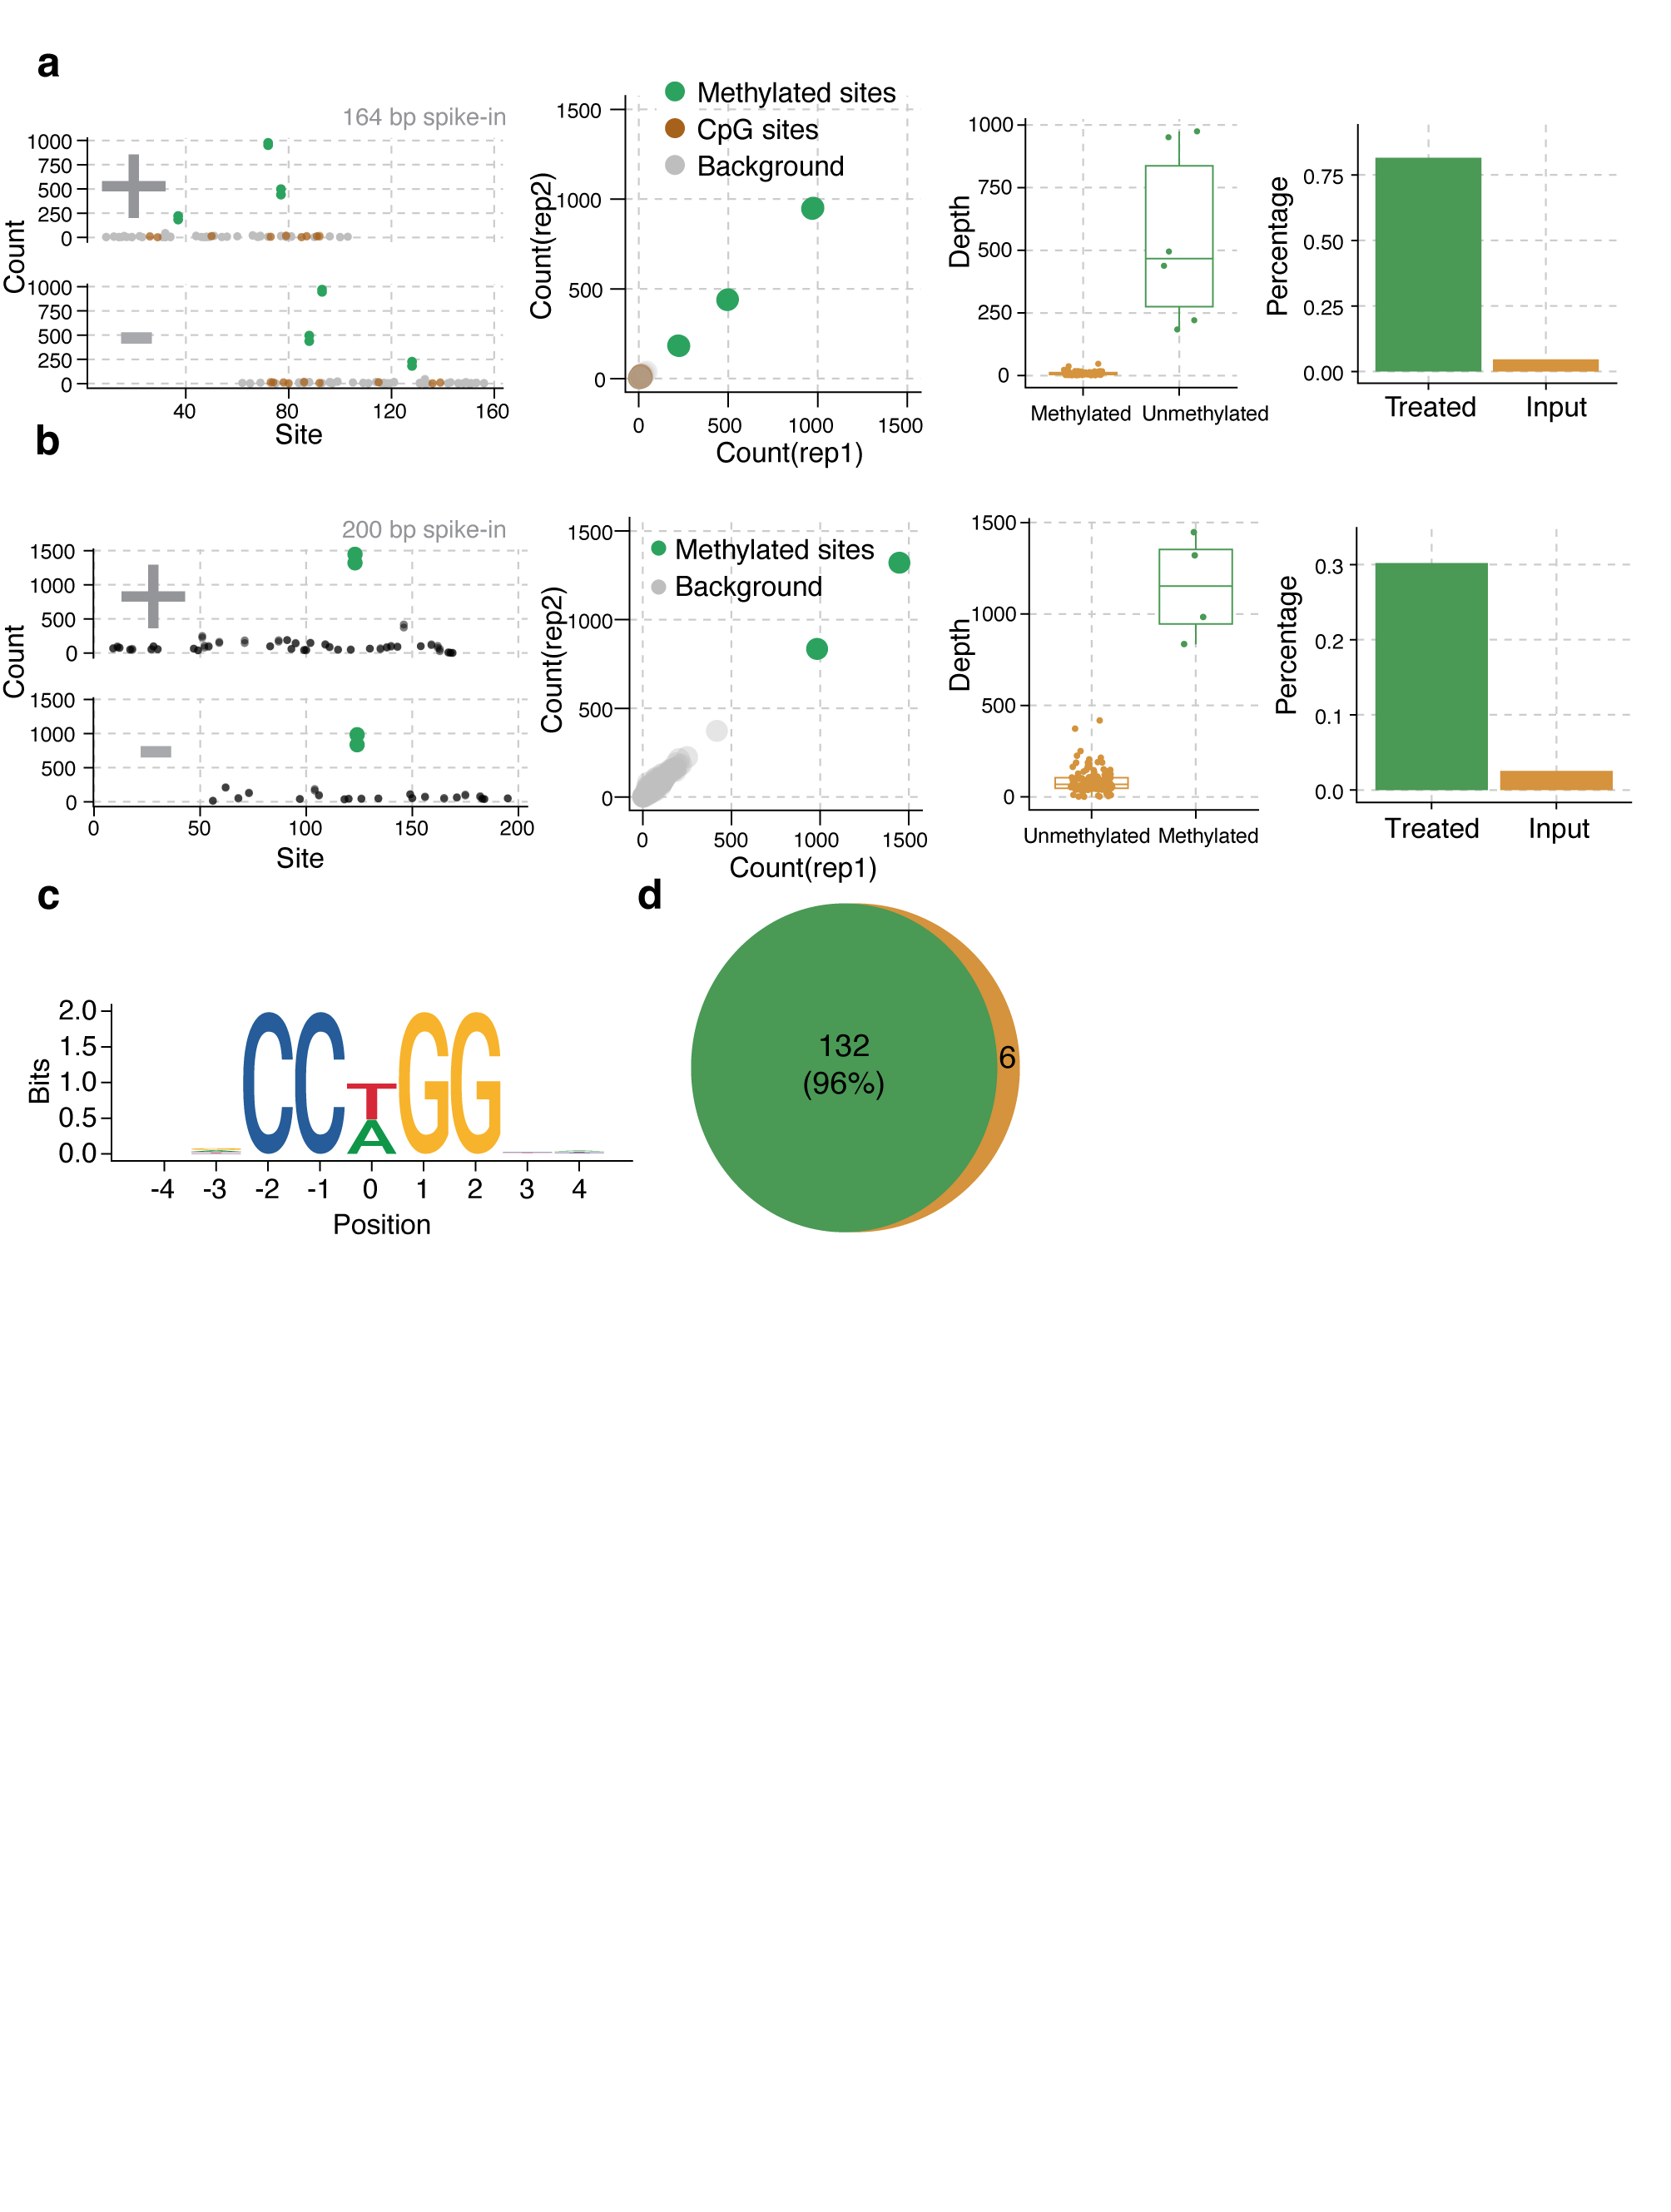

**Fig. S2. Validation of DMN-seq for unmethylated DNA enrichment in spike-ins.** **a**–**b**, Efficient enrichment and detection of known 5mC sites in synthetic 164 bp (**a**) and 200 bp (**b**) spike-ins. (Left) Read count distributions for 5mC sites detected by DMN-seq. (Middle) Bar plots showing the percentage of 5mC sites relative to all sites. (Right) Enrichment efficiency of 5mC in DME-treated samples versus untreated input. **c,** The consensus motif detected in λ-DNA aligns with the known DCM motif and displays minimal base bias in surrounding sequences. **d**, Comparison of DCM sites detected by DME (green) versus undetected sites (orange), potentially reflecting low methylation levels of some sites in partially methylated λ-DNA.

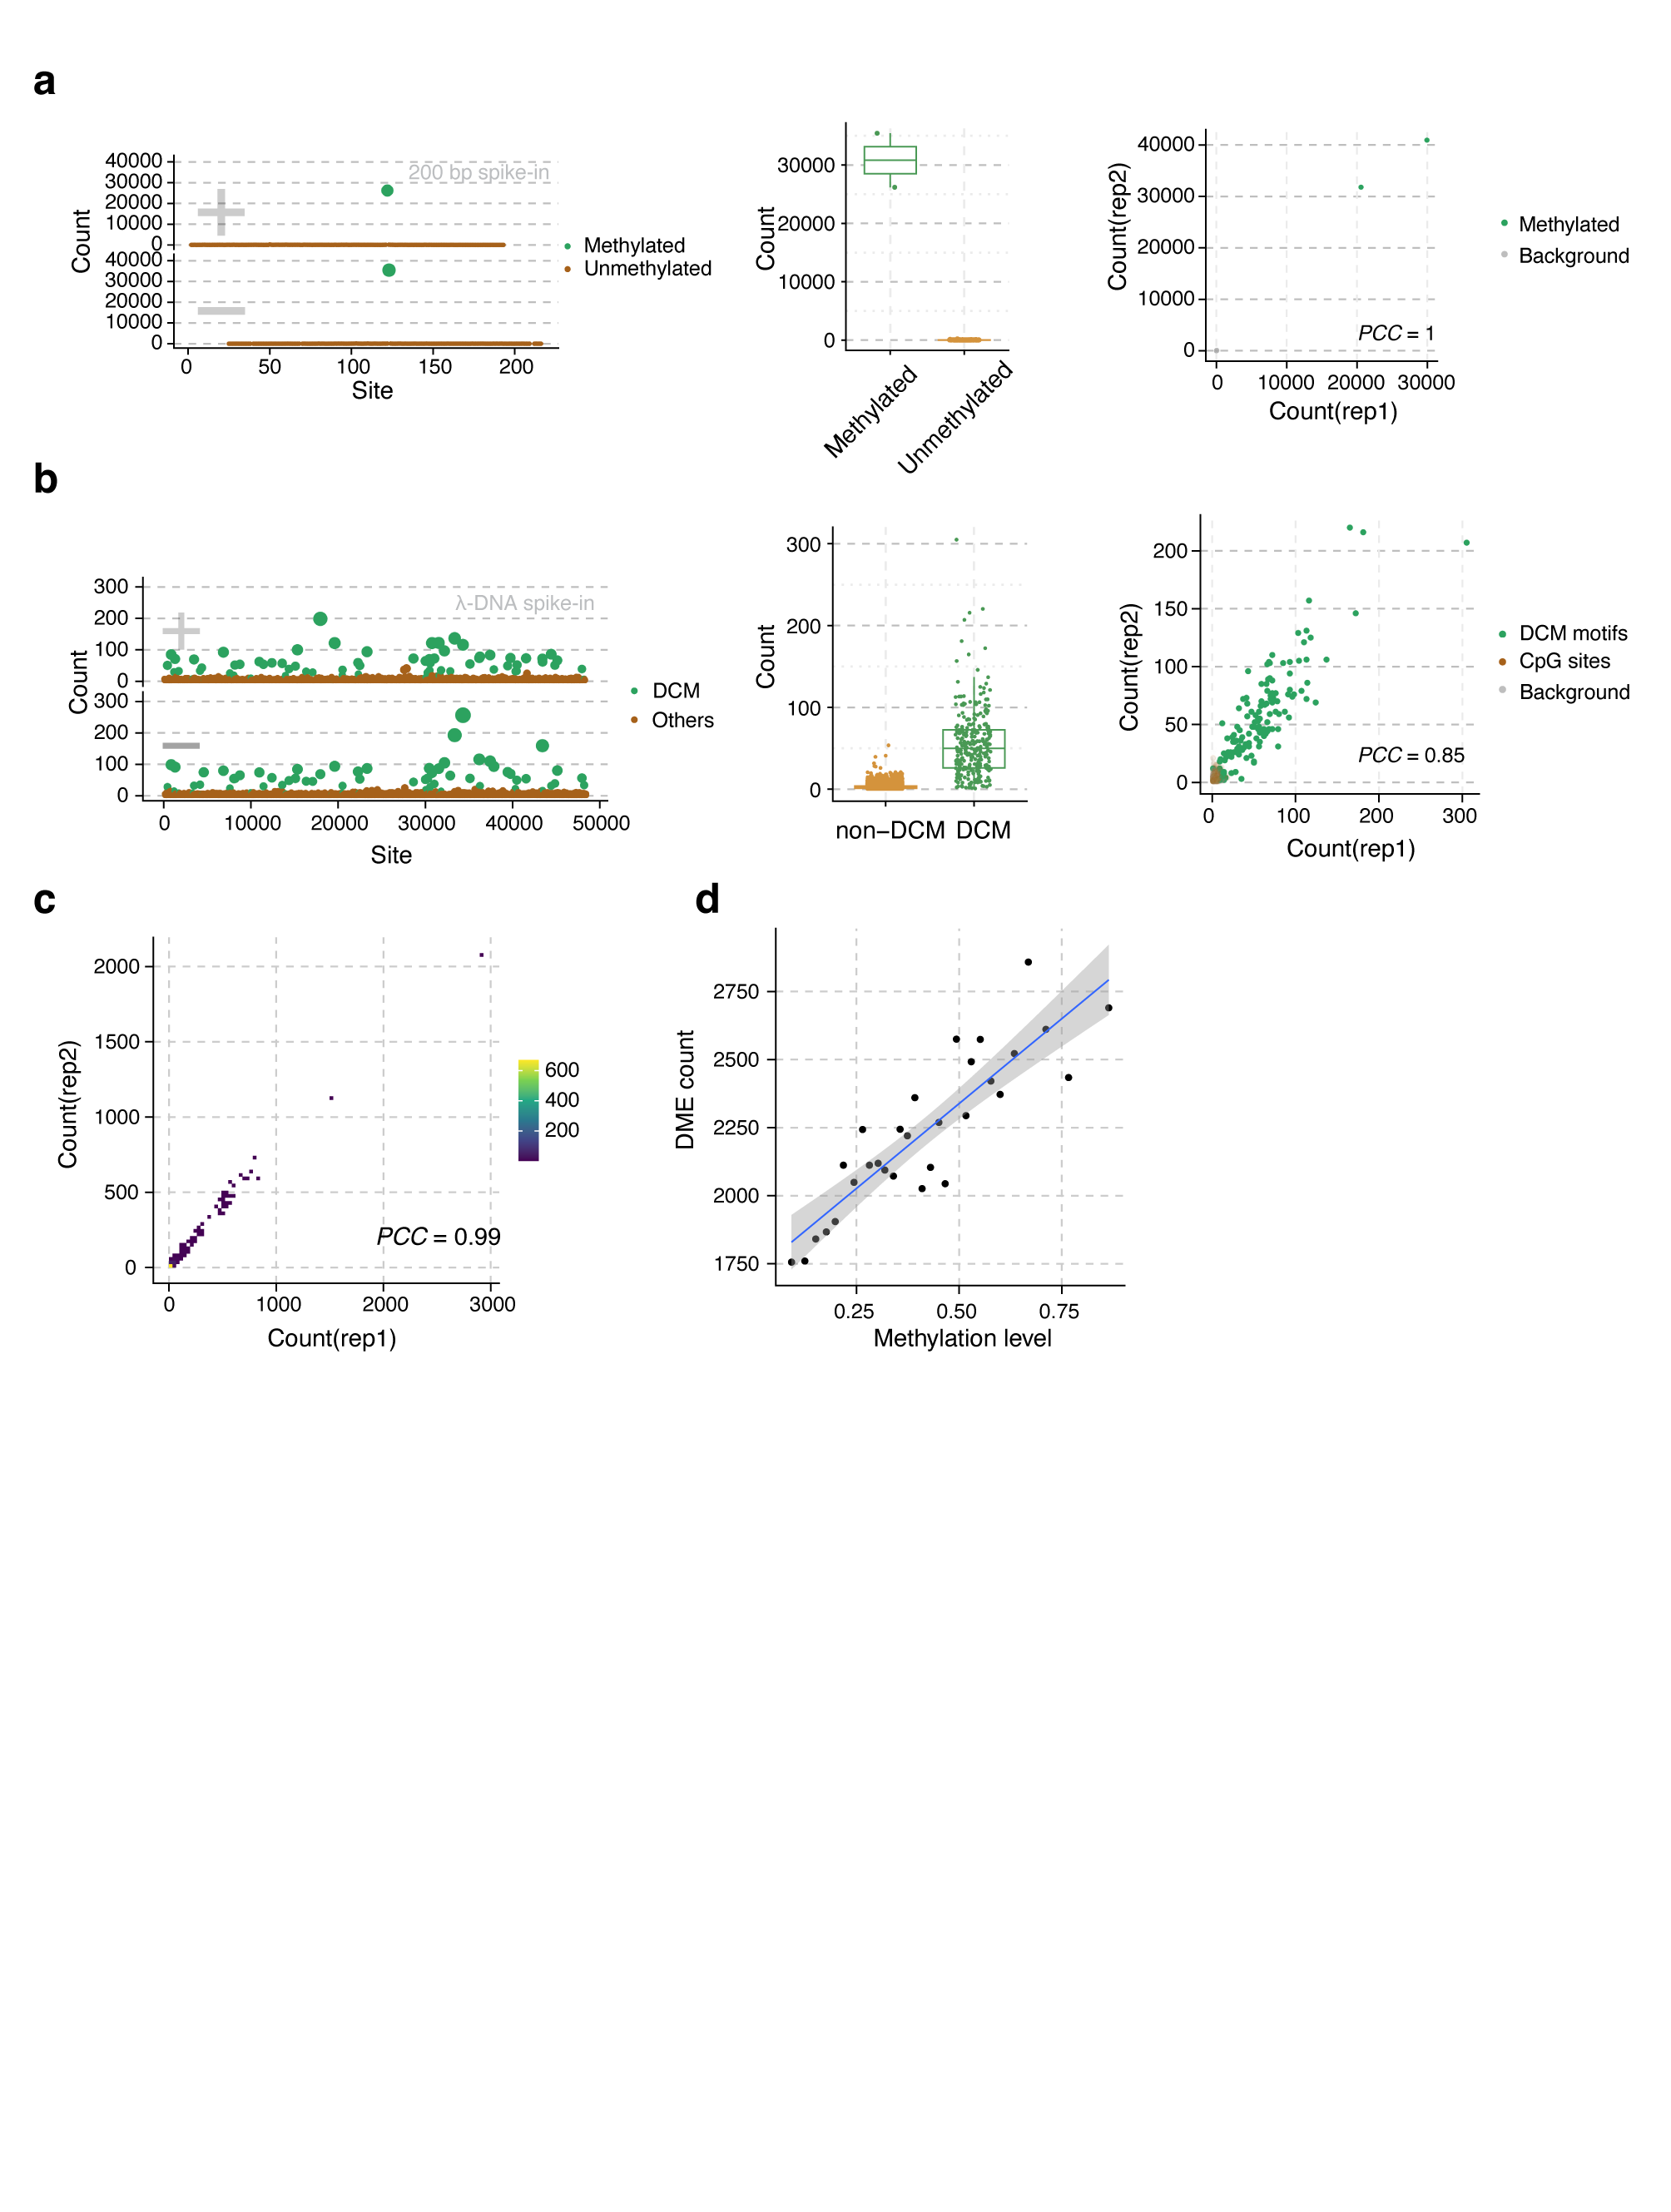

**Fig. S3. Validation of DMN-seq for 5mC detection in mESC gDNA.** **a**, Efficient enrichment and detection of known 5mC sites in synthetic 200 bp spike-ins. **b**, Detection of 5mC sites in λ-DNA spike-ins. (Left) Read count distributions of 5mC sites detected by DMN-seq. (Middle) Bar plots showing the read counts of 5mC sites compared to other sites. (Right) Scatter plot showing the correlation of read counts between two technical replicates. **c**, Correlation plot of DMN-seq read counts between two technical replicates in mESC gDNA. **d**, Significant correlation between methylation levels (detected by UBS-seq) and DMN-seq read counts (n = 30 bins).

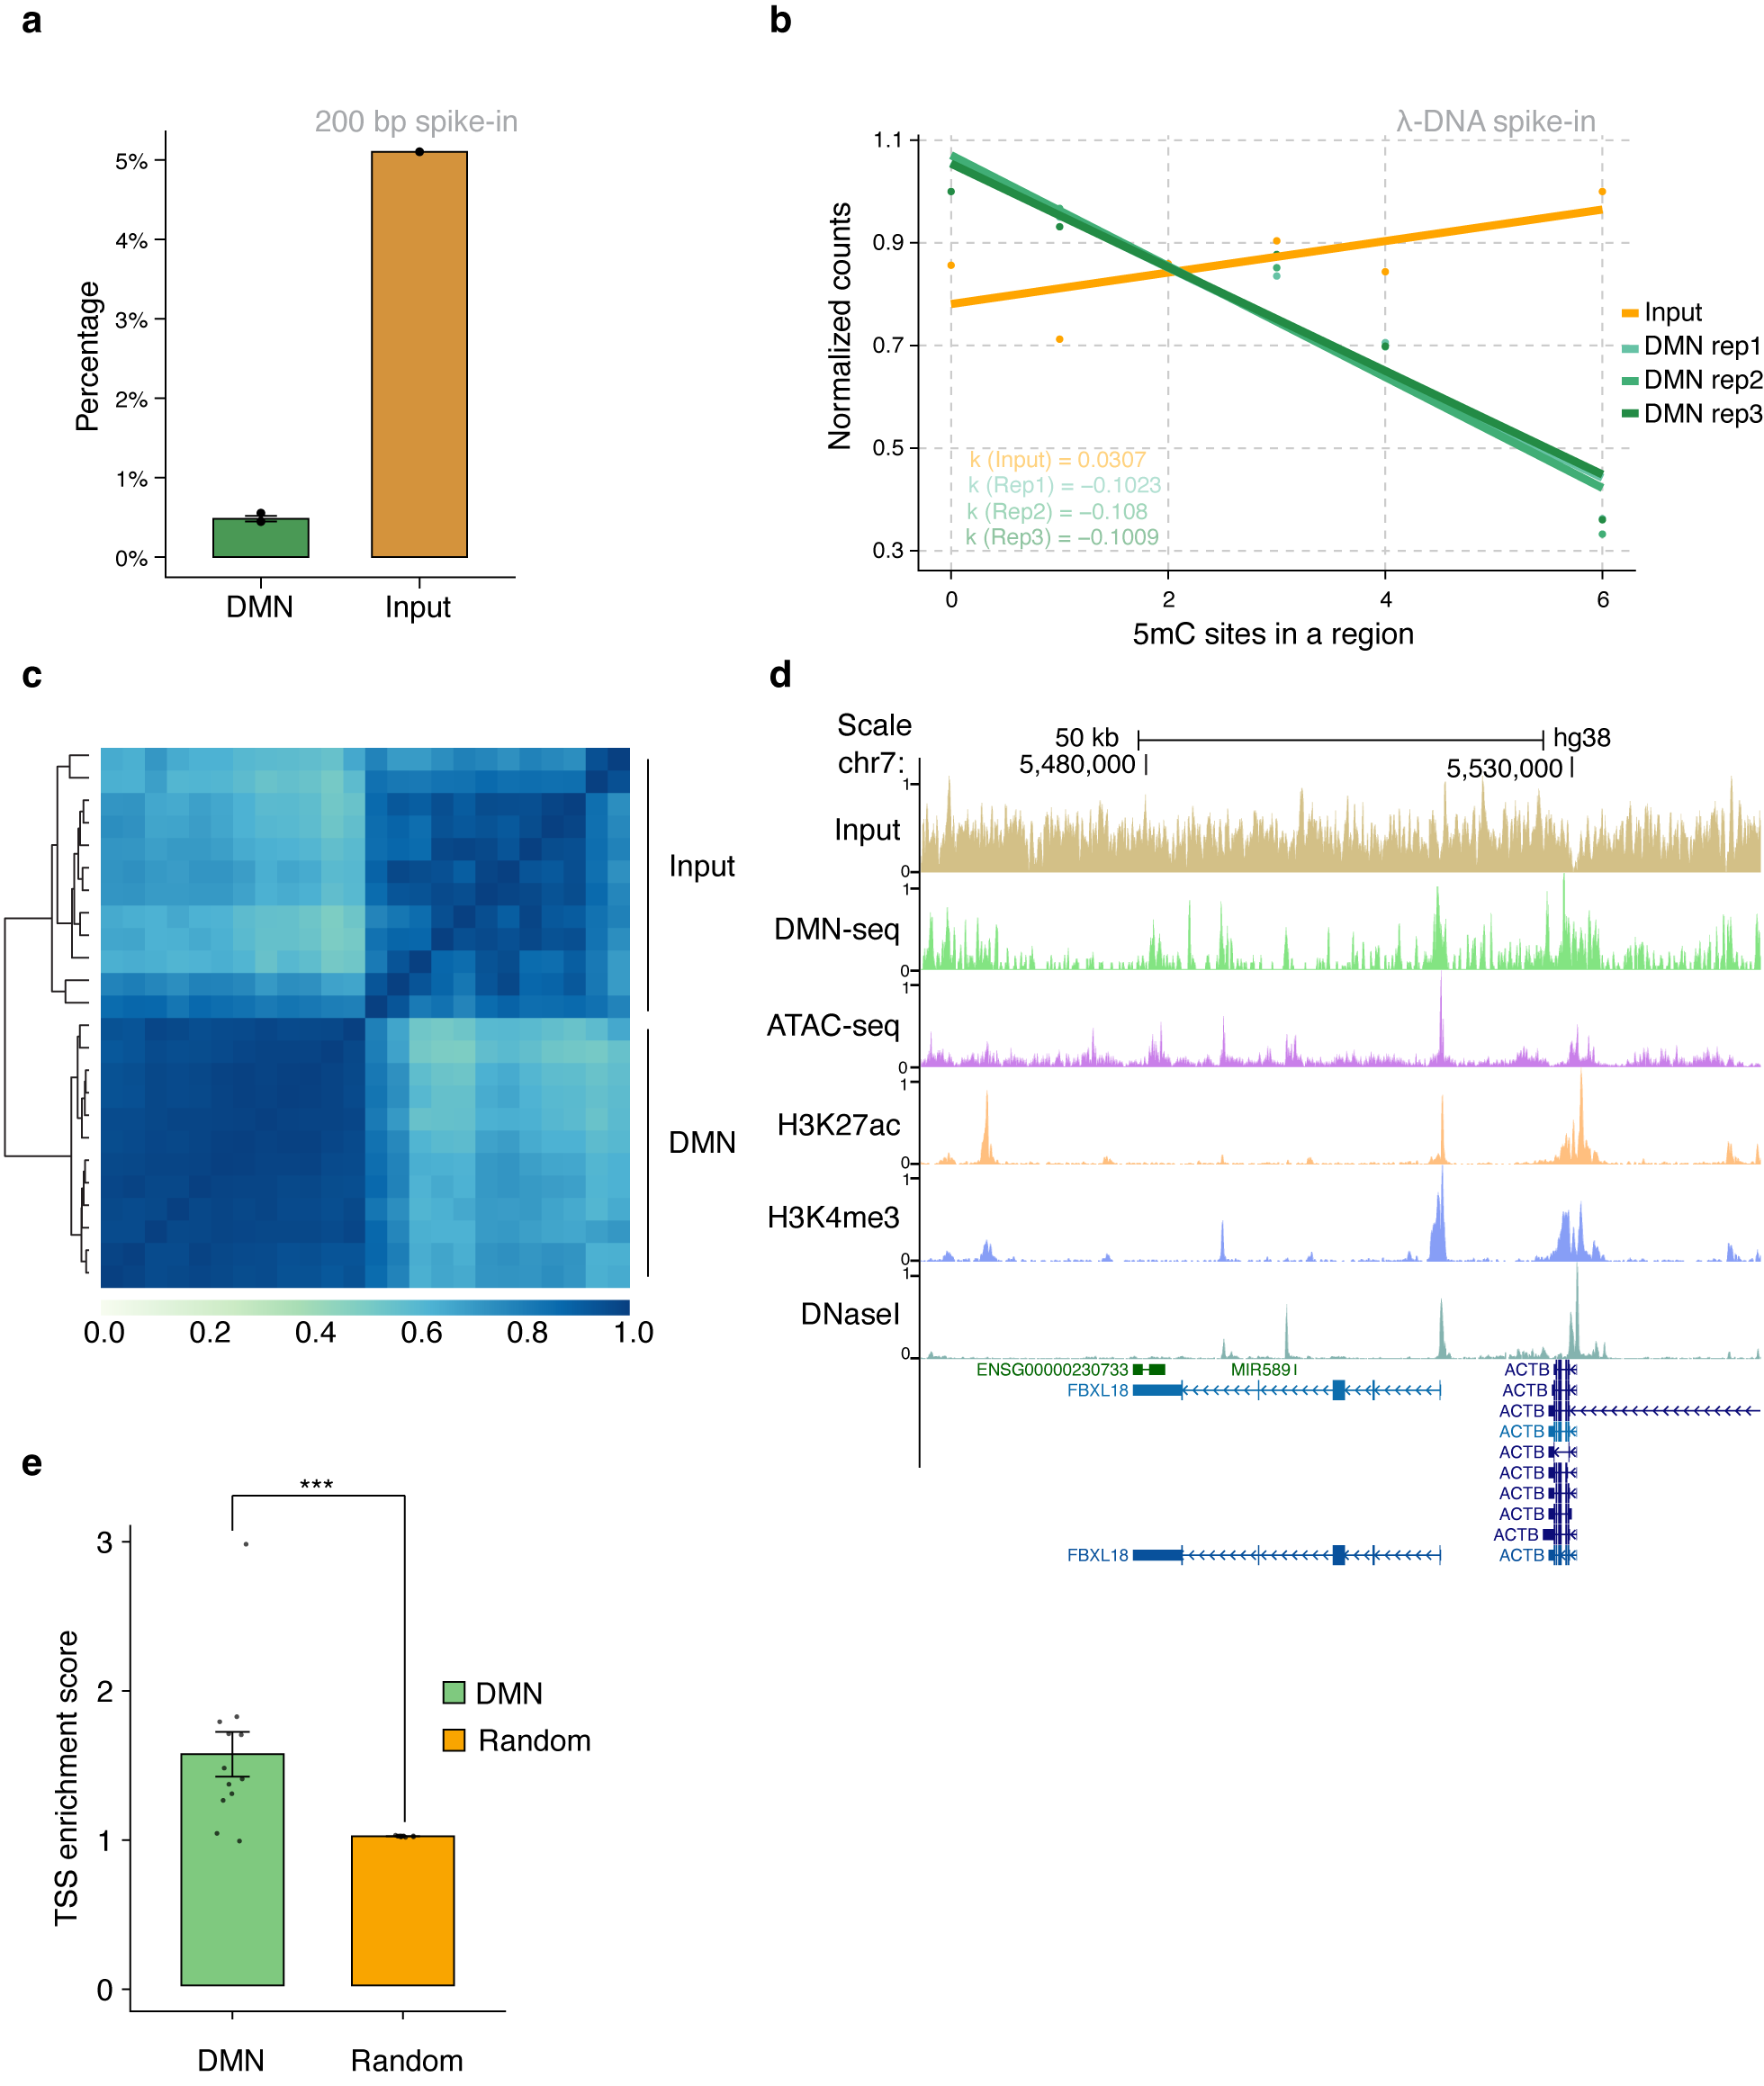

**Fig. S4. Validation of DMN-seq for hypomethylation profiling in spike-ins and genomic DNAs. a**, Averaged percentage of reads from 200 bp spike-in on DMN-seq and input samples. **b**, Plot of normalized read counts versus number of 5mC sites in 200 bp regions of λ-DNA spike-ins, showing that regions with more 5mC sites yield lower average read counts. **c**, Genome-wide Pearson correlation heatmap among DME-treated and input samples. Hierarchical clustering was performed using pairwise correlation coefficients calculated from 10-kb bins across the hg38 genome. DME and input samples form distinct clusters, reflecting the impact of DME treatment. **d**, UCSC genome browser snapshot illustrating DMN-seq signals in human gDNA alongside selected histone modifications, DNase I-seq, and ATAC-seq data at a representative locus. **e**, TSS enrichment scores calculated from DME peaks versus randomly shuffled peaks. A Wilcoxon test shows a significant difference (p = 0.0001006, n = 12 in each group), confirming TSS enrichment specificity.

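Over 274723 autosomal bins of 10 kb, the library closest to each of the 24 gDNA libraries was one of the same treatment. Pearson's r of log2 CPM ranged from −0.115 to 0.959 between DMN libraries (median 0.755), from −0.0404 to 0.969 between input libraries (median 0.782) and from −0.407 to 0.911 between DMN and input libraries (median 0.605). The DMN and the input library of a tissue sample had an r of 0.459 to 0.903. Average linkage into 2 clusters left 9 libraries outside the cluster of their treatment, and 0 with CPM without the log2, where the median r was 0.881 between DMN, 0.909 between input and 0.520 between DMN and input libraries.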

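TSS regions took a larger share of the counts in DMN than in input libraries. A bin that stands for several TSS regions was counted once for each of them. On that count, the share of counts of TSS regions over their share of bins was 1.39 ± 0.25 (SD, n = 6) in healthy DMN, 1.21 ± 0.14 in healthy input, 1.20 ± 0.18 in tumor DMN and 1.11 ± 0.14 in tumor input libraries. It was higher in DMN than in input in 11 of 12 tissue samples, by 0.131 ± 0.107 on average (SD, n = 12; sign-flip permutation test over tissue samples, two-sided, p = 9.8e-04). With every bin counted only once, it was higher in 11 of 12 as well, by 0.0899 ± 0.0891 (SD, n = 12; same test, p = 0.0039). CpG-poor bins, the 316907 with fewer than 10 CpG sites, held 21.7% ± 4.64 of the counts in healthy DMN and 14.8% ± 3.38 in healthy input, and 24.6% ± 5.32 and 16.9% ± 4.15 in tumor, higher in DMN in 12 of 12 samples (SD, n = 6 per group; exact sign-flip permutation p = 4.9e-04, the smallest that 12 samples allow). The 42236 CpG-rich bins with 60 or more CpG sites held 3.80% ± 0.985 and 4.78% ± 0.554 in healthy tissue, and 3.04% ± 0.685 and 4.04% ± 0.503 in tumor, higher in DMN in 1 of 12 samples (exact sign-flip permutation p = 9.8e-04). These tests take the 12 tissue samples as independent, though each of 6 patients gave a tumor and a healthy sample. By the paper's methods the treated gDNA samples were pooled before the DME reaction, so they are not replicates of that reaction. The TSS enrichment of DMN over input did not differ detectably between tissues, with 1 of 6 pairs higher in tumor (exact sign-flip permutation p = 0.34).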

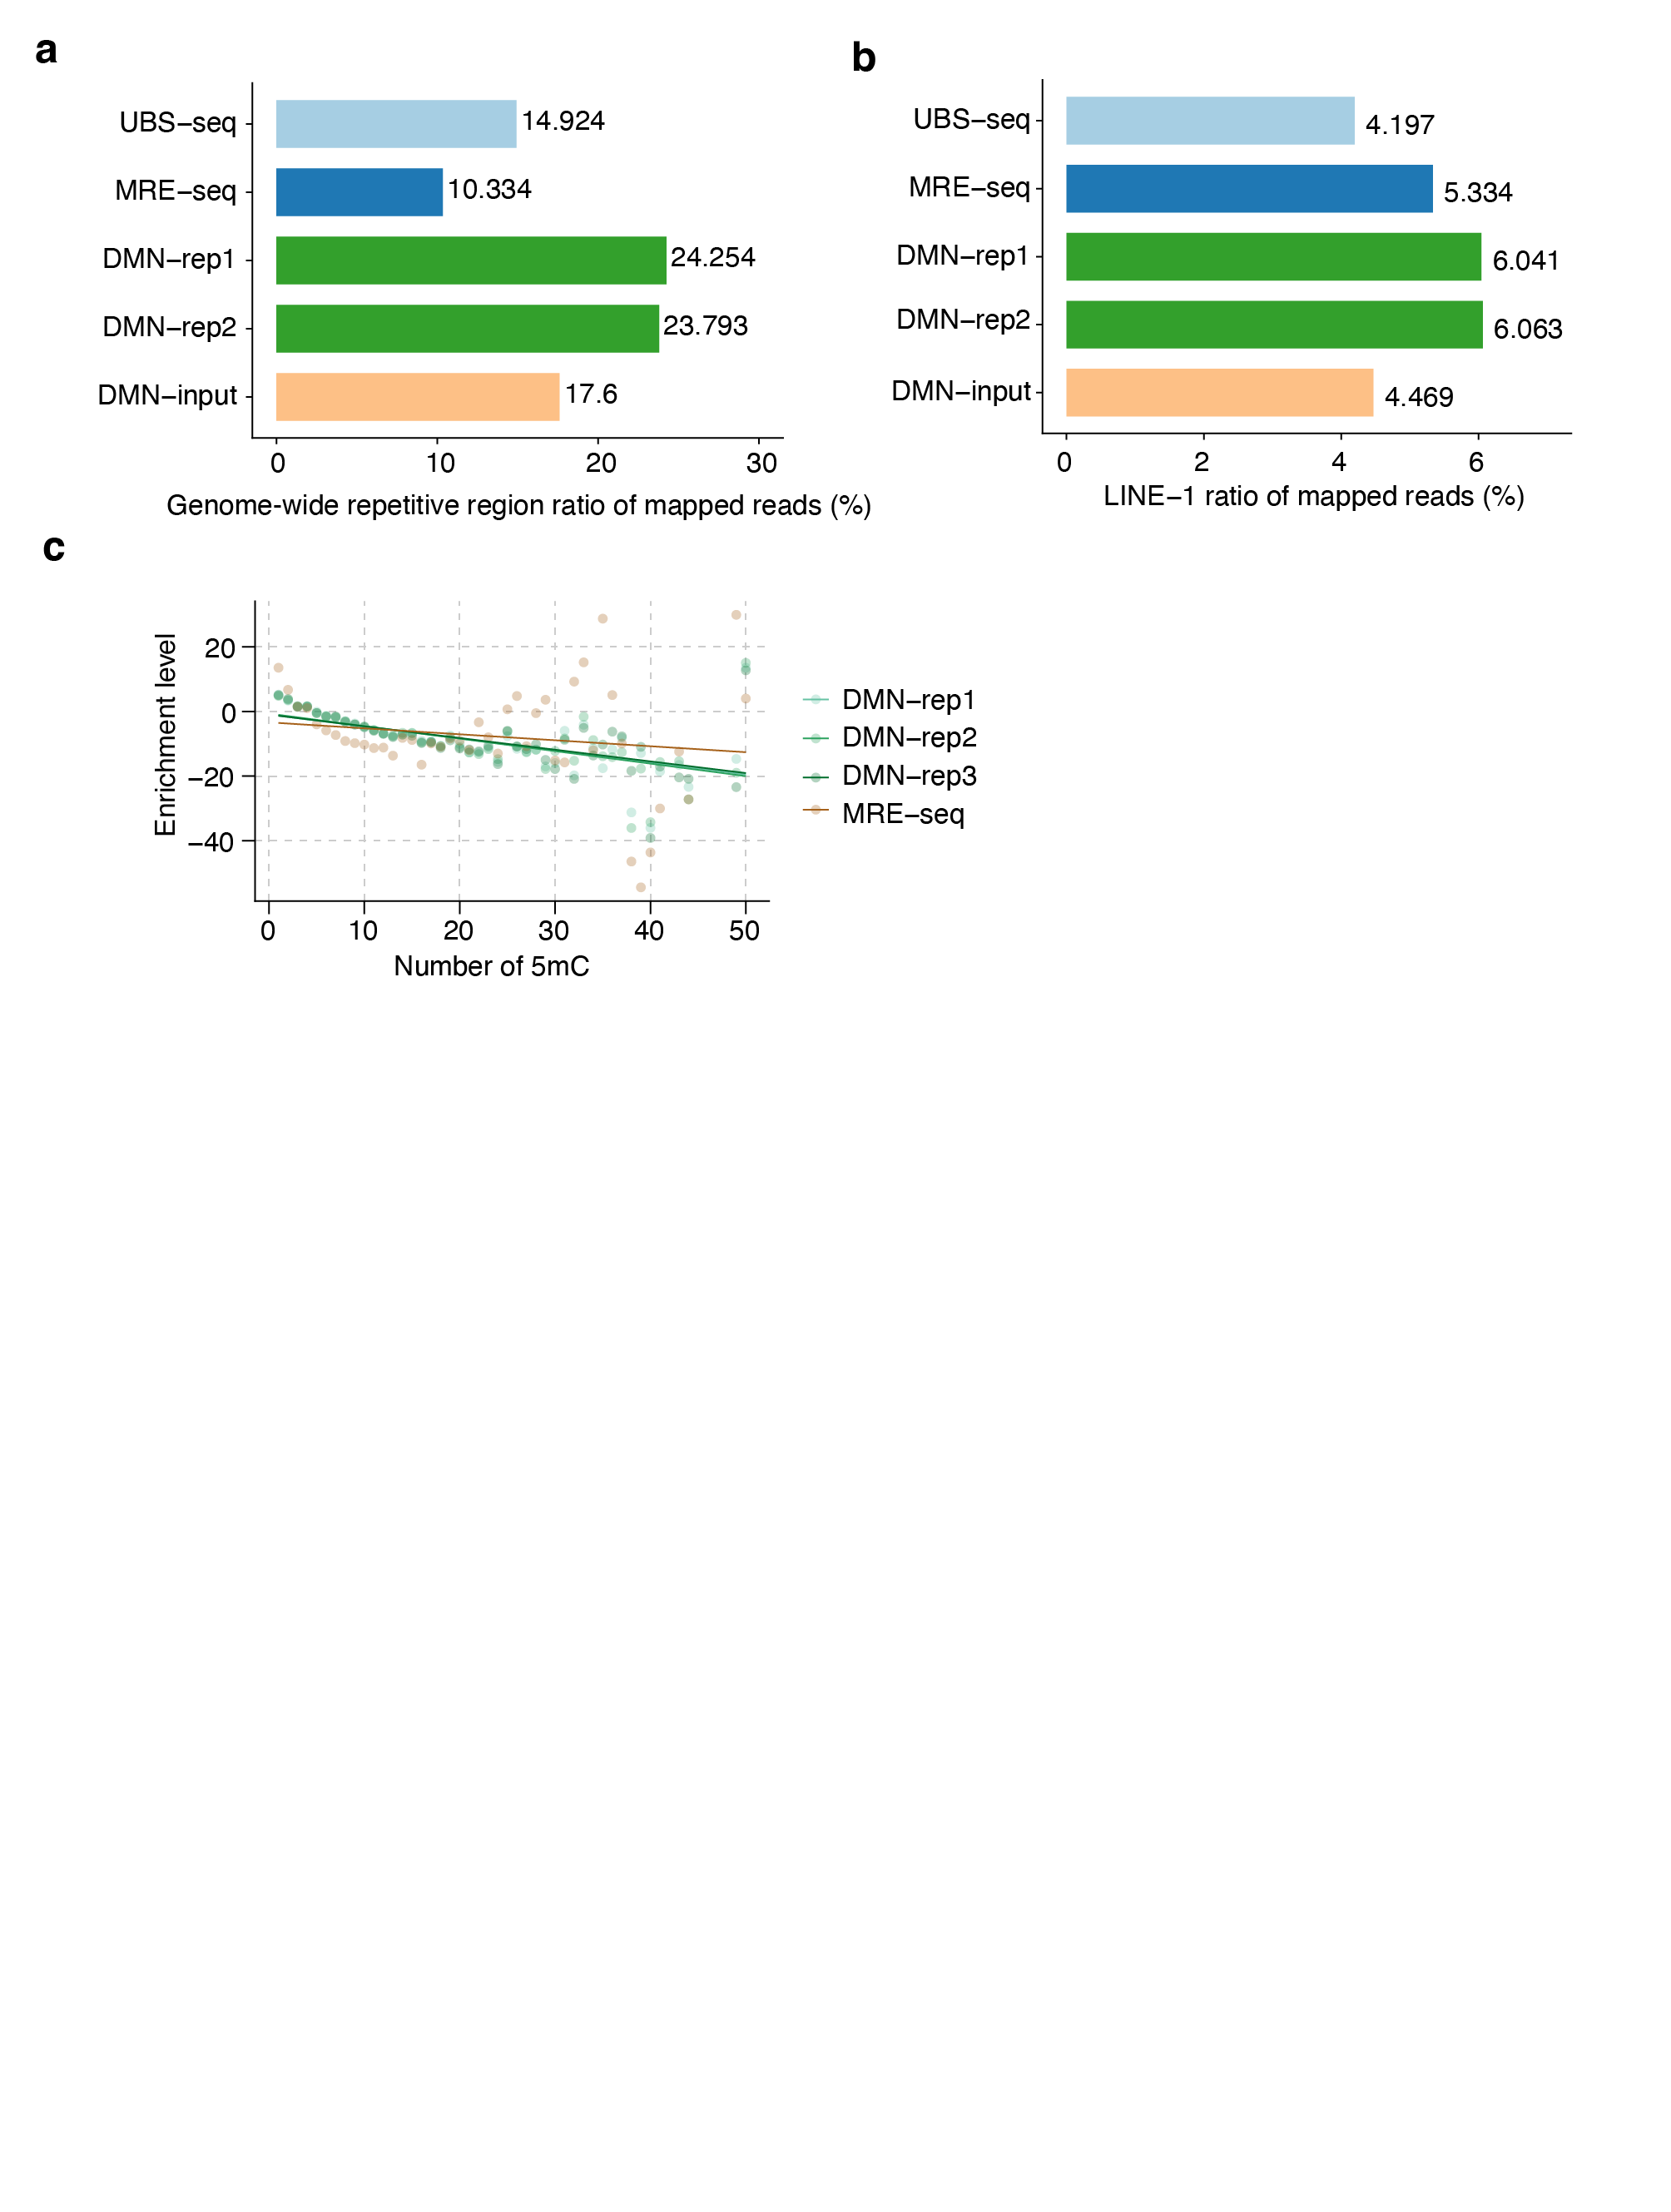

**Fig. S5. Comparison of DMN-seq and MRE-seq by mapped ratio in the genome-wide repetitive region and hypomethylation enrichment.**

**a**–**b,** Proportion of reads mapped to (**a**) genome-wide repetitive regions and (**b**) LINE-1 elements among all mapped reads in DMN-seq, UBS-seq, and MRE-seq from mESC gDNA (MRE-seq data: SRR414934, LINE-1 and repetitive region annotation were downloaded from UCSC genome browser). **c,** Enrichment of MRE-seq and DMN-seq in transcription start site (TSS) upstream 2,000 bp regions stratified by the number of 5mC sites. Scatter points represent the mean enrichment for regions with a given 5mC count, and lines indicate least-squares fits for each group.

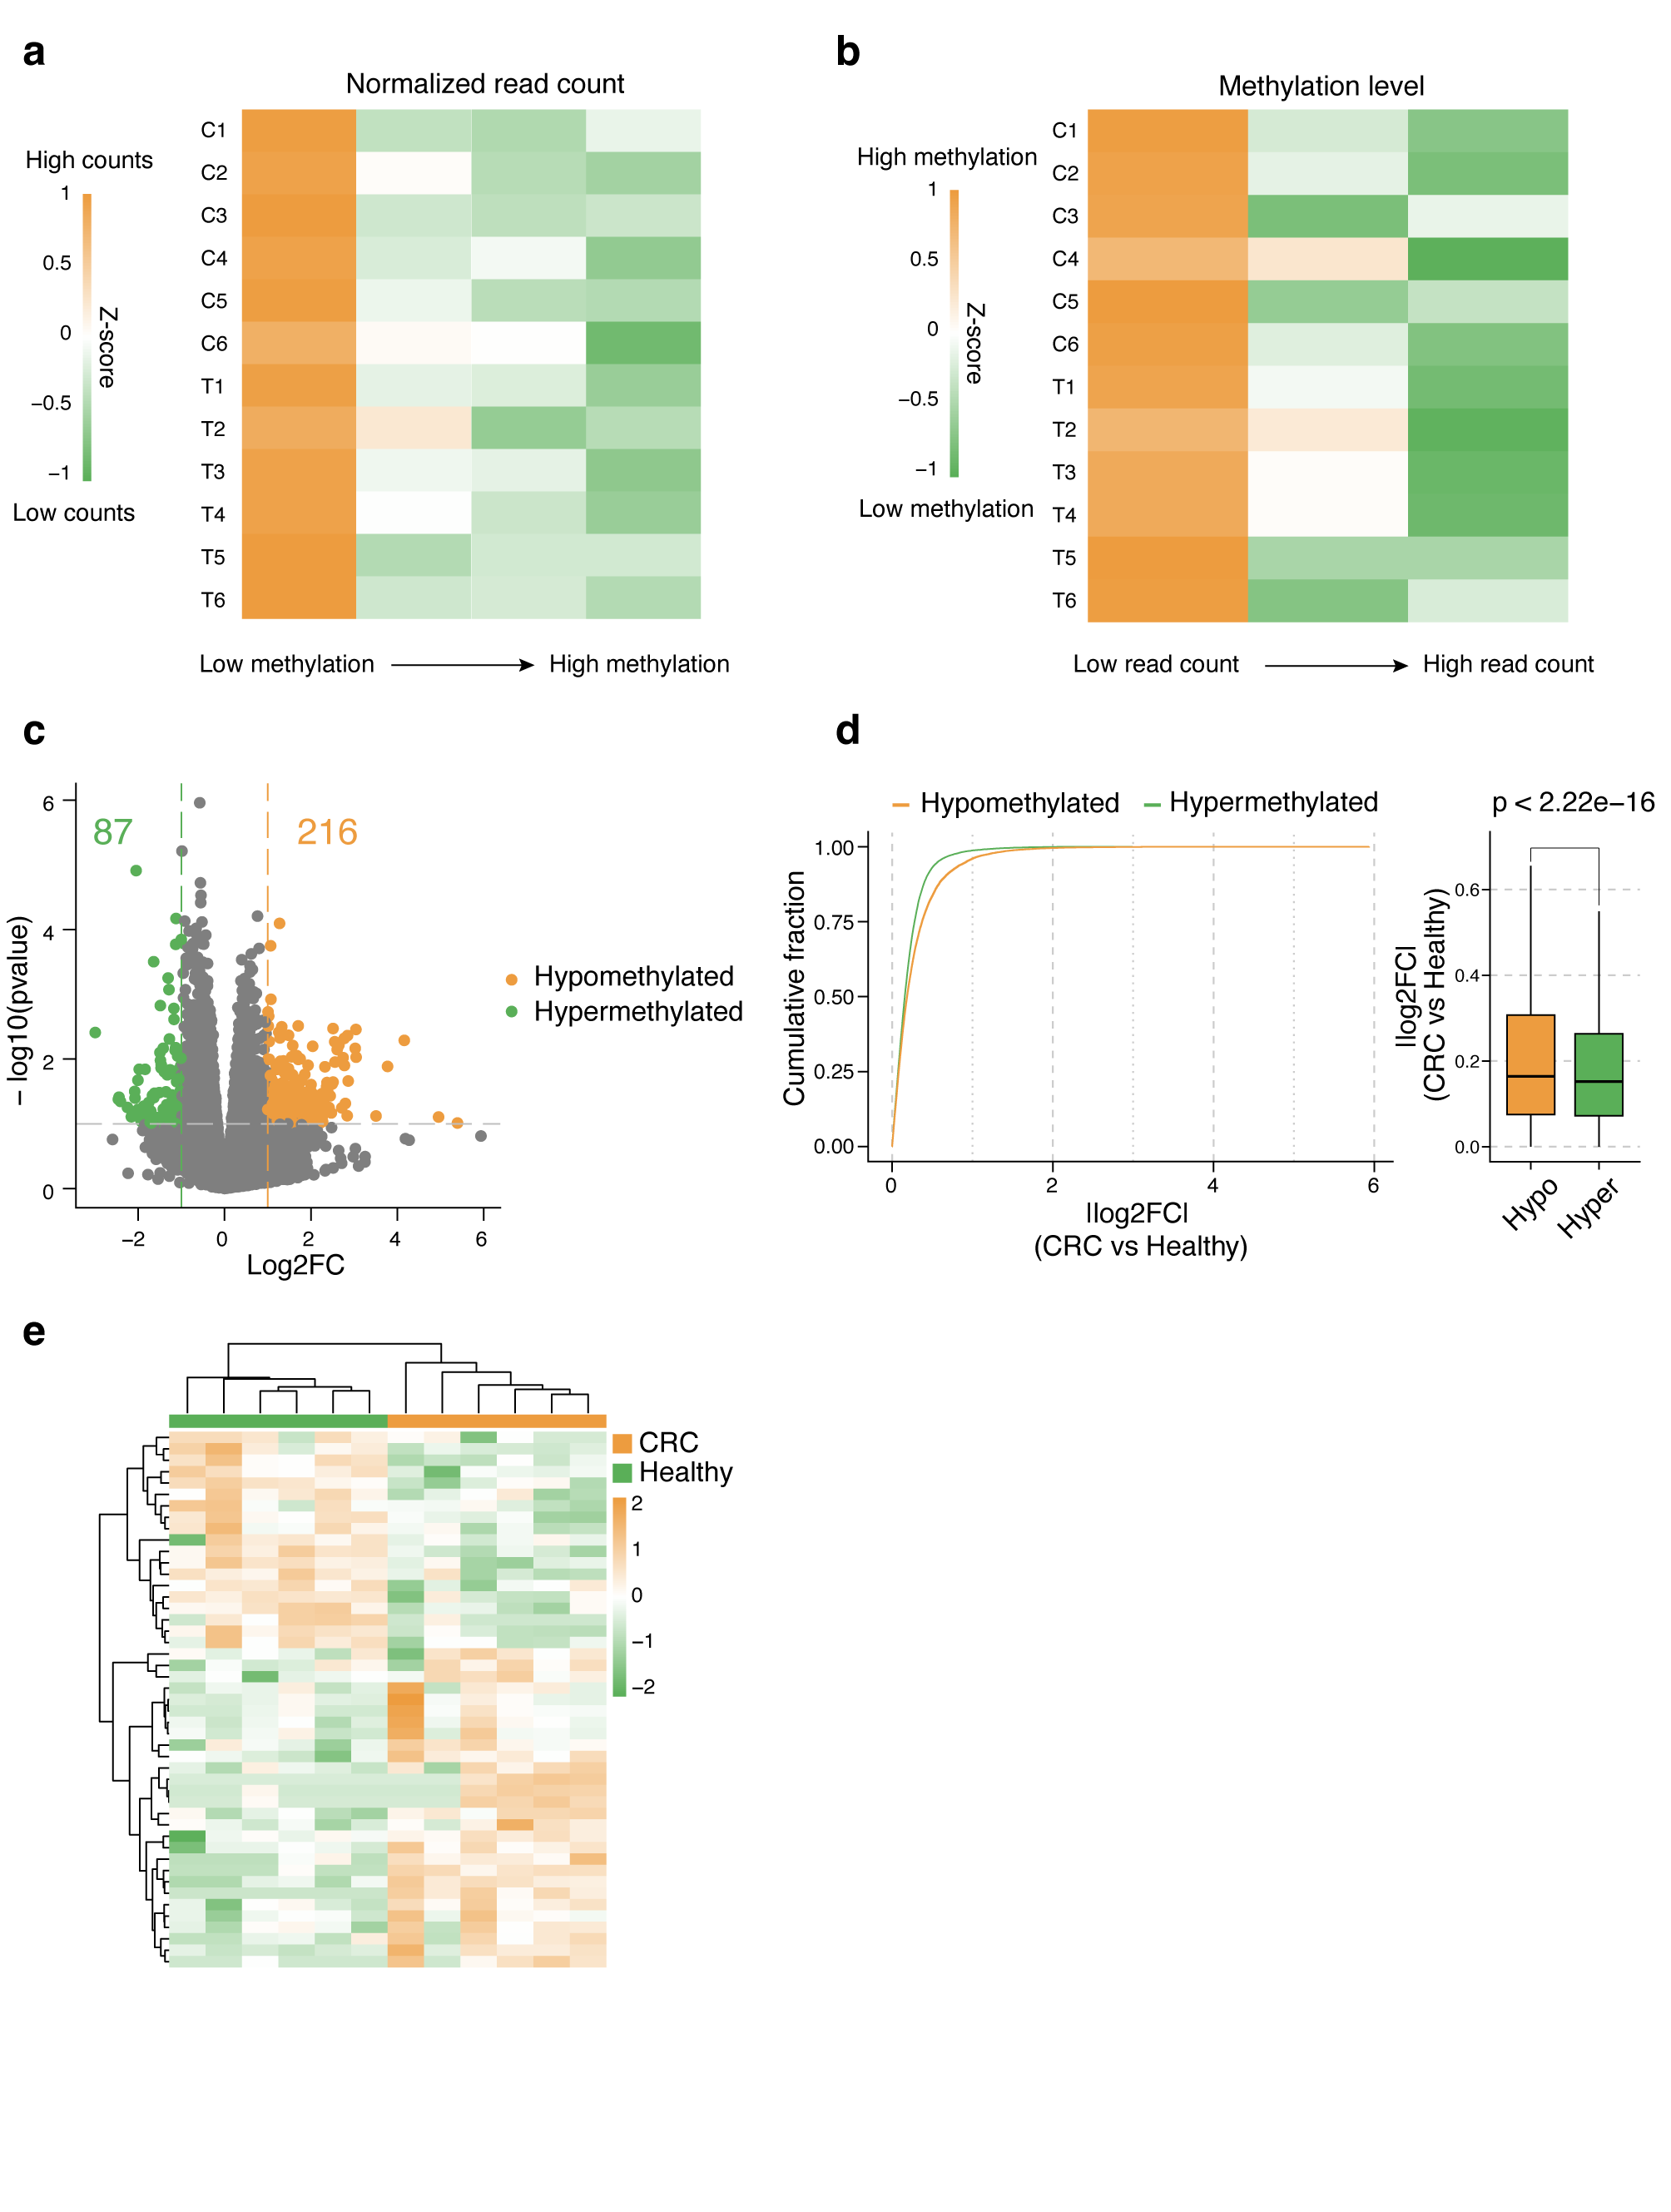

**Fig. S6. Application of DMN-seq for hypomethylation profiling in CRC tumor and healthy tissue. a**, Heatmap showing z-scores of normalized read counts across regions 2000 bp upstream of TSS, grouped by methylation level. Regions with higher methylation level exhibit lower read counts. Normalized counts were divided into equal-sized bins, ordered from highest to lowest. **b**, Heatmap showing z-scores of methylation levels across regions 2000 bp upstream of TSS, grouped by normalized read counts. Regions with higher read counts exhibit lower methylation levels. Normalized counts were divided into equal-sized bins, ordered from highest to lowest. **c**, Volcano plot displaying differentially expressed regions 2000 bp upstream of TSS across all samples. **d**, Distribution of absolute log2 fold changes (log2FC) for hypomethylated and hypermethylated regions comparing CRC and healthy tissues. e**)** Top differentially expressed regions identified by DMN-seq across all CRC and healthy samples.

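Over all 6 pairs, TSS regions of clustered gene families had higher DMN signal in tumor, and regions of HOX, marker and housekeeping genes lower signal. Type I interferon genes rose by a median log2 fold change of 0.39 (17 of 17 regions higher, adjusted p = 3.1e-04 from limma's camera), clustered protocadherins by 0.30 (49 of 53, adjusted p = 3.8e-10), bitter taste receptors by 0.27 (22 of 23, adjusted p = 0.0011) and olfactory receptors by 0.23 (341 of 388, adjusted p = 2.6e-10). MBD3L genes rose by 0.22 (5 of 6, adjusted p = 0.0084), beta defensins by 0.20 (29 of 37, adjusted p = 2.5e-04) and keratin associated proteins by 0.17 (72 of 92, adjusted p = 1.8e-04). With library size scaling, where all genes had a median of −0.18, these 3 medians were 0.0065 (3 of 6 higher, adjusted p = 0.10, no longer past camera's threshold), 0.0054 (19 of 37 higher) and −0.0016 (45 of 92 higher). In that setting interferons had 0.22 (14 of 17 higher), protocadherins 0.13 (34 of 53), bitter taste receptors 0.12 (16 of 23) and olfactory receptors 0.085 (248 of 388). HOX genes had −0.39 there and housekeeping genes −0.27 (24 of 24 lower), and each of these lists kept camera's call. With TMM scaling HOX genes fell, with 32 of 38 regions lower and a median of −0.20 (adjusted p = 5.9e-08), led by HOXA5 at −1.27 (standard error 0.37) and HOXA6 at −0.62 (standard error 0.17). Housekeeping genes fell, with 17 of 24 lower and a median of −0.09 (adjusted p = 0.027). With TMM scaling and an estimated correlation none of these lists passed, with adjusted p of 0.36, or 0.44 for olfactory receptors, interferons and bitter taste receptors and 0.57 for housekeeping genes. With library size scaling and an estimated correlation some passed camera. These were beta defensins (adjusted p = 0.0062), olfactory and bitter taste receptors (adjusted p = 0.026 each) and protocadherins (adjusted p = 0.041). With the input of the same tissue as reference, camera's call was lost for interferons (median 0.15, adjusted p = 0.46), protocadherins (0.079, adjusted p = 0.40), bitter taste receptors (0.083, adjusted p = 0.94) and MBD3L genes (0.18, adjusted p = 0.46). It was lost likewise for beta defensins (0.060, adjusted p = 0.40), keratin associated proteins (0.051, adjusted p = 0.85) and housekeeping genes (0.027, adjusted p = 0.85). Olfactory receptors (0.13, adjusted p = 0.014) and HOX genes (−0.081, adjusted p = 0.010) kept it, both at adjusted p = 0.98 with an estimated correlation. DMN and input libraries of a sample were not paired in this fit, and a paired fit was not run for lists. Without 1 of the pairs, in at least 1 of the 6 comparisons, camera's call was lost for interferons (median 0.047 to 0.80), bitter taste receptors (−0.037 to 0.49), olfactory receptors (0.044 to 0.46), keratin associated proteins (0.067 to 0.21), MBD3L genes (0.16 to 0.31) and housekeeping genes (−0.19 to −0.011). Histone genes (0.05, adjusted p = 0.11 from camera), immune cell genes (0.05, adjusted p = 0.092), germline genes (0.09, adjusted p = 0.29), colon epithelium genes (−0.04, adjusted p = 0.53), stromal and endothelial genes (−0.0031, adjusted p = 0.080), liver genes (−0.09, adjusted p = 0.61) and the genes that the paper names for regions (0.01, adjusted p = 0.61) did not pass. With a GC curve fitted to each library, a setting chosen after the data were seen, immune cell genes alone were higher past the threshold (median 0.14, against 0.040 for all genes, adjusted p = 0.012 from camera, and adjusted p = 0.23 with an estimated correlation). In this setting HOX genes (adjusted p = 0.0017), markers (adjusted p = 0.0053) and the stromal list (adjusted p = 0.035) were lower, none of them with an estimated correlation (adjusted p = 0.46 each). The GC curve of the input library, chosen after the data were seen as well, left 5 lists higher: olfactory receptors (adjusted p = 0.032), protocadherins (adjusted p = 0.0026), keratin associated proteins (adjusted p = 0.045), beta defensins and immune cell genes (adjusted p = 0.016 each). None of the 5 passed with an estimated correlation (lowest adjusted p = 0.23). Adjusted over the list alone, TAGLN of the stromal list, at −0.82 (standard error 0.20), was lower in tumor and no region of any other list passed. With the patient pair as a replicate block 2 HOX regions were lower and no region of the stromal list passed. Among regions higher in every pair, those with the smallest p were LOC105376364 (log2 fold change 0.74), KRT27, a hair follicle keratin (0.43), ANKRD37 (0.52) and FLJ40288 (0.45). The untreated input libraries had 0.062, 0.37, 0.29 and 0.33 at these regions. Among regions lower in every pair they were TCF25 (−0.61), CALCA (−0.67), CEP170B (−0.48) and C1R, a protease of the complement system (−0.50), with −0.27, −0.14, −0.23 and −0.071 in input. In the colon epithelium list, AQP8, a water channel, had 0.48 (standard error 0.15) and KRT20, a keratin of intestinal epithelium, 0.42 (standard error 0.14), with 0.43 and 0.23 in input. No region of 53619 passed an adjusted p under 0.05 in edgeR (lowest 0.86; 998 higher and 1515 lower at an unadjusted p under 0.05) or in DESeq2 (lowest 0.198; 3006 at an unadjusted p under 0.05). The edgeR counts together are a share under 0.05 of all regions, no more than chance gives. At the lines of Fig. S6c, an unadjusted p under 0.1 and an absolute log2 fold change over 1, 36 regions were higher and 3 lower, with 6 and 3 under the patient pair as a replicate block and 17 and 16 with library size scaling, which shifted the median of all regions to −0.18. Regions higher in tumor had a median absolute log2 fold change of 0.156 and lower ones 0.131, and the rises were larger in 4 of 6 pairs (exact sign-flip permutation test, two-sided, p = 0.50). With library size scaling the rises were larger in 2 of 6 pairs.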

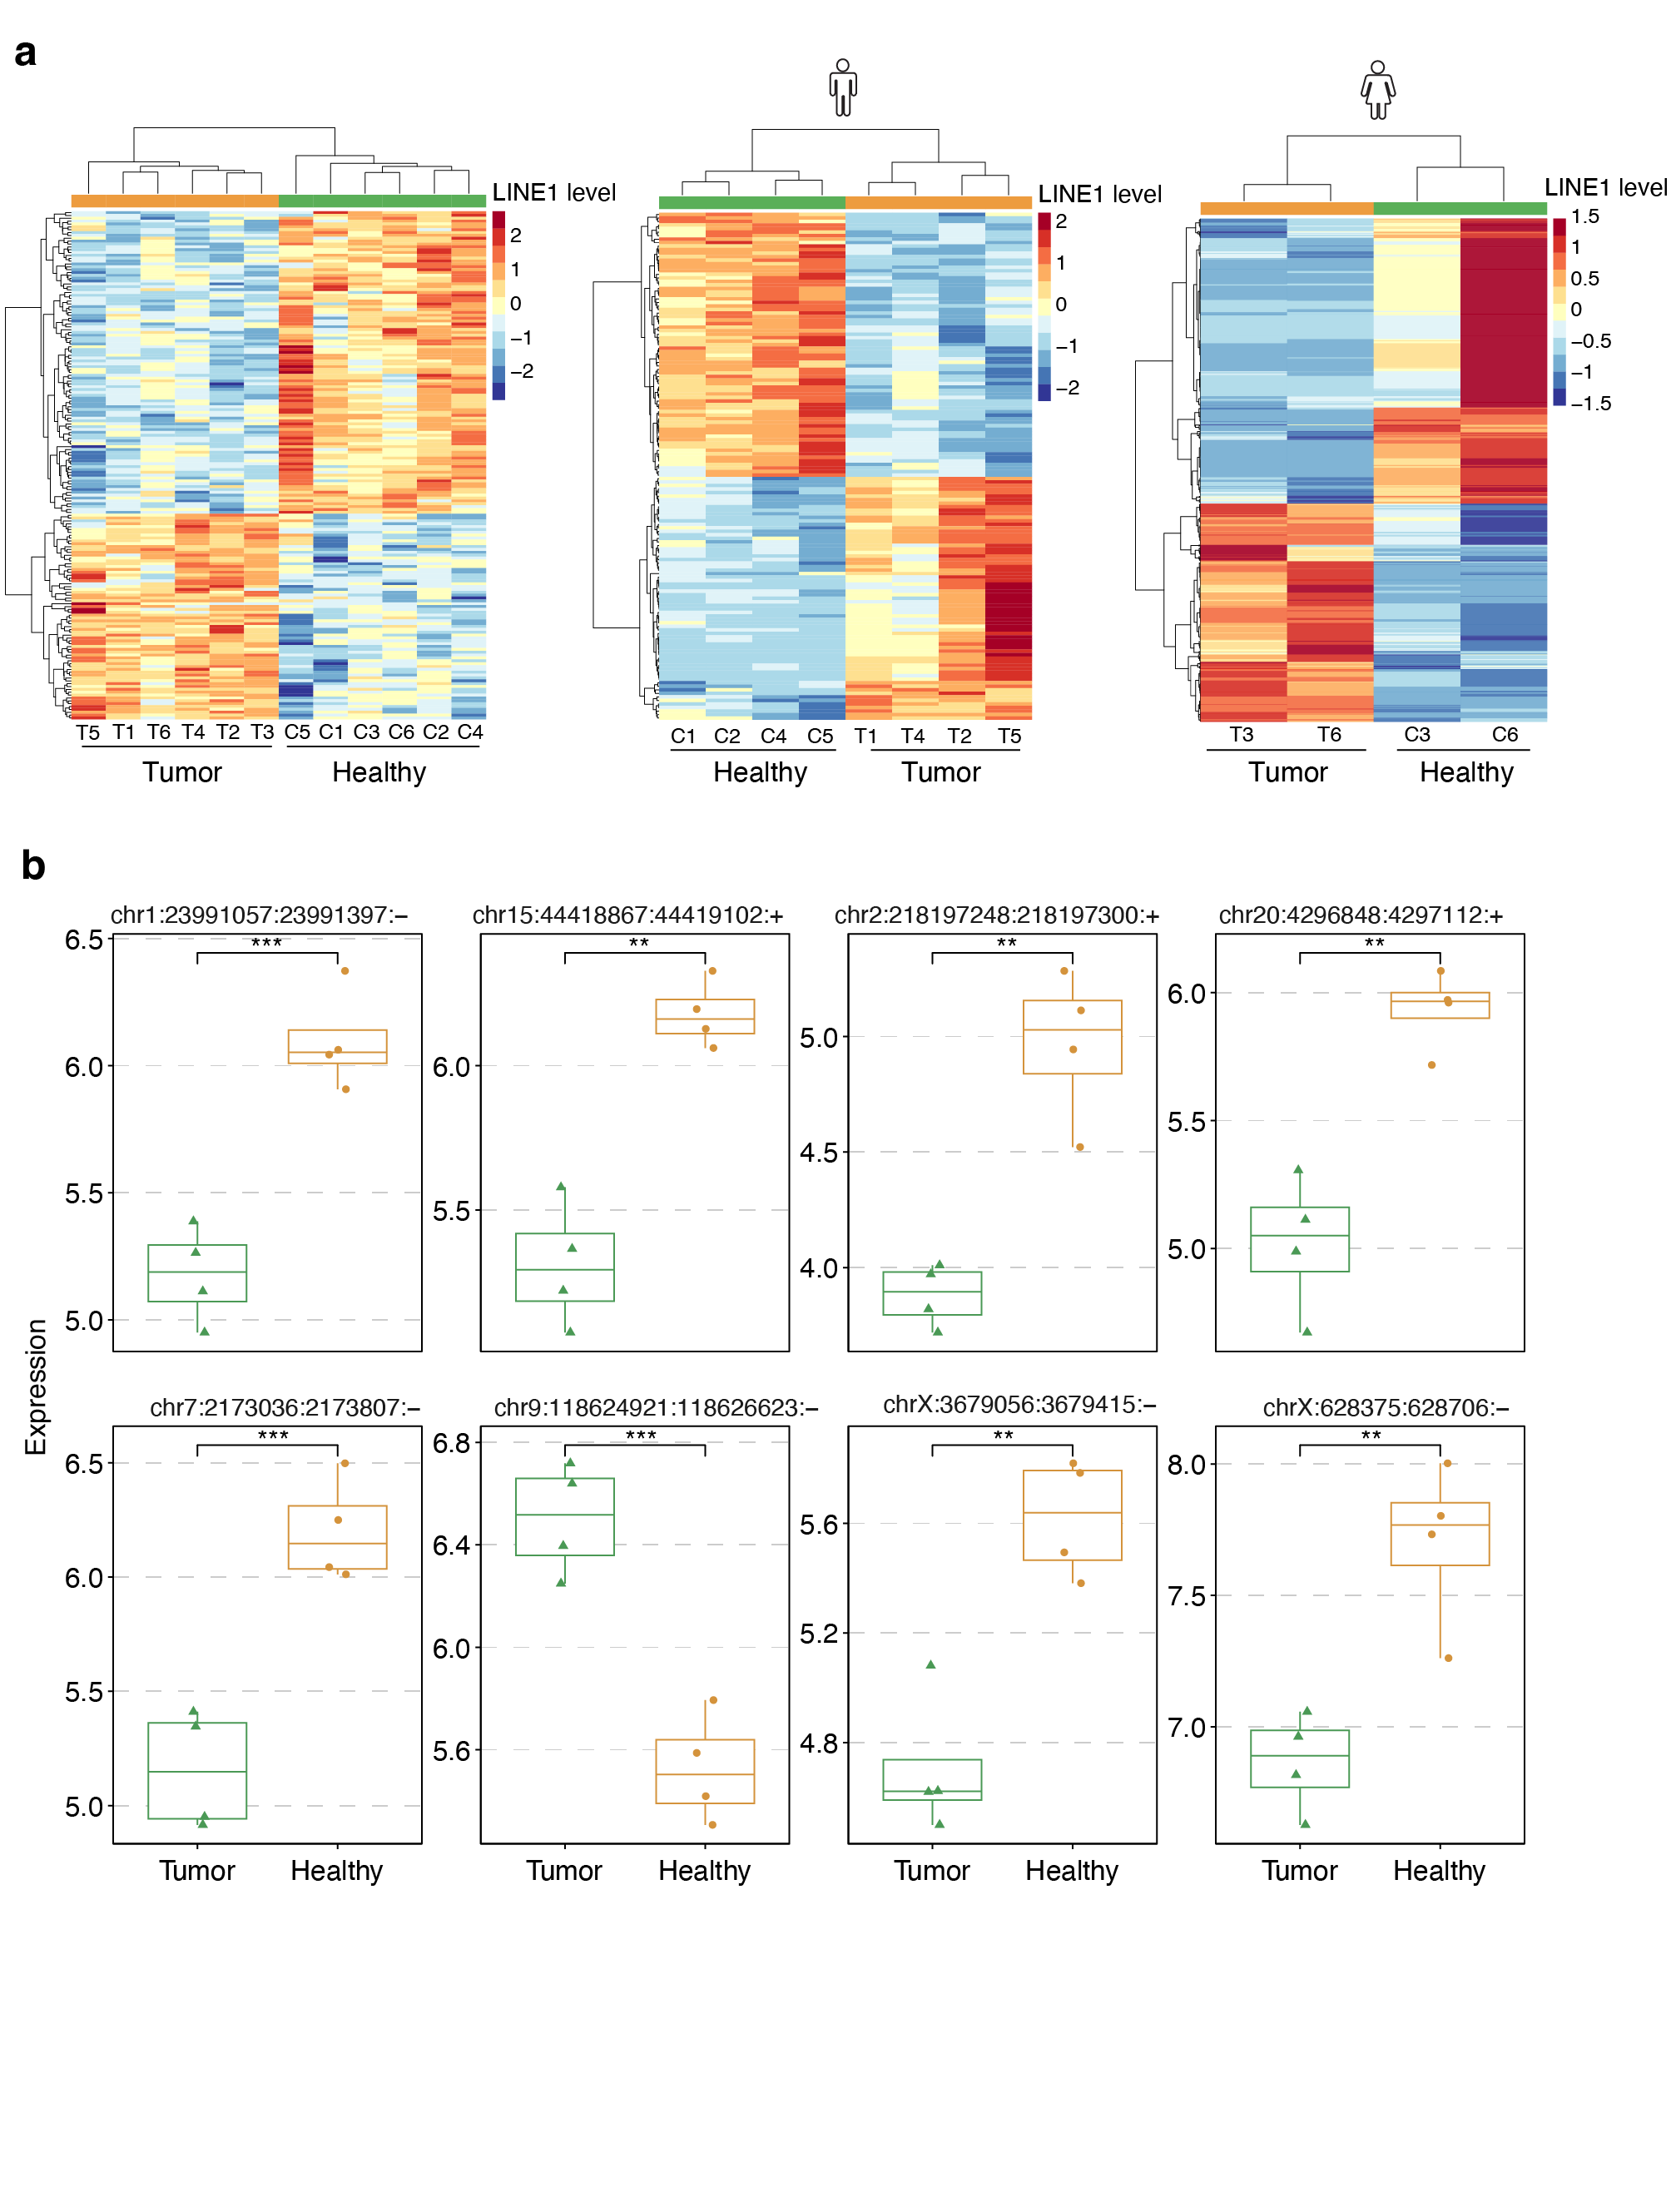

**Fig. S7. Application of DMN-seq for LINE-1 region biomarker identification in CRC tumor and healthy tissue. a**, Comparison of LINE-1 regions enrichment level between 6 CRC patients (T1-T6) and 6 control samples (C1-C6). Only regions with a significant differential enrichment with p-value less than 0.0001 were shown. The left, middle, and right shows the enriched LINE-1 in all samples, male group, and female group, respectively. The annotation of LINE-1 is downloaded from UCSC genome browser. **b**, Boxplot shows the identified top 8 differentially enriched LINE-1 elements in tumor and healthy control, which could serve as potential biomarkers for CRC diagnosis. The location of each region is labeled in the title of each panel. The p-values (t-test) shown on the figure indicate the significance of the differences between patients and healthy controls.

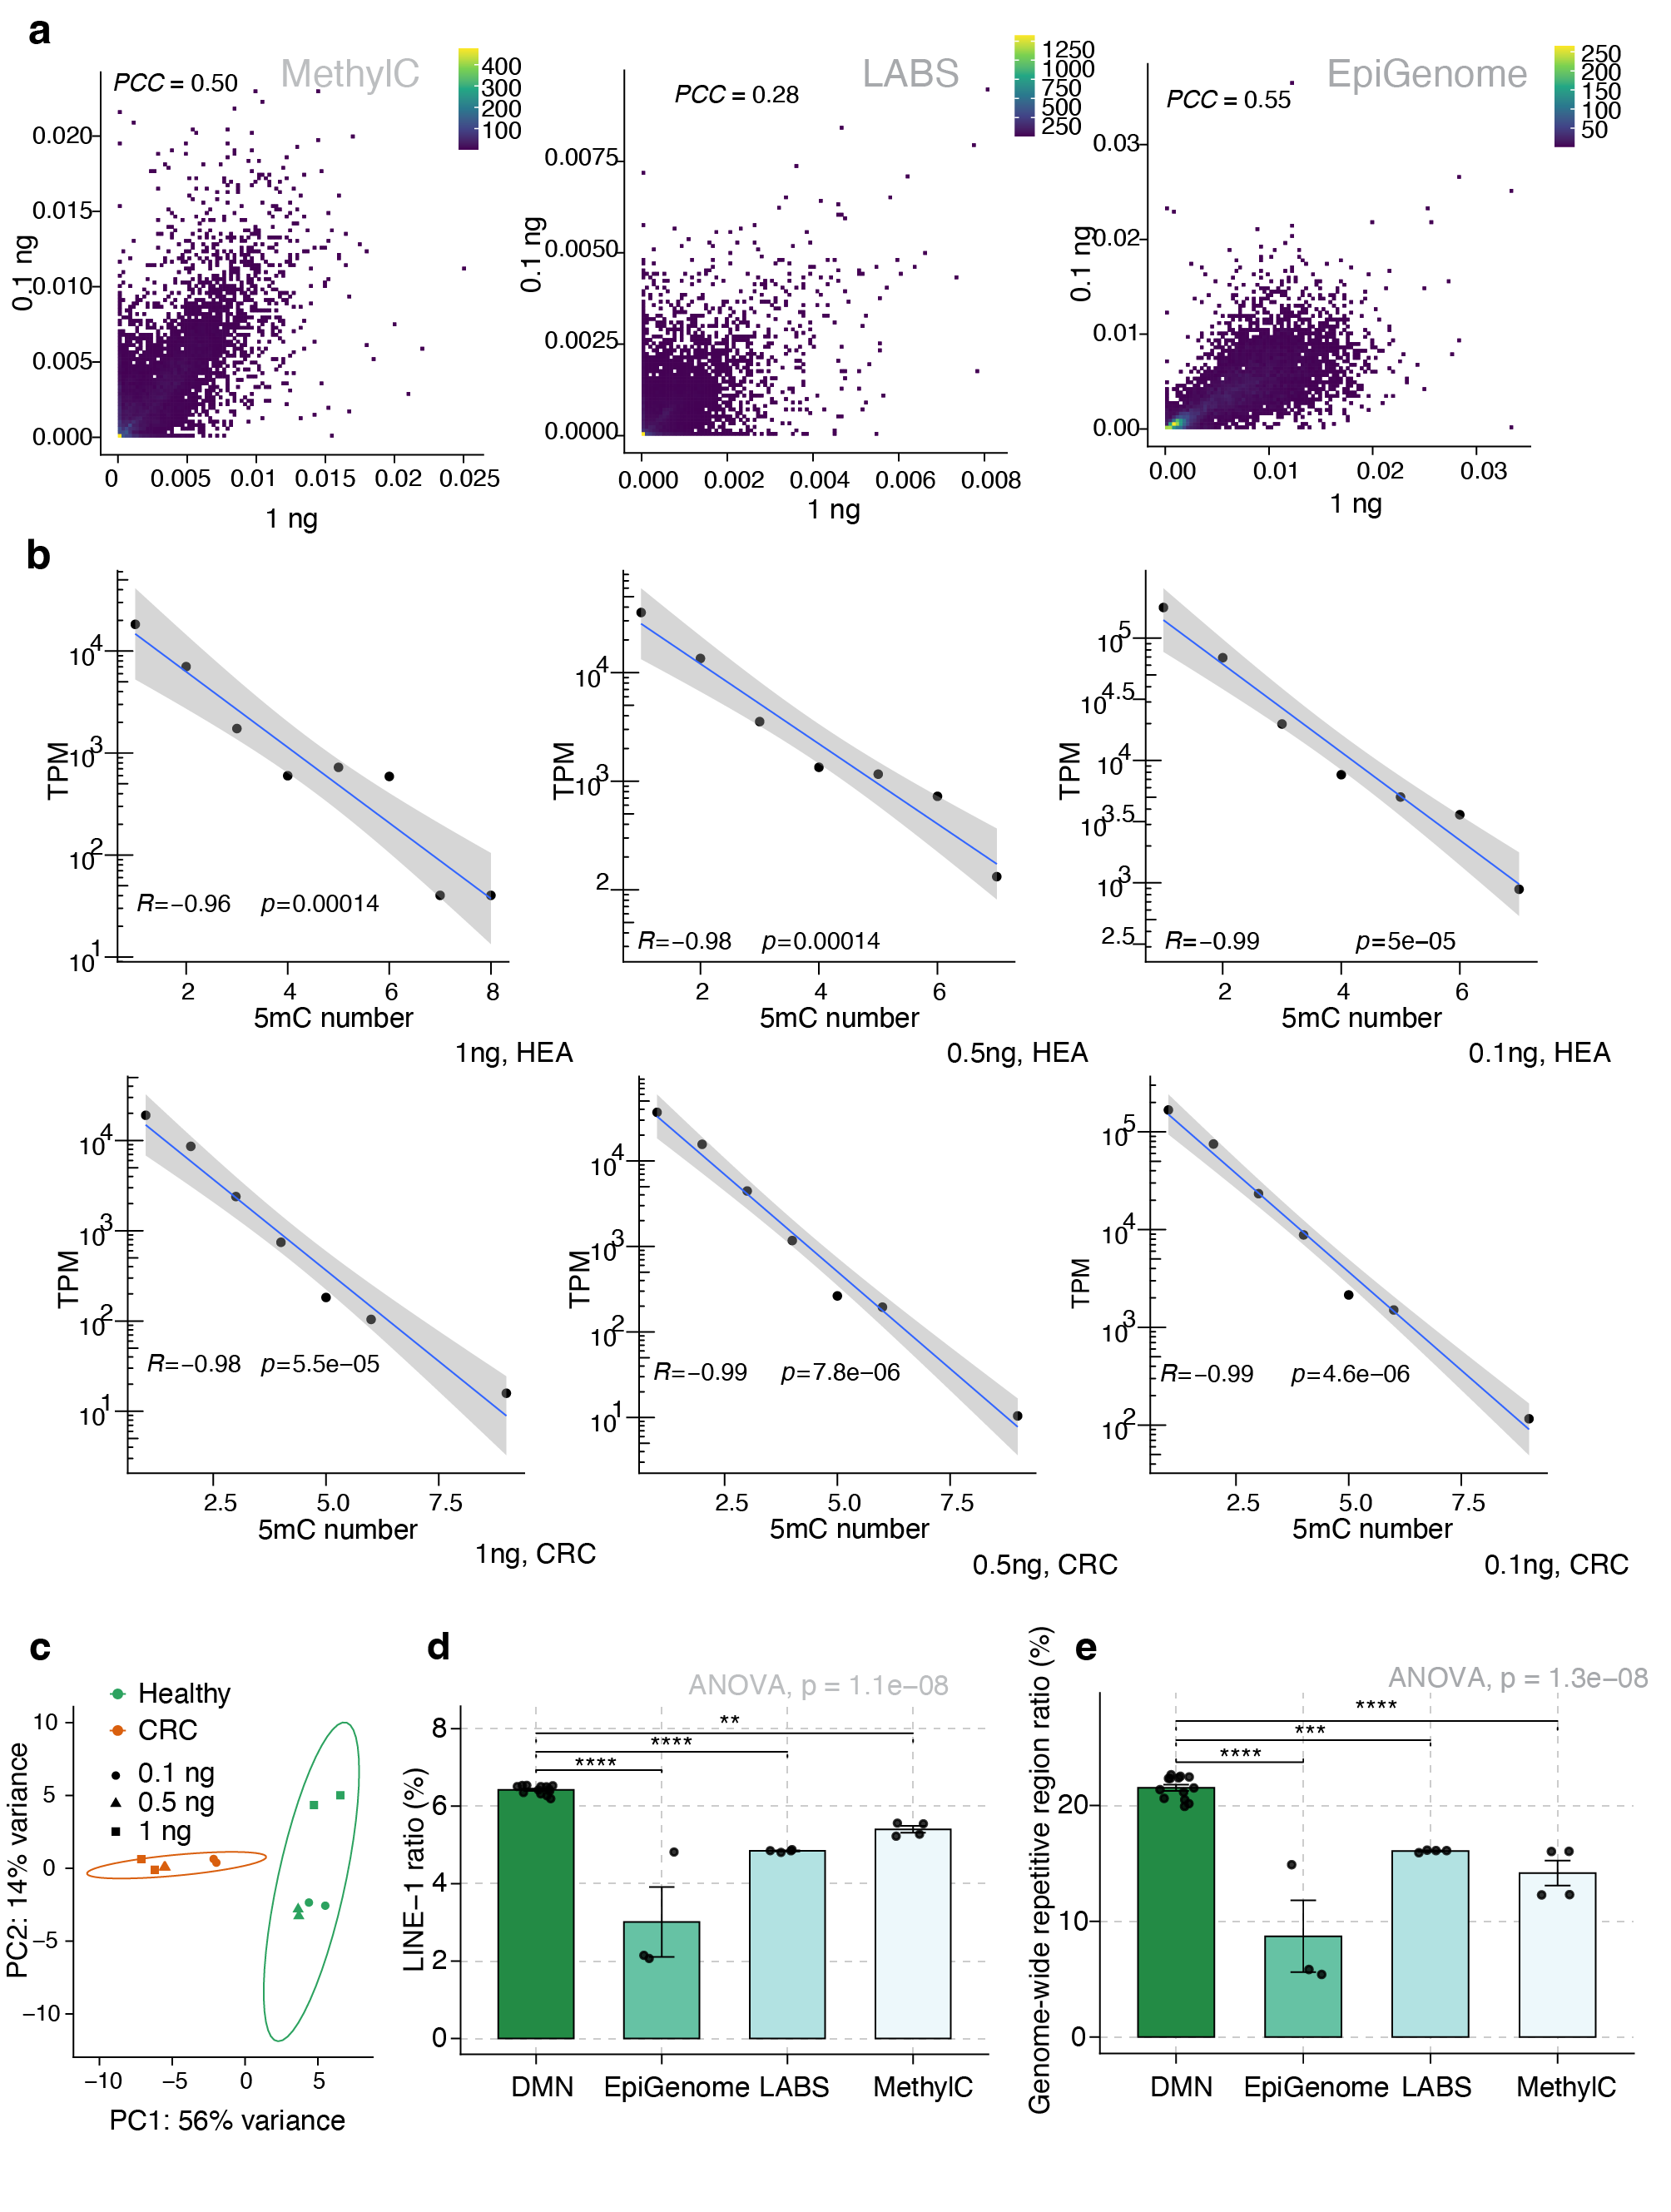

**Fig. S8.** **Application of DMN-seq in ultralow-input cfDNA**. **a**, Scatter plot showing average methylation levels across 2000 bp genomic regions, comparing MethylC-seq, LABS-seq, and EpiGenome methods using 1 ng and 0.1 ng cfDNA input. **b**, Scatter plots depict normalized read counts at TSS upstream 2000 bp regions versus the number of 5mC sites detected by LABS-seq in low-input cfDNA. **c**, PCA plot of cfDNA samples from CRC patients and healthy controls at input levels of 1 ng, 0.5 ng, and 0.1 ng, with 95% confidence ellipses highlighting group separation. **d**–**e** Comparison of the LINE-1 ratio (**d**) and genome-wide repetitive region ratio (**e**) in all mapped reads across different methods of cfDNA samples. Only samples with 1 ng cfDNA input are used. Bars show mean ± SEM of biological replicates. Individual points represent independent samples. Global differences were assessed by one-way ANOVA. Pairwise comparisons were performed with Dunnett’s post hoc test (two-sided), comparing each group against DMN, with multiplicity-adjusted p-values. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant. The annotation for repetitive region and LINE-1 is downloaded from UCSC genome browser.

**Supplementary Tables**

**Table S1. Synthetic dsDNA oligo sequence information**

| **Name** | **Sequence** |
| --- | --- |
| 82bp dsDNA 5mC synthetic oligo (forward strand) | 5’- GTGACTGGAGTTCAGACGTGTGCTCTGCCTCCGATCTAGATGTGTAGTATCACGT5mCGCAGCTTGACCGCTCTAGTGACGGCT -3’ |
| 82bp dsDNA 5mC synthetic oligo (reverse strand) | 5’-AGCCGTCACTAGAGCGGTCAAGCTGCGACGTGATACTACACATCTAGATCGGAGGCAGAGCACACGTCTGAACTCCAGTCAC -3’ |
| 82bp dsDNA 5hmC synthetic oligo (forward strand) | 5’- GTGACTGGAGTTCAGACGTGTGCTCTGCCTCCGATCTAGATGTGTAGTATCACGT5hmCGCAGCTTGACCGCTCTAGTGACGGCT -3’ |
| 82bp dsDNA 5hmC synthetic oligo (reverse strand) | 5’-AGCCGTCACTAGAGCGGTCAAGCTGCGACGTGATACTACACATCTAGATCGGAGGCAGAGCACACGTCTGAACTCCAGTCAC -3’ |
| 164 bp dsDNA synthetic oligo (forward strand) | 5’-  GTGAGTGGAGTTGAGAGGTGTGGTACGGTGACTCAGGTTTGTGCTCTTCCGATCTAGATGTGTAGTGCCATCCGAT5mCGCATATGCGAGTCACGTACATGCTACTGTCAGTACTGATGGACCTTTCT5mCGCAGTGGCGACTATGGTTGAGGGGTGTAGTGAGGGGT -3’ |
| 164 bp dsDNA synthetic oligo (reverse strand) | 5’- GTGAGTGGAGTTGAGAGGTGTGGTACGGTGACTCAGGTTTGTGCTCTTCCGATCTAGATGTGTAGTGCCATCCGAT5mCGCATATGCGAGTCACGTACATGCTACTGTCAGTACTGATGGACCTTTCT5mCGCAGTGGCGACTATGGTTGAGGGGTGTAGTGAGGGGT -3’ |
| dsDNA adaptor with phosphorothioate modifications | 5’-/5Phos/GAT CGG AAG AGC AC*A*C*G*T*C/3AmMO/-3’  5’-/5AmMC6/T*A*C* A*C*G AC GCT CTT CCG ATC T-3’ |
| 5’-ligation adaptor | 5’- biotin- CG ACC GAG ATC TAC ACT CTT TCC C TA CAC GAC GCT CTT CCG ATC TNN NNN rArArA -3’ |
| P5 primer | 5’- AAT GAT ACG GCG A CC GAG ATC TAC ACT CTT TCC C -3’ |
| R2 primer | 5’- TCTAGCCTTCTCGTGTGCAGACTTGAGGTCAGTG -3’ |

**Table S2. Demographic and clinical information of the recruited CRC patients.**

How the deposited data were processed for this re-analysis (not part of the article)

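DMN-seq was measured in gDNA of paired tumor and healthy colon tissue from 6 CRC patients (12 DMN and 12 input libraries) and in plasma cfDNA of 1 CRC patient (24 DMN libraries) and 1 healthy control (27 DMN libraries). The authors trimmed the reads with Cutadapt 4.9, aligned them to hg38 with HISAT2 2.2.1, removed PCR duplicates with Picard 3.1.1 and counted them with featureCounts 2.0.8, and no normalization was applied before the values were deposited. The deposited gDNA values are expected counts, that is, fractional read counts, per 2000 bp bin of hg38, listed for both strands with the same value. That reads overlapping several bins or mapping to several places were split as fractions is read from the values. The deposited cfDNA values are raw read counts per 2000 bp region upstream of a RefSeq transcript's TSS, and 157532 of the 196333 transcripts hold 0 in every library, among them all 144902 that share a region with another transcript. The gDNA table holds genome bins and not the TSS regions that the methods describe, so bins that overlap a TSS region by at least 1000 bp stood for TSS regions. Each such bin takes its names from the RefSeq genes whose region it overlaps. A GC or CpG value is that of the bin in the hg38 sequence.

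Conditions were taken from the labels of the libraries and the paper's text. Each patient gave 1 tumor and 1 healthy sample, so the numbers in the labels pair the samples. As a check, the deviations of a pair's tumor and healthy DMN libraries from their group means correlated at −0.53 to 0.72, over 0.1 in 2 of 6 pairs, and those of the input libraries at −0.55 to 0.61, over 0.1 in 2 of 6 pairs. The methods name no pair term, so the comparisons were made without one and repeated with the patient pair as a replicate block. The paper's analysis of 4 pairs (Fig. 4b) was followed with the same 4 pairs. Libraries of cfDNA belong to 1 person per group and were not tested for disease. Only autosomes were analysed, in every comparison.

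Both strand values of each bin were summed and rounded to whole counts. Library sizes were the autosomal totals of all bins. Regions with low counts were removed with filterByExpr, TMM factors were computed over the kept regions, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 was the second tool for TSS regions. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and with fry, over 1 TSS region per gene, the one with the highest mean count. Fry tests a list by itself and does not compare it with other genes. The difference between the DMN and the input change was tested as an interaction in a fit of all 24 libraries. Shares of counts were compared with exact sign-flip permutation tests over tissue samples or pairs. Correlations between gDNA libraries used log2 CPM in 10 kb bins. For cfDNA, log2 CPM with 10 CPM added was averaged per person and input amount, and the squared distances between libraries were partitioned by person and by input amount with 100000 permutations of the labels. Intervals for cfDNA counts are exact Poisson intervals and cover counting error only. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps. The comparisons were first tested on simulated counts with known changes.

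Before the data were examined, the comparisons, the alternatives, 18 gene lists and the rule for the genes to name were fixed. The lists are olfactory receptor, MBD3L, type I interferon, clustered protocadherin, keratin associated protein, bitter taste receptor, beta defensin, HOX, replication-dependent histone, CRC hypermethylation marker, germline, housekeeping, colon epithelium, immune cell, stromal and endothelial, liver, and STAT and JAK genes, and the genes that the paper names for regions. Named genes are those of the paper's regions, the 10 regions with the largest rise and the 10 with the largest fall past the threshold over 6 pairs and changed the same way in every pair, with places left open going to the smallest p, and the 3 members of each list with the smallest p. The planned choices cover another scaling (library size, DESeq2 size factors), no filter on low counts or a minimum mean count of 20, DESeq2, t statistics on log2 CPM, the replicate block, the input of the same tissue as reference, 1 region per gene, and leaving out each pair. For cfDNA they cover CPM without log2, no filter, equal libraries and depth, thinning to the shallowest library and a correlation distance. Chosen after seeing the data were the GC curves (a smooth curve of 8 degrees of freedom fitted to each library, or to the input library of the tissue sample, with and without the block), leaving out each pair for further comparisons, cfDNA counts summed over libraries, the 0.1 ng libraries alone and GC classes for cfDNA.

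The depth of gDNA libraries was 12614253 to 353464888 autosomal counts, and what limits the comparisons between tissues was not tested. The depth of cfDNA libraries, a mean of 0.535 to 7.03 counts per kept region, limits those of single regions. Duplicate libraries were looked for by the chi-square per degree of freedom between libraries of a condition, which was at least 1.23 over 60 comparisons of gDNA libraries and 1.03 over 348 of cfDNA libraries. The analyses of RRBS, histone marks, motifs, LINE-1 elements, mapping ratios and mESC DNA were left out, since the tables used hold gDNA bins and cfDNA TSS regions alone.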

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

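The tests with GC curves use settings chosen after the data were seen, and the test of a methylation change behind the shift of the input libraries was chosen after its result was seen.

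Untreated input libraries, which the paper uses as a reference and does not compare between tissues, shifted by gene family between tumor and healthy tissue. Over 6 pairs, the median log2 fold change was 0.21 for clustered protocadherins (49 of 53 regions higher, adjusted p = 2.2e-08 from limma's camera), 0.20 for bitter taste receptors (22 of 23 higher, adjusted p = 3.0e-04), 0.20 for type I interferon genes (16 of 17, adjusted p = 0.0091) and 0.13 for olfactory receptors (293 of 393, adjusted p = 9.4e-05). It was 0.12 for keratin associated proteins (69 of 91, adjusted p = 1.6e-04), 0.11 for beta defensins (32 of 38, adjusted p = 0.011) and 0.086 for histone genes (45 of 59, adjusted p = 0.0030). HOX genes were lower, with a median of −0.12 (32 of 38 lower, adjusted p = 4.0e-04), as were housekeeping genes, with −0.059 (19 of 24 lower, adjusted p = 0.014). With an estimated correlation none of these lists passed, with adjusted p of 0.44 to 0.48. No single region of 53864 passed an adjusted p under 0.05 in edgeR, the only tool run on input libraries, and 1680 had an unadjusted p under 0.05. That count is a share under the 0.05 that chance gives.

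Across 53592 TSS regions, the tumor/healthy log2 fold changes of DMN and input libraries ran together, with Pearson's r = 0.701 (regions are not independent replicates, so no p is given). Input libraries carry no methylation signal, so this r argues against a methylation change as the whole of the pattern. With the GC curve of each library taken out r fell to 0.337, less than 0.5 of its value, so a difference in GC bias between libraries may account for part of it. The medians of the 22 autosomes still ran together after that step, with r = 0.953 (0.971 before), which is consistent with differences in DNA copy number for the part shared by whole chromosomes. GC bias and copy number both stay open, as does a methylation change in the part that the 2 kinds of library do not share.

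Olfactory receptors in the 4 pairs that the paper also analysed on their own (Fig. 4b) had a median DMN log2 fold change 0.66 above that of all regions. With the GC curve of the input library of each tissue sample as offset, it was 0.25 above that of all regions, so GC bias may account for most of the rise. With the input of the same tissue as reference the median was 0.20 (315 of 400 regions higher, adjusted p = 3.1e-07 from camera, and adjusted p = 0.75 with an estimated correlation), between 0.25 and 0.75 of the value without it. A methylation change of the tumor therefore cannot be told apart from the other explanations for this list, since a smaller rise remained that the DMN and input libraries of 4 pairs do not separate from GC bias. No technical explanation was excluded here.

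In the 6 pairs 4 lists changed otherwise in DMN than in input libraries, in a test of the difference itself (the interaction). For lists this test did not pair the DMN and input libraries of a sample. Immune cell genes rose by a median of 0.14 more in DMN (21 of 24 regions, adjusted p = 6.2e-04 from camera, and adjusted p = 0.11 with an estimated correlation), and olfactory receptors by 0.13 (316 of 399, adjusted p = 0.014, and adjusted p = 0.98 with an estimated correlation). HOX genes changed by −0.081 (13 of 38 higher, adjusted p = 0.010, and adjusted p = 0.98 with an estimated correlation) and CRC hypermethylation markers by −0.091 (16 of 48 higher, adjusted p = 0.0027, and adjusted p = 0.92 with an estimated correlation). No single region of 54179 passed in edgeR, the only tool run for the interaction (502 at an unadjusted p under 0.05, and 2533 with the tissue sample as a replicate block, lowest adjusted p = 0.114). Both counts are shares under the 0.05 that chance gives.

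In 13 of 180 groups of DMN libraries at the named regions, 1 library lay far from the rest of its tissue, measured as its gap to the nearest library over the range of the group. Chance gives about 1 in 20, or 9 of these groups. In healthy tissue the ratio was 0.806 at CNN1, 0.774 at PCDHA12, 0.732 at MAEL, 0.721 at H2AC7, 0.713 at LOC101928596, 0.709 at FBXL18, 0.666 at MBD3L4, 0.654 at DMRT1 and 0.638 at LOC105372613. In tumor tissue it was 0.692 at MBD3L5, 0.653 at MBD3L4, 0.649 at FABP1 and 0.641 at LIFR.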

How the results depend on the processing

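The comparisons between tissues rest on 6 or 4 pairs, and those of cfDNA on few counts per region. What limits the comparisons between tissues most was not tested. Changes simulated in each region independently were recovered at 6 and at 4 pairs. The real libraries share shifts across regions, with GC slopes of tumor/healthy DMN signal from −0.93 to 0.31 within single pairs. The simulation held no such shifts, so it does not give the power or the false calls of these tests in the real data. Settings with GC curves, counts summed over libraries, thinning together with a GC curve, and for the plotted thresholds also the interaction, the t statistics and leaving out pairs, were chosen after seeing the data. Where no reason is given, the cause was not tested.

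No bin and no TSS region passed an adjusted p under 0.05 between tumor and healthy DMN libraries over 6 pairs, between input libraries or in the interaction, in edgeR or under any alternative run for them (DESeq2 for the 6 pairs alone). At an unadjusted p under 0.05, leaving out 1 pair at a time gave 1320 to 7517 regions in place of 2513 for DMN, 1003 to 2361 in place of 1680 for input and 335 to 1439 in place of 502 for the interaction. Of the values of main results under alternatives set beforehand, 135 stayed on their side and within range, 26 moved, 2 passed a threshold and 2 reversed. Of those under later settings 66 stayed, 38 moved and 1 passed. For single lists and regions 2192 stayed under alternatives set beforehand, 44 no longer passed, 23 passed, 12 moved and 1 reversed. Under later settings 638 of these values stayed, 32 no longer passed, 8 passed, 22 moved and 6 reversed. With the patient pair or tissue sample as a replicate block, bins higher in DMN than in input rose from 294473 to 627122, and plotted regions higher in tumor fell from 36 to 6 in 6 pairs and from 927 to 571 in 4 pairs. The block also raised the interaction count at an unadjusted p from 502 to 2533 and left every camera call of a list in place. In 6 pairs it took away the list-alone call of TAGLN, gave 2 HOX regions, put the stromal list past fry (adjusted p = 0.043), and HOX and colon epithelium genes past fry for changes in either direction (adjusted p = 0.0079 each). In 4 pairs it left 2 of 4 beta defensin regions, 0 of 1 keratin associated region and 0 of 3 marker regions, and beta defensins no longer passed fry for changes in either direction (adjusted p = 0.17).

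Library size scaling, which shifted the median of all regions below 0, reversed the larger size of rises, from 0.0213 to −0.0512 in 6 pairs and from 0.0533 to −0.115 in 4 pairs. It gave 2031 in place of 3998 bins higher in DMN and tumor and 224 in place of 481 lower in DMN and higher in tumor. Plotted regions became 17 in place of 36 higher and 16 in place of 3 lower in 6 pairs, and 463 in place of 927 higher and 3659 in place of 728 lower in 4 pairs. DESeq2 called 376 higher and 224 lower regions at an adjusted p under 0.05 in the 4 pairs, where edgeR called 0 and 0, and 2173 higher plotted regions. With t statistics there were 307 higher and 473 lower plotted regions in 4 pairs.

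With the input of the same tissue as reference, plotted regions were 1 higher and 1 lower in 6 pairs and 27 and 246 in 4 pairs. In the same setting 2 lists were higher in place of 7 in 6 pairs and 2 in place of 7 in 4 pairs, and the housekeeping median turned from −0.09 to 0.027 in 6 pairs. With an estimated inter-gene correlation 0 lists were higher in place of 7 and 0 lower in place of 3, in 6 and in 4 pairs, since this test widens the error of each list. Under library size scaling some lists passed it, in 6 pairs beta defensins (adjusted p = 0.0062), olfactory and bitter taste receptors (0.026 each) and protocadherins (0.041), and in 4 pairs olfactory and bitter taste receptors (0.015 each) and beta defensins (0.021).

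With a GC curve per library, plotted regions were 1 higher and 1 lower in 6 pairs and 832 higher and 127 lower in 4 pairs. With the block added they were 1 higher in 6 pairs and 921 higher and 166 lower in 4 pairs, and with the GC curve of the input library 2 higher and 1 lower in 6 pairs and 799 higher and 145 lower in 4 pairs. Lists higher in tumor became 1 in 6 pairs and 0 in 4 pairs with a GC curve per library, 2 and 2 with the block added, and 5 and 4 with the curve of the input library. In the 4 pairs 1 list was lower with a GC curve per library. In the 4 pairs this setting raised the median of all genes to 0.10, the HOX median to 0.020 and the STAT and JAK median to 0.12, neither list past camera's threshold, while with the block HOX genes passed as lower (adjusted p = 0.042). The housekeeping median became 0.021 and, with the block, 0.025 in 6 pairs, and 0.106 and 0.119 in 4 pairs, and the protocadherin list, tested against all other regions, turned to the lower side at medians of 0.0971 and 0.0921 in 4 pairs.

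Leaving out 1 pair at a time (leave-one-out) gave 3 to 1307 plotted regions higher and 2 to 23 lower in 6 pairs, and 203 to 2483 higher and 246 to 1005 lower in 4 pairs. It gave 4 to 9 lists higher in 6 pairs. Single pairs are not named, since they stand for single patients.

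Of the 24 gDNA libraries, 9 lay outside the cluster of their treatment and 0 with CPM without log2. For cfDNA, the lowest and highest r within a person, 0.26 and 0.59, became 0.332 and 0.689 with CPM without log2 and 0.608 and 0.845 with no filter on low counts. They became 0.636 and 0.870 with counts summed over libraries before log2, 0.571 and 0.831 with summed counts and no log2, and 0.0657 and 0.138 at equal libraries and depth, where fewer counts were compared. The share of squared distances by input amount, 4.34%, passed its permutation test with libraries thinned to one depth (4.21%), with Pearson correlation distance (6.12%) and with thinning and GC curves together (4.14%). The share by person passed in every setting run.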

Differences from the paper's values

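In units of 1e6, the gDNA libraries held a mean of 119 autosomal counts, against the paper's 55.2 reads per sample. The mean is over the DMN libraries and the input libraries together, and the input libraries were deeper on average. In the same units the cfDNA libraries held a mean of 0.0535 counts in autosomal TSS regions, against the paper's 17.3 reads, which counts the whole library and is another measure. The 2 equal strand values of a gDNA bin were summed, since 0.5 was the commonest value of one strand between 0 and 1 (212824 of 490426 values, with 173054 more at 0.25 or 0.75), as when each read is split between both strands. One strand value alone, chosen after seeing the values, gives a mean of 59.5, within 1.5 times the paper's. No alternative was set for either before the data were examined.

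At the lines drawn in Fig. 3e (unadjusted p under 0.01 and absolute log2 fold change over 0.5), 728 regions were lower in tumor in the 4 pairs, against the paper's 1097. Of the alternatives set before the data were examined, DESeq2 (1057) and no filter on low counts (818) came within 1.5 times the paper's count, and library size scaling (3659) and the replicate block (564) did not. Leaving out 1 pair at a time, chosen after seeing the values, gave up to 1005. The 927 higher regions and 1655 in all were within 1.5 times the paper's 1222 and 2319. The regions here are 2000 bp bins of autosomes, and the paper does not name its test for this figure.

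At the lines of Fig. S6c (unadjusted p under 0.1 and absolute log2 fold change over 1), 36 regions were higher in tumor over 6 pairs, against the paper's about 220 in Fig. S6c, read by eye, and 3 were lower, against the paper's about 87 in Fig. S6c, read by eye. Each alternative set before the data were examined differed too, with 17 and 16 under library size scaling, 6 and 3 with the replicate block, 50 and 3 with DESeq2 and 57 and 3 with no filter. Leaving out 1 pair at a time, chosen after seeing the values, gave 3 to 1307 higher and 2 to 23 lower regions, with none of its counts within 1.5 times the paper's.

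For Fig. 3a the paper states no threshold. Its counts are about 82000 regions higher in DMN and in tumor, about 48000 higher in DMN and lower in tumor, about 14000 lower in DMN and higher in tumor and about 76000 lower in both (the paper's values in Fig. 3a, read by eye). At an adjusted p under 0.05 in both comparisons the count was 0 for each in edgeR, and 0 for each also with library size scaling and with a mean of at least 20 counts, both set before the data were examined. With an unadjusted p under 0.05 for tumor against healthy, the counts were 3998, 4933, 481 and 8098.

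The squared correlation of cfDNA signal between 1 ng and 0.1 ng was 0.181 in the CRC patient and 0.0791 in the control, against the paper's about 0.83 in Fig. 5c, read by eye. The axis of the figure reads R squared, while its legend names Pearson coefficients, over windows of the whole genome with a minimum depth, where the values here are of TSS regions. Unsquared and with no filter on low counts, r was 0.748 and 0.623, both within 1.5 times of 0.83. Of the alternatives set before the data were examined, no filter on low counts came within 1.5 times of it in the CRC patient (0.559) and not in the control (0.388). CPM without log2 (0.277 and 0.118) and equal libraries and depth (0.00665 and 0.00432) did not. Counts summed over libraries before the log2, chosen after seeing the values, gave 0.594 in the CRC patient and 0.717 for both people together, and summed counts without log2, also chosen after seeing the values, 0.633 for both people together.

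In a principal component analysis of the cfDNA libraries, the first component held 5.88% of the variance, against the paper's about 56% in Fig. S8c, read by eye, and the second 3.56%, against the paper's about 14% in Fig. S8c, read by eye. No alternative was run for these.

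SEPTIN9 has several TSS regions, and the paper does not say which of them it marks. The region with the highest mean count had a log2 fold change of −0.55 (standard error 0.25) in the 4 pairs, against the paper's about −1 in Fig. 3e, read by eye. Of the alternatives set before the data were examined, library size scaling (−0.92) came within the standard error of it, and the replicate block (−0.59), DESeq2 (−0.59), DESeq2 size factors (−0.55) and no filter (−0.56) did not. The direction is that of the paper in each.

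Some statements of the paper differ from the values here. The paper calls OR2J2 significant and MBD3L3 noteworthy, with t-test p-values in Fig. 4c for which it names no adjustment. Unadjusted, edgeR gave p = 3.2e-04 at OR2J2 and p = 0.017 at MBD3L3 in the 4 pairs. Adjusted over all TSS regions, edgeR put none past 0.05 there (8875 at an unadjusted p under 0.05). DESeq2 put OR2J2 past that threshold (adjusted p = 0.0095) and not MBD3L3 (adjusted p = 0.14). All 6 regions of Fig. 4c were higher in tumor in 4 of 4 pairs, as in the paper. The paper places its remaining loci mostly within pseudogene regions, and does not say whether these are the other 4 of Fig. 4c. For those 4 the RefSeq annotation lists 1 microRNA, 1 long noncoding RNA, 1 small nuclear RNA and 1 protein-coding gene and no pseudogene. Whether the regions also overlap pseudogenes was not tested.

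The paper finds rises in tumor more frequent and larger than falls. Here 927 regions against 728 and a difference in size of 0.0533 in the 4 pairs go with that, and library size scaling reverses both, with 463 against 3659 and −0.115. Of the settings chosen after seeing the values, the GC curves go the paper's way for the counts, with 832 against 127 with a GC curve per library, 921 against 166 with the block added and 799 against 145 with the GC curve of the input library. The input of the same tissue as reference (27 against 246), the t statistics (307 against 473) and 2 of the 4 comparisons without 1 pair go the other way. The paper links less methylated regions to STAT pathways, and the STAT and JAK list had a median of −0.11 in the 4 pairs, with 17 of 24 regions lower in tumor. With a GC curve fitted to each library, chosen after seeing the values, the list had a median of 0.12, but all genes had 0.10, so that the list did not stand apart from them (adjusted p = 0.21 from camera). The list here is not the paper's ontology analysis.

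The paper reports that treated and input libraries form separate clusters, and average linkage on log2 CPM left 9 of 24 libraries outside the cluster of their treatment. With CPM without log2, set before the data were examined, it left 0, and the closest library had the same treatment for 24 of 24 in both. The paper describes a high correlation for every cfDNA comparison, and r within a person was 0.26 to 0.59. With no filter on low counts it was 0.61 to 0.85.

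The paper finds cfDNA libraries parted by disease more than by input amount. In 2 clusters of average linkage the smaller cluster held 1 library, so that 23 of 51 libraries lay outside the cluster of their person. The person has 2 levels and the input amount 3, so that their shares do not compare directly. The person accounted for 2.59% of the squared distances, against a mean of 2.00% with permuted labels (permutation p = 0.00296), and the input amount for 4.34%, against 4.00% (permutation p = 0.209), which goes the paper's way. With libraries thinned to one depth both passed at p = 1e-05. With Pearson correlation distance, set before the data were examined, both passed as well. The person then accounted for 3.13% (permutation p = 0.00016) and the input amount for 6.12% (permutation p = 1e-05), against means of 2.00% and 4.00%. That setting does not go the paper's way.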

Other observations

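The tests with GC curves and the comparison of GC slopes between pairs were chosen only after the results were seen.

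Single genes outside the families above changed in every pair. VN1R4, a pheromone receptor gene, had higher DMN signal in tumor in 6 of 6 pairs, with a log2 fold change of 0.50 (standard error 0.14), and 0.34 with library size scaling. TMA16, a gene of the translation machinery, had 0.65 (standard error 0.17), ASB15, which encodes an ankyrin repeat protein, 0.59 (standard error 0.16), and the antisense gene LIM2-AS1 0.54 (standard error 0.15). SDK1, a cell adhesion gene with a dense CpG island, had −0.75 (standard error 0.18) and PPFIBP2, a liprin gene, −0.50 (standard error 0.12), each lower in 6 of 6 pairs. None passed in edgeR (adjusted p = 0.86 for each). In input libraries the log2 fold change was 0.081 at VN1R4, 0.16 at TMA16, 0.23 at ASB15, −0.0059 at LIM2-AS1, −0.31 at SDK1 and −0.11 at PPFIBP2. Of 53619 regions, 1946 changed the same way in all 6 pairs, 932 higher and 1014 lower, where chance gives 1676.

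Of the immune cell list, which did not pass in DMN libraries of 6 pairs (adjusted p = 0.092 from camera, 17 of 24 higher) and passed with a GC curve fitted to each library, a setting chosen after the data were seen (adjusted p = 0.012 from camera, adjusted p = 0.23 with an estimated correlation, 22 of 24 higher), the 3 regions with the smallest p did not pass singly. CD53, a leukocyte tetraspanin, had 0.29 (standard error 0.12, higher in 6 of 6 pairs), IL7R, an interleukin receptor, 0.37 (standard error 0.18, higher in 5 of 6) and PTPRC, which encodes CD45, 0.40 (standard error 0.25, higher in 4 of 6), with adjusted p = 0.86 from edgeR for each. Input libraries had −0.16 at CD53, 0.28 at IL7R and 0.011 at PTPRC. In the 4 pairs the histone gene H4C9 had 0.87 (standard error 0.22) and the beta defensin DEFB107B 1.23 (standard error 0.52). DESeq2 put 17 of 80 named regions past an adjusted p under 0.05 in the 4 pairs, 10 higher and 7 lower, H4C9 among them.

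Whole chromosomes shifted in DMN and input libraries alike. The median tumor/healthy log2 fold change of TSS regions over 6 pairs was 0.13 in DMN and 0.12 in input on chromosome 4, 0.12 and 0.077 on chromosome 13, −0.088 and −0.073 on chromosome 19 and −0.084 and −0.052 on chromosome 22. With GC curves taken out they were 0.089 and 0.079 on chromosome 4, 0.080 and 0.040 on chromosome 13, 0.023 and −0.0050 on chromosome 19 and 0.029 and 0.016 on chromosome 22. The slope of tumor/healthy DMN signal over GC content followed that of input over the 6 pairs (Pearson's r = 0.966, exact permutation p = 0.00417; Spearman's rho = 0.943, exact permutation p = 0.0167), with r = 0.768 without the 2 pairs farthest from the median.

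Libraries of cfDNA grouped by person to a small degree, with 2.59% of the squared distances against a mean of 2.00% with permuted labels. With libraries thinned to one depth, the permutation p for the person was 1e-05, the smallest that the permutations can give, which argues against library size as the whole source of the grouping. The share by person fell from 2.59% to 2.25% in that step, against a mean of 2.00% with permuted labels, so library size may account for part of it. With GC curves taken out the permutation p was 0.00033, which argues against GC bias as the whole source. The share fell to 2.16%, so GC bias may account for most of the part above 2.00%. Person, disease and preparation fall on one split of the libraries, so no biological explanation was tested, and a difference between the 2 people or between their samples may account for it as well as CRC. The nearest library belonged to the same person for 24 of 51 libraries, no more than chance gives for groups of 27 and 24. With thinned libraries it did so for 37. The first principal component followed the logarithm of the library total (absolute r = 0.932).

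Across 24558 regions, cfDNA signal ran with log2 DMN/input of healthy tissue, with Spearman's rho of 0.33 in the CRC patient and 0.25 in the control. It also ran against GC content (rho = −0.17 in the CRC patient and −0.37 in the control) and CpG number (−0.22 and −0.38). What share of the relation is methylation was not tested. The difference between both people ran against that between tumor and healthy tissue, in DMN libraries (rho = −0.20) and in untreated input libraries (rho = −0.17), and along GC content (rho = 0.27). Against random lists, the CRC over control ratio of other lists lay at percentile 94.0 for HOX genes, 86.7 for liver genes, 72.4 for germline genes, 66.9 for histone genes, 68.3 for STAT and JAK genes, 92.6 for the genes that the paper names for regions, 51.5 for housekeeping genes, 35.8 for stromal and endothelial genes, 23.7 for immune cell genes, 16.7 for beta defensins, 13.8 for type I interferon genes, 10.7 for clustered protocadherins and 6.26 for bitter taste receptors. Within classes of GC content, a setting chosen after the data were seen, the median ratio turned from 0.065 to −0.091 for HOX genes, from 0.17 to −0.081 for the genes that the paper names for regions, from 0.033 to −0.19 for STAT and JAK genes and from −0.082 to 0.0025 for stromal and endothelial genes.

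Other splits of the same libraries were compared with the real one. For bins between DMN and input libraries chance can be excluded, since 8729 of 20000 drawn bins passed in the real split, the highest other split had 3827, and 1 of 100 splits, the real one, was as large. For bins between tumor and healthy tissue chance cannot be excluded (0 in the real split, 7441 of 20000 in the highest other, 100 of 100 as large). The same holds for TSS regions at an adjusted p under 0.05 in 6 pairs (0 and 1, 100 of 100), in 4 pairs (0 and 4845, 35 of 35), in input libraries (0 and 1, 100 of 100) and in the interaction (0 and 0, 100 of 100), where a real count of 0 leaves nothing to exclude. It holds also for plotted regions in 6 pairs (39 and 2134, 39 of 100) and in 4 pairs (1655 and 5874, 3 of 35), and for lists past camera's threshold in 6 pairs (10 and 12, 22 of 100) and in 4 pairs (10 and 12, 6 of 35). Splits with several times the real count point to a structure of the samples other than tumor and healthy tissue.

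Among the 32 splits that part every one of the 6 pairs, 13 gave as many plotted regions as the real 39 (highest other 2271) and 11 as many lists as the real 10 (highest other 11), so chance cannot be excluded there either. The other splits swap tumor and healthy tissue in some pairs. For 4 pairs there are 8 such splits, too few for a share under 0.05, and the real 1655 plotted regions compare with 1521 in the highest other and the real 10 lists with 10.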
